# Gastruloids are competent to specify both cardiac and skeletal muscle lineages

**DOI:** 10.1038/s41467-024-54466-w

**Published:** 2024-11-23

**Authors:** Laurent Argiro, Céline Chevalier, Caroline Choquet, Nitya Nandkishore, Adeline Ghata, Anaïs Baudot, Stéphane Zaffran, Fabienne Lescroart

**Keywords:** Embryonic stem cells, Musculoskeletal development, Gastrulation

## Abstract

Cardiopharyngeal mesoderm contributes to the formation of the heart and head muscles. However, the mechanisms governing cardiopharyngeal mesoderm specification remain unclear. Here, we reproduce cardiopharyngeal mesoderm specification towards cardiac and skeletal muscle lineages with gastruloids from mouse embryonic stem cells. By conducting a comprehensive temporal analysis of cardiopharyngeal mesoderm development and differentiation in gastruloids compared to mouse embryos, we present the evidence for skeletal myogenesis in gastruloids. We identify different subpopulations of cardiomyocytes and skeletal muscles, the latter of which most likely correspond to different states of myogenesis with “head-like” and “trunk-like” skeletal myoblasts. In this work, we unveil the potential of gastruloids to undergo specification into both cardiac and skeletal muscle lineages, allowing the investigation of the mechanisms of cardiopharyngeal mesoderm differentiation in development and how this could be affected in congenital diseases.

## Abstract (web summary)

The cardiopharyngeal mesoderm gives rise to both heart and head musculature, though how these populations are specified remains less clear. Here they use mouse gastruloids to model cardiopharyngeal mesoderm specification and differentiation into both cardiac and skeletal muscle lineages, thus highlighting their potential for studying muscle development and congenital diseases.

## Introduction

Deployment of progenitors and their proper allocation to correct cell lineages are fundamental for the formation of organs. Defects in the specification and differentiation of progenitors into particular cell lineages lead to congenital anomalies. For example, a recent report showed improper cardiopharyngeal mesoderm progenitor development in *Tbx1* conditional mutant embryos, a widely used 22q11.2 deletion syndrome (DS) mouse model, where head muscle and heart morphogenesis were impaired^1^.

The heart forms from two cell populations, namely the first and second heart fields. The first heart field forms essentially the left ventricle with small contributions to the right ventricle and atria^2,3^. Second heart field progenitors, located in cardiopharyngeal mesoderm (CPM), contribute to cardiac muscles (myocardium) of the outflow tract, right ventricle and atria^2–7^. Cells within the CPM populates the pharyngeal arches and also gives rise to head and a subset of neck branchiomeric skeletal muscles, in addition to cardiac muscles^8–11^. Clonal analyses in the mouse model have revealed the existence of bipotent progenitors in CPM that form both head branchiomeric and heart muscles in vertebrates with different contributions along the antero-posterior axis of the pharyngeal region of the embryo^8,12,13^. Bipotent progenitors were thus found for distinct subsets of myocardium and specific head and neck skeletal muscles^12,13^. Lineage tracing of early nascent mesoderm expressing the bHLH transcription factor Mesp1 showed that bipotent head and heart muscle progenitors are in fact present at the onset of gastrulation^14^. CPM is evolutionarily conserved since similar multipotent cardiopharyngeal progenitors have been shown to give rise to heart and pharyngeal muscles in tunicates^9,15^.

For its skeletal muscles derivatives, CPM contributes to specific branchiomeric head/neck muscles^9,10^. Skeletal muscles derived from CPM have distinct genetic regulatory programs compared to trunk and limb skeletal muscles^16^. Trunk and limb skeletal muscles derive from somitic paraxial mesoderm. Somitic myogenesis is controlled by Pax3 (a homeobox paired-domain transcription factor), which regulates the myogenic regulatory transcription factors MyoD and Myf5. Strikingly, *Pax3/Myf5* mutant embryos failed to develop trunk and limb muscles while head muscles were broadly not affected, thus decoupling trunk (somitic) from head (cardiopharyngeal) myogenesis^17^. In CPM, the myogenic factors MyoD/Myf5 are regulated by a different core of transcription factors that together mark the CPM but are individually not strictly restricted to this population. They include Tbx1, Lhx2, MyoR (also called Msc), Tcf21 (also called Capsulin), and Pitx2^18–22^. Myogenin (MyoG) then marks the start of myoblast differentiation. Pax7 is later involved in both CPM and somitic skeletal muscles^23^. The next steps of muscle differentiation are common between cardiopharyngeal and somitic mesoderm derived progenitors^16^.

Major insights into the specification of multipotent CPM progenitors and the mechanisms of cardiopharyngeal lineage segregation have come from studies in *Ciona intestinalis*. In this tunicate model, Tbx1/10 activates COE/Ebf for the specification of the muscular lineage^24,25^. It is however not completely clear how comparable are tunicates and vertebrates. The heart and pharyngeal muscles derive from only 2 Mesp+ progenitors in tunicates, while about 250 Mesp1+ progenitors contribute to heart development in mouse^9,26^. Despite the number of important studies using lineage tracing and clonal analysis, it is challenging to analyze CPM specification in vertebrates due to its difficult accessibility and the absence of restricted and specific markers. There is a need of a simple model that could faithfully recapitulate vertebrate, and more specifically mammalian, CPM development and could allow live-imaging and large throughput analyses.

Pluripotent stem cells have emerged as an interesting tool in general to model how transcription factors and signaling molecules interact to control cell fate decisions and lineage specification^27,28^. Using mouse embryonic stem cells (mESCs), Chan et al. have shown that Mesp1-derived progenitors have a dual heart and skeletal muscle differentiation potential, when cultured in a pro-cardiogenic or a pro-skeletal myogenic culture medium^29^. Mouse and human ESCs have also been used to investigate the differences in molecular cues involved in myogenic specification between cardiopharyngeal versus somitic mesoderm^30^. Both studies however, required changes in cell culture medium and growth factors to promote either cardiac or skeletal muscle differentiation^29,30^. Therefore, there is a lack of an in vitro model that allows parallel differentiation of cardiac and skeletal muscle cells and faithfully recapitulates in vivo CPM early development.

The establishment of gastruloids provides an alternative model for CPM development. The model of gastruloids was first described in 2014 with axial elongation and symmetry breaking from the aggregation of a restricted number of mESCs cultured with a pulse of Wnt activation (with Chiron treatment)^31,32^. This model faithfully recapitulates early mouse development mimicking in vivo gene expression^33^. Recently, the model has been pushed further towards early organogenesis, with development of heart-like structures with first and second heart field derivatives^34,35^ or somites^36,37^. Despite the formation of somites, skeletal myogenesis, either cardiopharyngeal or somitic, has not yet been demonstrated in gastruloids.

Here, we have adapted the self-organizing mESCs-based gastruloid protocol for longer times of culture to investigate whether gastruloids can model CPM specification and differentiation. Multiplex fluorescent in situ hybridization shows that CPM specification occurs in gastruloids in a similar spatio-temporal organization as observed in mouse embryos. Using single-cell RNAseq analysis along a time-course from day 4 to late day 11 of culture, we demonstrate the presence of three subpopulations of cardiomyocytes and two subpopulations of myoblasts. We find that gastruloids can undergo myogenesis and that gastruloid-derived myoblasts can arise from both CPM and somitic paraxial mesoderm. Therefore, gastruloids can be used to reconstruct CPM development.

## Results

### CPM markers are expressed in gastruloids

To generate gastruloids that form CPM and characterize their differentiation to cardiac and skeletal myogenic fates, we extended a previous protocol described by Rossi et al.^35^ to culture gastruloids for an prolonged time, until day 11 (Fig. 1a) (see Methods). In brief, mESCs were aggregated at day 0, following centrifugation, and treated with a Wnt agonist (Chiron) for 24 h from day 2. Cardiogenic factors (bFGF, VEGF and ascorbic acid) were added to the culture media at 96 h (day 4) for 3 days. After day 7, gastruloids were cultured in N2B27 culture media. Shaking (80–100 rpm) was continuous from day 4 to the end of the culture. As previously reported^32,35,38^, we observed efficient and robust elongation starting on day 4, with beating areas appearing by day 7. On average, about 86.79% ( ± 7.4 SEM) of gastruloids in each experiment showed beating areas, primarily in the anterior part of the gastruloid (Fig. 1b, c and Supplementary Video 1). On day 7, gastruloids express cardiac troponin T (cTnT), VEGFR2 and E-cadherin, as previously reported^35^, indicating their ability to form cardiomyocytes, endothelial cells and endoderm (Supplementary Fig. 1a, b). Interestingly, gastruloids on day 11 continue to express cTnT, VEGFR2 and E-cadherin (Supplementary Fig. 1c, d).

**Fig. 1:**
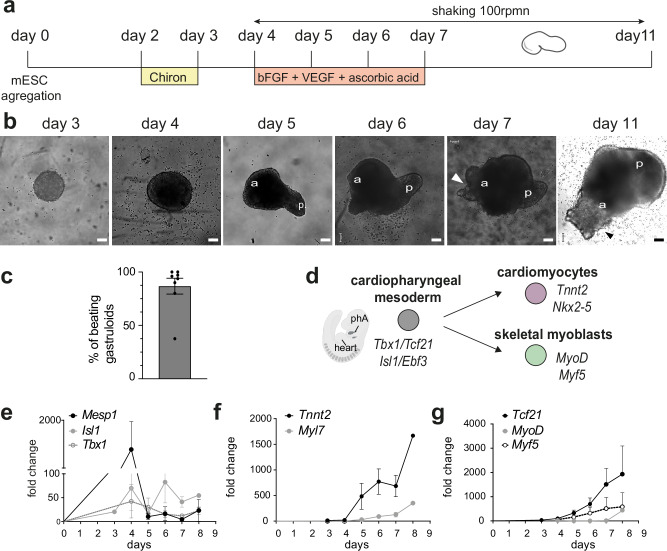
The culture of gastruloids for 11 days allows the transcription of markers of the CPM and their derivatives. **a** Experimental scheme of the generation of gastruloids from mouse embryonic stem cells (mESCs). Gastruloids were cultured in N2B27 up to 11 days, with the addition of small molecules from day 4 to day 7 as indicated below the time line. **b** Representative images of gastruloids at day 3, day 4, day 5, day 6, day 7 and day 11. Arrowheads indicate beating areas. **c** Percentage of beating gastruloids per experiments (*n* = 8 independent experiments). Data are presented as mean percentage ± SEM. **d** Scheme of CPM specification in mouse toward the myogenic fates. Created in BioRender. Lescroart, F. (2024) https://BioRender.com/m68f097. Markers of each state are indicated in italics. **e**–**g** Expression profiles of *Mesp1* (*n* = 9), *Isl1* (*n* = 3) and *Tbx1* (*n* = 6) (**e**), *Tnnt2* (*n* = 9)*, Myh7* (*n* = 3) and *Myl7* (*n* = 6) (**f**) and *Tcf21* (*n* = 8), *Myod* (*n* = 7) and *Myf5* (*n* = 5 independent experiments) (**g**) throughout the culture of gastruloids as measured by quantitative RT-PCR. Results are normalized to the expression of *Tbp*. Fold changes are represented relative to expression on day 0. Data are presented as mean values ± SEM.

To investigate whether the anterior-posterior axis is maintained at day 11, we used multiplex fluorescent in situ hybridization or RNAscope to analyze the expression of *Hoxc4*, a posterior marker^39^. We found *Hoxc4* expression at one pole of the gastruloids at both day 7 and day 11 (Supplementary Fig. 1e, f). However, we observed an anti-correlation between the expression of *Hoxc4* and *troponin (Tnnt2)*, a marker of cardiomyocytes, where the expression of *Hoxc4* decreased as *Tnnt2* expression expanded. This suggests that as gastruloids develop more cardiomyocytes, they lose their posterior region, with highly beating gastruloids becoming predominantly anterior. With the extension of the protocol, gastruloid morphology is affected from day 7.

To investigate whether key markers of CPM and its derivatives (Fig. 1d) were expressed during the time-course culture, we used quantitative RT-PCR. We observed the transient expression of the bHLH transcription factor *Mesp1* and the expression of the CPM transcription factors *Islet1* (*Isl1*) and *Tbx1*, as previously described^35^ (Fig. 1e). We also observed an increasing expression of transcripts encoding the cardiac specific myosin (*Myl7 and Myh7*) and *Tnnt2* at day 5 (Fig. 1f). Interestingly, the CPM marker, *Tcf21*^20,25^, began to be expressed at day 3, while the myogenic transcription factors *Myf5* and *MyoD* were expressed at day 7 (Fig. 1g). Importantly, similar kinetics of expression were also observed for *Mesp1*, *Isl1* and *Tcf21* with another wild-type mESC line (see Methods for details on the lines and Supplementary Fig. 2). These data demonstrate that CPM and downstream myogenic transcriptional programs are robustly activated in gastruloids under these extended culture conditions.

### Similar spatio-temporal gene expression with mouse embryo

To explore whether gastruloids faithfully mimic mouse CPM development, we compared gastruloids with mouse embryos at equivalent developmental stages. Our goal was to investigate the expression of markers of the CPM, cardiomyocytes, and the robustness of the CPM specification. We used multiplex fluorescent in situ hybridization (RNAscope or HCR) to explore gene expression. We first compared early day 4, spheric, gastruloids with E7.5 (Early bud stage) embryos. It showed a small overlapping expression of *Mesp1* with *Isl1* and in a smaller proportion with *Tbx1* (Fig. 2a–a′ and c–c′). After symmetry breaking, comparison of day 5 gastruloids with E7.75 cardiac crescent embryos showed that *Mesp1* expression is in non-overlapping domains with *Isl1* and *Tbx1* (Fig. 2b–d and Supplementary Fig. 3). In the embryo, *Mesp1* was observed in the posterior mesoderm (likely corresponding to the somitic mesoderm), while *Tbx1* and *Isl1* expression overlapped in the anterior region of the embryo (Fig. 2b). Similarly, *Tbx1* and *Isl1* expression overlapped in gastruloids (Fig. 2d–d’).

**Fig. 2:**
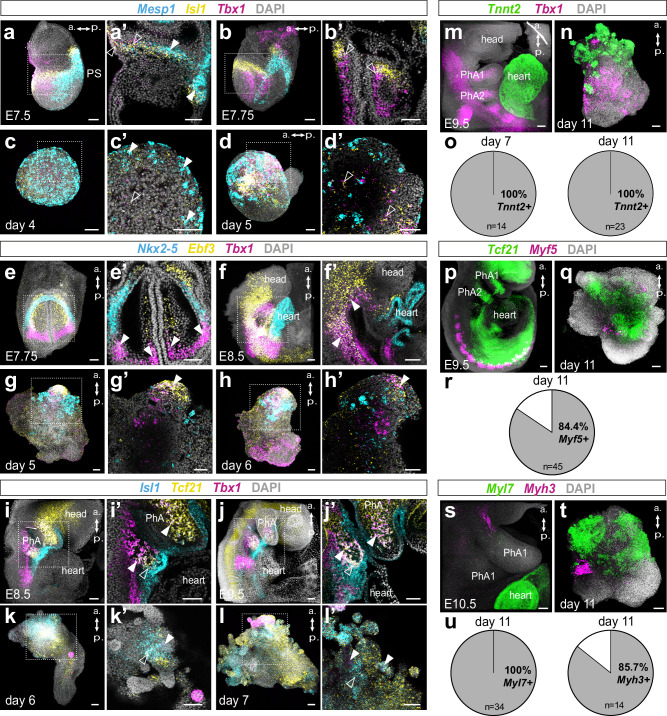
Gastruloids faithfully recapitulate CPM specification and differentiation toward its myogenic fates. **a**–**d** Representative maximum intensity projection (MIP) of mouse embryos at E7.5 (**a**), E7.75 (**b**), gastruloids on day 4 (**c**) and day 5 (**d**) after RNAscope with *Mesp1* (cyan), *Isl1* (yellow) and *Tbx1* (purple) probes. **a**′, **b**′, **c**′, and **d**′**:** Optical sections of the area indicated with dotted lines. Arrowheads indicate overlapping expression of *Mesp1* and *Isl1* (white) or of *Tbx1* and *Isl1* with no expression of *Mesp1* (empty). *n* = 4 embryos and *n* > 5 gastruloids. **e**–**h** Representative MIP of embryos at E7.75 (**e**), E8.5 (**f**), gastruloids on day 5 (**g**) and day 6 (**h**) after RNAscope with *Nkx2–5* (cyan), *Ebf3* (yellow) and *Tbx1* (purple) probes. **e**′, **f**′, **g**′, and **h**′**:** Optical sections of the area indicated with dotted lines. White arrowheads indicate overlapping expression of *Ebf3* and *Tbx1*. *n* = 4 embryos and *n* > 5 gastruloids. **i**–**l** Embryos at E8.5 (**a**), E9.5 (**b**), gastruloids on day 6 (**c**), and day 7 (**d**) after RNAscope with *Isl1* (cyan), *Tcf21* (yellow) and *Tbx1* (purple). **i**′, **j**′, **k**′, and **l**′**:** Optical sections of the area indicated with dotted lines. Arrowheads indicate overlapping expression of *Tbx1* and *Tcf21* (white) or of *Isl1* and *Tcf21* (white). *n* = 4 embryos and n > 5 gastruloids. **m**, **n** Representative MIP of the pharyngeal region of embryo at E9.5 (**m**) and gastruloid on day 11 (**n**) after RNAscope with *Tnnt2* (green) and *Tbx1* (purple). **o** Percentage of gastruloids expressing *Tnnt2* on day 7 (left - *n* = 14) and day 11 (right – *n* = 23). **p**, **q** Representative MIP of an embryo at E9.5 (**p**) and gastruloid on day 11 (**q**) after RNAscope with *Tcf21* (green) and *Myf5* (purple). **r** Percentage of gastruloids expressing *Myf5* on day 11 (*n* = 45). **s**, **t** Representative MIP of the pharyngeal region of an embryo at E10.5 (**s**) and gastruloid on day 11 (**t**) after HCR with *Myl7* (green) and *Myh3* (purple). **u** Percentage of gastruloids expressing *Myl7* on day 11 (left - *n* = 34) or expressing *Myh3* on day 11 (right – *n* = 14). a, anterior, p, posterior, PS, primitive streak, PhA, pharyngeal arch. Scale bars: 100 µm. All data derived from at least 2 independent experiments.

We then investigated the expression of additional markers of the CPM such as *Ebf3*, *Tcf21* and *Nkx2*−5, together with *Isl1* or *Tbx1*, at later time points in E7.75 to E9.5 embryos and day 5 to day 7 gastruloids (Fig. 2e–l and Supplementary Fig. 3c, d). In the embryo, *Nkx2–5* expression labeled the heart tube while *Isl1* and *Tbx1* were expressed in second heart field (SHF) progenitors, located in pharyngeal mesoderm behind the differentiated heart tube (Fig. 2e–j and Supplementary Fig. S3c). *Ebf3* and *Tcf21* are expressed more broadly, but they are also found in the pharyngeal region of the mouse embryo, where their expression overlaps with *Tbx1* and *Isl1 (*(Fig. 2e–j). *Nkx2–5* was also expressed in the anterior part of the gastruloid, marking cardiomyocytes (Fig. 2g, h and Supplementary Fig. 3d). On days 5 and 6, gastruloids expressed *Tbx1* and *Isl1* in a domain adjacent to that of *Nkx2–5* (Fig. 2g, h and Supplementary Fig. 3d). In gastruloids, between day 5 and day 7, both *Tcf21* and *Ebf3* are expressed in overlapping domains with *Isl1* and *Tbx1 (*Fig. 2g, h, k, l). In day 7 gastruloids, *Ebf3* and *Tcf21* were also found in a close domain of expression adjacent to the cardiomyocytes (*Tnnt2* + ) (Supplementary Fig. 3f). Similarly, in day 11 gastruloids, *Tbx1* were also found in a close domain of expression adjacent to *Tnnt2*+ cells (Fig. 2m, n). Among all the gastruloids analyzed for *Tnnt2* expression, 100% showed a positive expression domain at both day 7 (*n* = 14 across 5 independent experiments) and day 11 (*n* = 23 across 5 independent experiments) (Fig. 2o). Taken together, these findings indicate that CPM and cardiomyocyte markers are expressed in a similar spatio-temporal pattern in both gastruloids and mouse embryos.

To further investigate whether myoblast differentiation occurs and is faithfully recapitulated in gastruloids, we also compared the expression of myoblast markers in both models. In stage E9.5 mouse embryos, *Myf5* positive cells marked skeletal myoblasts, notably in the somites (Fig. 2p). Similarly, *Myf5* were detected close to *Tcf21* positive cells in gastruloids collected at day 11 (Fig. 2q). Detailed analysis revealed that 84.4% of the gastruloids analyzed showed *Myf5* expression (*n* = 45 across 6 independent experiments) (Fig. 2r). Similarly, we analyzed with HCR, the expression of *Myh3*, a marker of committed skeletal myoblasts, together with *Myl7*, a marker of cardiomyocytes. At E10.5, *Myh3* is detected in the first pharyngeal arch (Fig. 2s). On day 11, gastruloids also showed *Myl7* and *Myh3* expression. *Myh3* expression domain was located slightly more posterior than *Myl7* expression domain (Fig. 2t). Similar to *Tnnt2*, *Myl7* expression was detected in all gastruloids analyzed at day 11 (*n* = 34 in >5 independent experiments) (Fig. 2u). *Myh3* was not detected in all gastruloids, but 85.7% of gastruloids analyzed showed co-expression of *Myl7* and *Myh3* (*n* = 14 in 4 independent experiments) (Fig. 2u). These data support the co-existence of skeletal myoblasts and cardiomyocytes in gastruloids cultured for over 7 days. Together, this comparison shows that gastruloids and mouse embryos display similar spatio-temporal gene expression during CPM development.

### Single-cell transcriptomic reveals CPM subpopulations in gastruloids

To further assess the potential of gastruloids to form CPM and investigate in detail the different cell populations, we performed single-cell RNA-sequencing (scRNA-seq) on gastruloids following a time course. 

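The deposited data are raw UMI counts for 1 library of the Zx1 line per day, labelled replicate 1 in each case. With 1 library per day no test, p value or count of changed genes was computed. Every interval given is at 95% and covers counting error only, apart from bootstrap intervals over cells for median UMI counts and endoderm markers. The count tables hold 7324 cells at day 4, 7794 at day 5, 6628 at day 6 and 9584 at day 11. UMIs per cell, called depth here, had a median of 25035.5, 27745.5, 23403.5 and 11318.0 on these days, so day 11 cells held the fewest. The saturation stated in the Methods is close at days 6 and 11. Whether fewer reads or fewer captured molecules per cell lowered the day 11 counts was not tested. Expression is given here as CPM, the summed UMIs of a gene scaled to the summed UMIs of the same cells; after a number, CPM is this unit and not the paper's abbreviation for cardiopharyngeal mesoderm. A cell is called positive for a gene when it holds at least 1 UMI of it. Because shares of positive cells rise with depth, most are also given after cells were thinned at random to 5000 UMIs; a share without a thinned value is not adjusted for depth.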

Gastruloid cells were collected at day 4, day 5, day 6 and day 11. At each time point, at least 8 gastruloids were dissociated into single-cell suspensions, and approximately 7,000 cells per sample were sequenced. 

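Cells were kept here if they had more than 200 genes, a mitochondrial share under 20%, a ribosomal protein share over 5% and a UMI count within 3 scaled median absolute deviations of the library. At days 4, 5, 6 and 11 these limits passed 7125, 7018, 5711 and 8537 cells. Of these, the 8% with the highest doublet scores were removed, which left 6555 cells at day 4, 6457 at day 5, 5254 at day 6 and 7854 at day 11. The limit on UMIs failed the most cells, with 1010 at day 11. An automatic threshold on the doublet score marked 4, 1, 0 and 1 cells, so it did not work as a doublet filter here. Keeping every cell with more than 200 genes moved these numbers most, to 7279, 7758, 6466 and 9529. Thinning to 5000 UMIs left out 12 cells at day 6 and 295 at day 11.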

After quality controls, we analyzed 6,646 cells at day 4, 6,704 cells at day 5, 5,284 cells at day 6 and 8,024 cells at day 11. 

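Cells of each day were clustered here with the 63 genes that the paper names in its single-cell results left out of the variable genes, so that their values by cluster are not set by the clustering. Leiden clustering at resolution 1 gave 13 clusters at day 4, 13 at day 5, 19 at day 6 and 25 at day 11. They are called groups and numbered by size within a day; a group need not hold the cells of the cluster with that number in the paper. Resolution 1.5 gave 19, 19, 23 and 31 groups, and resolution 0.5 gave 9, 9, 14 and 17. Names such as cardiomyocyte-like come from marker lists that share no gene with those 63. The lists were chosen first, but the rule for naming a group was set after the markers of the groups had been seen. Under it a group is named for the list with most raised genes, at least 3 of them, unless another list has more genes among its leading 10. Groups without a name held 71.1% of cells at day 4, 84.4% at day 5, 57.0% at day 6 and 32.0% at day 11. At day 6 a pair of groups was also left unnamed by hand: group 15 (2.17% of cells), led by *Wfdc2*, and group 11 (5.92%), led by *Osr1* and *Meox1*.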

We performed Leiden clustering and differential gene expression analysis at each time point (Fig. 3 and Supplementary Data 1). Integration of the gastruloid single-cell data with the published atlas of mouse embryonic cells ranging from E6.5 to E8.5^40^ (see Methods 4–5) showed that cells collected at day 4, day 5 and day 6 likely overlap with cells of E7.25-E7.75, E8.0-E8.25 and E8.5 embryos respectively (Supplementary Fig. 4), in agreement with our fluorescent in situ hybridization experiments (Fig. 2a–l). However, gastruloid cells collected at day 11 do not overlap in the UMAP with cells of the atlas, likely reflecting distinct transcriptional profiles (Supplementary Fig. 4j, k). Gastruloid cells at day 11 might thus reflect more differentiated states, usually found after E8.5 in mouse embryos. This observation indicates that while our gastruloid single-cell dataset from day 4, day 5 and day 6 can be confidently compared with the cells of the atlas, distinct annotation criteria had to be applied to day 11 clusters. Cell type annotation transfer, from the atlas, was first applied to the primary clusters of day 4, 5 and 6 (See Methods 4). Manual annotation was then performed based on this label transfer and on differential gene expression (Supplementary Data 1). The day 11 clusters were annotated manually based on differential gene expression analysis (Supplementary Data 1) and reference to tissue database (https://tissues.jensenlab.org/About).

**Fig. 3:**
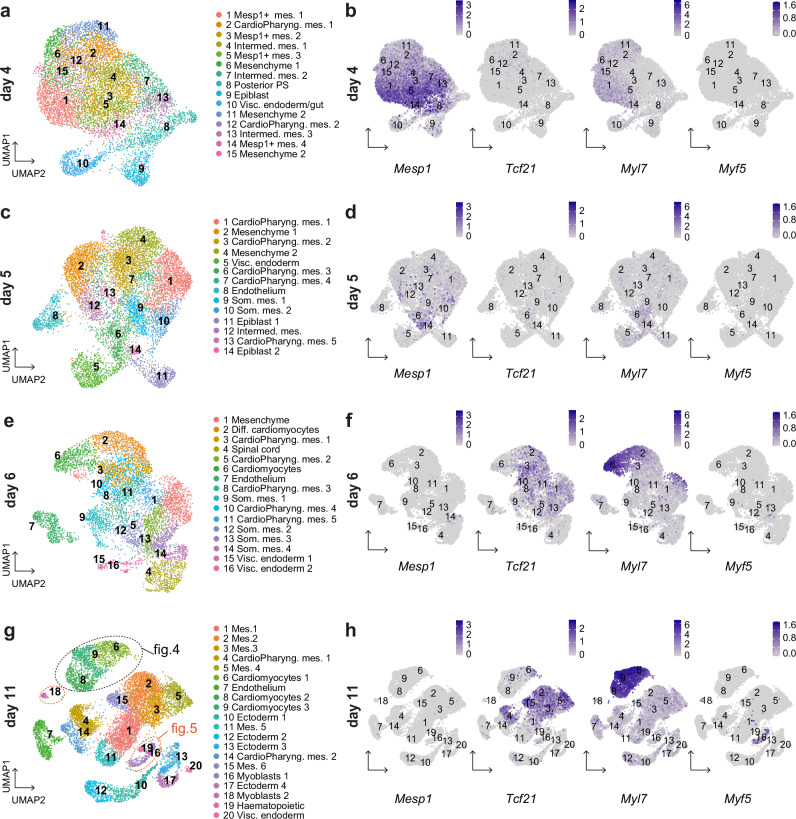
Transcriptomic analysis reveals cardiopharyngeal mesoderm subpopulations in gastruloids. UMAP representation of Leiden clustering of gastruloids at day 4 (**a**), day 5 (**c**), day 6 (**e**) and day 11 (**g**). FeaturePlots of key markers in gastruloids at day 4 (**b**), day 5 (**d**), day 6 (**f**) and day 11 (**h**). Scale bars represent expression levels. Mes., mesoderm; CardioPharyng., cardiopharyngeal; Intermed., intermediate; Visc., visceral; Som. Somitic; Diff., differentiating; PS, primitive streak.

To assess the cellular heterogeneity of the gastruloids, we analyzed the different clusters obtained at each time point. 

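At day 4, *Mesp1* (ENSMUSG00000030544) gave 32378 UMIs, or 167 CPM (165 to 168). With 1 UMI as the limit, 4149 of 6555 cells were positive, or 63.3% (62.1 to 64.5%). After thinning, 37.6% were positive; a thinning depth of 3000 UMIs moved this share most, to 29.3%. The mean of per-cell values, the alternative that moved CPM most, gave 188 CPM. *Mesp1* was highest in group 5 (587 cells, 401 CPM), group 1 (911 cells, 385 CPM), group 7 (511 cells, 363 CPM) and group 6 (584 cells, 251 CPM). The somitic mesoderm-like class is group 6; the other three had no name. The next group held 131 CPM, so a band of lower values followed. In the endoderm-like group 8, 11.8% of cells were positive (5.31% thinned), at a median depth of 24112.0 UMIs against 25077.5 in the unnamed groups.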

At day 4, we observed a significant number of clusters of mesodermal cells (Fig. 3a, b; Supplementary Figs. 5 and 6) with four clusters showing high *Mesp1* expression (clusters 1, 3, 5 and 14) (Table 1). 

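*Gata4* (ENSMUSG00000021944) stood at 29.6 CPM (28.9 to 30.4) at day 4 and *Gata6* (ENSMUSG00000005836) at 78.2 CPM (77.0 to 79.5). UMIs of *Gata4* were found in 44.1% of cells (12.45% thinned) and of *Gata6* in 63.1% (28.3% thinned). In the epiblast-like groups 10 and 11 the shares were 11.7% (2.82% thinned) and 13.9% (3.69% thinned), at a median of 28141.0 UMIs against 24318.0 in all cells of the day. *Gata4* ranged from 2.08 CPM in group 12 to 58.35 CPM in group 1. The lowest values of *Gata6* in CPM were 4.16 in group 12, 4.27 in group 9, 4.72 in group 11 and 11.0 in group 10. The other groups ran from 21.7 CPM in group 6 to 146 CPM in group 3.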

Analysis of the single-cell data also showed high expression of the *Gata4* and *Gata6* transcription factors in most clusters (all clusters except clusters 8, 9 and 13) (Supplementary Fig. 7). Gata transcription factors are known to have a broad expression pattern in the anterior/cardiogenic mesoderm as well as in the endoderm^41^. They have a critical function during heart development^42^ and recent work in the fish has shown that they are involved in CPM specification, by promoting cardiac fate and inhibiting pharyngeal identity^43,44^. *Hand1*, a marker of the extraembryonic mesoderm and cardiac progenitor cells in the recently identified juxtacardiac field^45,46^ was also highly expressed at day 4 (except in clusters 8, 9 and 10) (Supplementary Fig. 7). 

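In the deposited day 4 counts *Hand1* (ENSMUSG00000037335) reached 250.5 CPM (248 to 253), with UMIs in 75.45% (74.4 to 76.5%) of cells and 52.4% after thinning. Its highest value was in group 2, where 99.8% of 906 cells were positive at 549 CPM. Its lowest were in the endoderm-like group 8 (9.52 CPM), group 12 (11.0 CPM) and the epiblast-like groups 10 (12.3 CPM) and 11 (15.5 CPM). In group 8 the share of positive cells was 20.8% (3.46% thinned), taken as the background, at the depths given for *Mesp1*.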

Interestingly, with scRNA-seq, we detected *Myl7* as early as day 4 (Fig. 3b). 

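Across the day 4 library, *Myl7* (ENSMUSG00000020469) held 9867 UMIs, or 50.8 CPM (49.8 to 51.8), and was found in 37.2% (36.0 to 38.35%) of cells (14% thinned). Group 1 held 164 CPM, with 70.9% of cells positive (37.8% thinned). Group 2 followed with 82.55 CPM, and group 4 was lowest with 1.94 CPM. The somitic mesoderm-like class set the background, with 10.6% positive (2.91% thinned) at a median of 20175.0 UMIs against 23578.0 in group 1.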

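*Pou5f1* (ENSMUSG00000024406) was highest in a pair of groups at day 4, group 11 (204 cells, 499.8 CPM) and group 10 (257 cells, 433 CPM). Both were named epiblast-like from 6 of 7 markers that do not include *Pou5f1*. UMIs of *Pou5f1* were found in 99.0% and 99.6% of their cells, and in 87.2% of both together after thinning. The streak-like group 9 held 264 CPM. Group 2 held 3.60 CPM, with 10.3% of cells positive (1.77% thinned), at a median of 30647.0 UMIs against 30206.0 in group 11.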

Cluster 9 showed expression of the pluripotency marker *Pou5f1* indicative of epiblast-like cells (Supplementary Fig. 7). *Mesp2*, the closest homolog of *Mesp1*, was only expressed at very low levels in gastruloids (Supplementary Fig. 7).

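For *Mesp2* (ENSMUSG00000030543) the day 4 library held 542 UMIs, or 2.79 CPM (2.56 to 3.03), and 5.55% of cells were positive (1.57% thinned). In the endoderm-like class the share was 0.924%, and no cell was positive after thinning. The value fell to 1.265 CPM at day 5, 0.398 CPM at day 6; at day 11 there were 29 UMIs in all. Group 5 of day 4, which was also highest for *Mesp1*, held 10.9 CPM of *Mesp2*.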

**Table 1:** Percentage of positive cells for specific genes in scRNAseq

	*Tbx1*	*Mesp1*	*Tnnt2*	*Myf5*
Day 4	1.43%	66.08%	2.03%	0.03%
Day 5	2.55%	17.77%	9.02%	0.1%
Day 6	1.97%	1.06%	37.07%	0.61%
Day 11	1.52%	0.17%	35.22%	1.41%

At day 5, the cell type annotation transfer from the atlas was enriched in mesenchymal and pharyngeal mesodermal cells while nascent mesoderm was barely observed (Supplementary Fig. 8). We identified 5 clusters annotated as pharyngeal mesoderm (clusters 1, 3, 6, 7, and 13) (Fig. 3c). The first fully differentiated cells were found in cluster 8. This cluster corresponds to endothelial cells and is marked by the expression of *Sox7* (Supplementary Figs. S8 and S9). 

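At day 5, 1 group was named endothelium-like, group 9, from 7 of 8 markers; it held 368 of 6457 cells, or 5.70%. *Sox7* (ENSMUSG00000063060), left out of the clustering, reached 44.5 CPM there, 151 times its value in the other cells. *Sox7* UMIs were found in 64.95% of the group's cells (16.85% thinned), beside 0.314% of the endoderm-like class (none thinned). Median depths were 30839.0 and 28711.0 UMIs.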

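From day 4 to day 5 *Mesp1* (ENSMUSG00000030544) fell to 12.6 CPM (12.1 to 13.1), a ratio of 0.0754 (0.0724 to 0.0786). Its positive cells fell to 1110, or 17.2% (5.28% thinned), against a background of 5.02% in the endoderm-like class (1.10% thinned; median 28711.0 UMIs against 27868.0 in unnamed groups). *Gata6* (ENSMUSG00000005836) moved less, with 54.7 CPM (53.65 to 55.7) and a ratio of 0.699 (0.682 to 0.717). As means of per-cell values the ratios were 0.0797 for *Mesp1* and 0.7501 for *Gata6*. The lowest group for *Gata6*, group 10, held 5.48 CPM and the highest, group 12, 80.2 CPM.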

At this stage, *Mesp1* started to be downregulated while *Gata6* was still highly expressed (Fig. 3d and Supplementary Fig. 9). 

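*Isl1* (ENSMUSG00000042258) gave 2615 UMIs at day 5, or 13.1 CPM (12.6 to 13.6), in 25.7% (24.6 to 26.75%) of cells (5.98% thinned). Its share in the endothelium-like group 9 was 7.61% (1.63% thinned), at a median of 30839.0 UMIs against 28215.0 in all cells. *Tbx1* (ENSMUSG00000009097) gave 256 UMIs, or 1.285 CPM (1.13 to 1.45), in 190 cells; the share was 2.94% (2.54 to 3.38%), and 0.867% thinned. Of the endothelium-like cells 5 were positive for *Tbx1*, or 1.36%, and none after thinning. *Tbx1* was highest in group 12, an endoderm-like group of 168 cells, at 21.6 CPM, with 30.4% of cells positive (10.1% thinned). For group 12, tests argue against free RNA and against doublets with cells outside the endoderm-like groups as sources of these UMIs. Group 6 came next with 7.43 CPM. Endoderm-like cells made up 9.87% of the library and 42.6% of its *Tbx1*-positive cells.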

*Isl1* expression was also detected, while *Tbx1* was present at a very low level and in a small number of cells (Table 1 and Supplementary Fig. 9).

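Groups at day 6 held 17 to 546 cells. The named ones were mesenchyme-like (10.4% of cells), somitic mesoderm-like (7.84%), endothelium-like (6.76%), cardiomyocyte-like (6.62%), neural ectoderm-like (5.79%), streak-like (2.93%), endoderm-like (1.87%), epiblast-like (0.476%) and haematopoietic-like (0.324%). Median depth ran from 19630.0 UMIs in the mesenchyme-like class to 41744.0 in the epiblast-like class, so shares of positive cells differ between classes for that reason as well.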

At day 6, we uncovered 16 clusters (Fig. 3e, Supplementary Fig. 10). We detected two clusters of differentiating or differentiated cardiomyocytes (clusters 6 and 2) expressing high level of *Myl7* and other cardiac myosin genes (Fig. 3f). 

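For *Myl7* (ENSMUSG00000020469) the day 6 value was 1013 CPM (1008 to 1018). Group 8 (348 cells), named cardiomyocyte-like from 10 of 10 markers, held 12833 CPM, 52.7 times the other cells, with 99.7% of cells positive (99.4% thinned). In the neural ectoderm-like class 38.2% of cells were positive (8.25% thinned), at 18.75 CPM; median depths were 32891.5 UMIs there and 23820.5 in group 8. A pair of unnamed groups came next, group 5 (375 cells, 1122 CPM) and group 2 (474 cells, 1078 CPM). Over the other cells, group 8 was raised for *Myl3* by 189.5 times, *Myl4* by 44.5, *Myh6* by 178, *Myh7* by 105 and *Myl2* by 269. *Tnnt2* (ENSMUSG00000026414) held 4452 CPM in group 8. For *Myl4*, group 2 held 807 CPM against 5202 in group 8.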

All these data are consistent with the previous report on gastruloids^35^. We also found 5 clusters of pharyngeal mesodermal cells (clusters 3, 5, 8, 10 and 11). 

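At day 6, *Tcf21* (ENSMUSG00000045680) gave 20.1 CPM (19.4 to 20.85), *Lhx2* (ENSMUSG00000000247) 14.9 CPM (14.3 to 15.5) and *Ebf3* (ENSMUSG00000010476) 9.245 CPM (8.77 to 9.74). Their shares of positive cells were 27.9% (9.67% thinned), 15.7% (6.26%) and 18.8% (4.77%). In the neural ectoderm-like class, deeper at a median of 32891.5 UMIs against 24820.0 in all cells, *Tcf21* and *Lhx2* were each found in 1.32% of cells and *Ebf3* in 4.605%; after thinning these were 0%, 0.330% and 1.32%. *Tcf21* was highest in group 3 (51.35 CPM) and group 7 (44.5 CPM), *Lhx2* in group 2 (66.6 CPM) and group 7 (63.7 CPM), and *Ebf3* in group 3 (22.2 CPM). *Tbx1* (ENSMUSG00000009097) was far lower, with 148 UMIs, 0.981 CPM (0.829 to 1.15), in 99 cells or 1.88% (1.53 to 2.29%) (0.496% thinned). No *Tbx1* UMI fell in the 304 neural ectoderm-like cells, where a true share under 0.987% would give fewer than 3 positive cells on average. Of the 355 endothelium-like cells 18 were positive for *Tbx1*, so the class taken as background matters here. The highest values of *Tbx1* were 3.69 CPM in the endoderm-like group 16 and 3.05 CPM in group 3.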

Expression of the transcription factors involved in CPM development, including *Tbx1*, *Tcf21*, *Lhx2* and *Ebf3*, was also detected (Fig. 3f and Supplementary Fig. 11). These data reveal the emergence of CPM in differentiating gastruloids.

Finally, to investigate the potential differentiation of CPM derivatives in gastruloids, we analyzed scRNA-seq data at day 11. We identified 20 clusters (Fig. 3g). 

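The day 11 groups held 49 to 911 cells. Mesenchyme-like groups 1, 2 and 8 made up 26.7% of cells, and cardiomyocyte-like groups 3, 11, 12 and 22 made up 16.7% (15.9 to 17.6%). Leaving doublets in moved the cardiomyocyte-like share most, to 18.2%. Groups 6, 10, 17 and 19 were neural ectoderm-like (13.6%) and group 7 endothelium-like (5.45%). Groups 15 and 21 were named skeletal myoblast-like, and groups 23, 24 and 25 endoderm-, haematopoietic- and neural crest-like. Of the 8 unnamed groups, group 18 (121 cells) was led by the interferon-response genes *Ifit3* and *Isg15*.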

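*Epcam* (ENSMUSG00000045394) was nearly confined to group 23 at day 11, an endoderm-like group of 60 cells raised for 11 of 11 markers and led by *Afp*, *Apoa2* and *Rbp4*. It held 617 CPM of *Epcam*, 403 times the other cells, and 83.3% of its cells were positive (78.4% thinned). Of the endothelium-like cells 1.17% were positive (0.260% thinned), at a median of 16935.0 UMIs against 25598.5.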

One cluster (cluster 20) likely corresponds to visceral endoderm tissue, with expression of *Epcam* (Supplementary Fig. 12). 

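The neural ectoderm-like groups at day 11 were group 6 (480 cells, led by *Hes5* and *Fabp7*), group 10 (368, *Ina* and *Rtn1*), group 17 (136, *Cartpt* and *Lhx1*) and group 19 (84, *Atoh1*). A separate group 25 of 49 cells, 0.624% of the library (0.462 to 0.824%), was named neural crest-like from 3 of 6 markers. *Sox10* (ENSMUSG00000033006) gave 290 UMIs in all, and 51 of 7854 cells were positive. Group 25 held 43 of them, 87.8% of its cells (66.7% thinned), at 274 CPM. None of the 1068 neural ectoderm-like cells was positive, so a true share above 0.281% would have given more than 3 on average; the median depths were 18487.0 and 10711.0 UMIs.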

We also uncovered 4 different clusters (clusters 10, 12, 13 and 17) of ectodermal cells with enrichment of genes linked with neural derivatives, including a small number of *Sox10*+ neural crest-like cells in cluster 13 (Supplementary Data 1 and Supplementary Fig. 12). We identified a cluster of endothelial cells (cluster 7) and a cluster of blood/hematopoietic lineages (cluster 19). 

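Group 7, with 428 cells raised for 8 of 8 endothelial markers, was led by *Ctla2a*, *Icam2* and *Ecscr*. Group 24 (50 cells, 0.637%) was raised for 5 of 11 haematopoietic markers and led by *Fcer1g*, *C1qb* and *Tyrobp*, all genes of myeloid cells. *Sox7* (ENSMUSG00000063060), in neither list, stood at 71.4 CPM in group 7 and 5.88 CPM in all day 11 cells.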

Clusters 1, 2, 3, 4, 5, 11 and 14 were annotated as mesoderm and included mesenchymal cells and undifferentiated progenitors (Fig. 3g, Supplementary Data 1). 

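At day 11, *Myl7* (ENSMUSG00000020469) stood at 4146 CPM (4134 to 4157). The cardiomyocyte-like groups, named without it, held 23799.7 CPM in group 12, 17591 in group 11, 15612 in group 22 and 12089 in group 3, with every cell positive. No other class came near, the highest being the endoderm-like one at 845 CPM. Shares of positive cells say less, since 37.4% of endothelium-like cells held a *Myl7* UMI (14.8% thinned) at 113 CPM; the median was 16935.0 UMIs there and 17887.0 in the cardiomyocyte-like cells.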

The presence of high expression levels of *Myl7* in clusters 6, 8 and 9 indicates that these clusters contain cardiomyocytes. Strikingly, we found 2 clusters (clusters 16 and 18) with expression of the myogenic regulatory genes *Myf5* (Fig. 3g, h and Supplementary Fig. 5). Together, our data reveal different CPM subpopulations in the gastruloid model and show that markers of cardiomyocytes and skeletal myoblasts are found in this model.

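*Myf5* (ENSMUSG00000000435) gave 210 UMIs at day 11, or 1.81 CPM (1.57 to 2.07), in 109 cells or 1.39% (1.14 to 1.67%) (0.542% thinned). The skeletal myoblast-like groups, named without *Myf5*, held 92 of these cells. Group 15 stood at 34.75 CPM and group 21 at 9.42 CPM. No UMI of *Myf5* was found in the 428 endothelium-like cells, where shares under 0.701% would give fewer than 3 positive cells on average; median depth was 16935.0 UMIs there and 20909.0 in the myoblast-like cells.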

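The 10 cardiomyocyte markers were compared outside and inside the cardiomyocyte-like groups of day 11. Their CPM outside had a median of 1.59% of that inside, from 0.591% to 5.04%. With doublets left in, the median was 1.88%. The cells outside include the skeletal myoblast-like group 21, where the markers summed to 73.3% of their CPM inside. Without the skeletal myoblast-like cells, an alternative chosen after the data had been seen, the median was 0.769%. From its single-cell data as a whole, the paper concludes that its gastruloids hold subpopulations of cardiopharyngeal mesoderm and markers of both muscle lineages.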

### Different subtypes of cardiomyocytes differentiate in gastruloids

To investigate whether the cardiomyocyte clusters at day 11 represent different cardiac subpopulations, we performed a detailed analysis of the clusters 6, 8, and 9, i.e., the three clusters containing cardiomyocytes. 

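The ratio of CPM in 1 cardiomyocyte-like group to CPM in the other cardiomyocyte-like groups was taken for each gene at day 11. In group 11 (330 cells), *Shox2* (ENSMUSG00000027833) stood at 724.5 CPM, a ratio of 3.22 (3.09 to 3.36), and 93.0% of its cells were positive (83.4% thinned). Group 11 was the highest of the cardiomyocyte-like groups for *Actg1* (3.42), *Gucy1a1* (4.14), *Cald1* (4.81), *Actb* (5.02), *Acta2* (5.47), *Vsnl1* (6.05) and *Ptn* (7.62) as well. With the named genes kept in the clustering, the alternative that moved it most, the *Shox2* ratio was 2.72. At resolution 0.5, groups 3, 11 and 12 merge, and no such ratio can be given.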

Among the genes differentially expressed in cluster 6, we found *Actg1*, *Cald1*, *Actb*, *Acta2*, *Vsnl1*, *Gucy1a1*, *Shox2* and *Ptn* (Fig. 4a, b and Supplementary Table 1). This cluster thus showed the expression of *Cald1*, *Acta2*, expressed in smooth-muscle cells and throughout the myocardium of the immature heart tube^47,48^ as well as genes involved in sinus venosus/sinus atrial node development (*Vsn1*, *Shox2*)^49–51^ (Fig. 4a, b). 

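*Nppa* (ENSMUSG00000041616) stood at 479 CPM in group 12 (325 cells) of day 11, against 60.7 in group 3 and 3.097 in group 11. Its ratio to the other cardiomyocyte-like groups was 12.2 (11.3 to 13.2). Group 12 was also the highest of them for *Itga6* (3.78), *Myh6* (2.17) and *Myl7* (1.66).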

In cluster 9, *Nppa*, *Itga6*, *Myl7*, *Myh6* were among the genes differentially expressed (Fig. 4c, d and Supplementary Data 1). These genes are usually enriched in atrial cardiomyocytes. 

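In group 3 (595 cells) of day 11, the ratios to the other cardiomyocyte-like groups were 2.73 (2.66 to 2.79) for *Myh7*, 2.48 for *Myl3*, 1.64 (1.62 to 1.67) for *Myl2*, 1.59 for *Mpped2* and 1.22 for *Pln*. Only *Myh7* and *Myl3* were highest in that group. *Myl2* held 2790.1 CPM in group 3, 2654 in group 12 and 3006 in group 22 (63 cells), against 82.55 in group 11. Group 22 was the cycling one, with 92.1% of its cells in G2/M. The *Myl2* ratio depends on the clustering: at resolution 1.5 the group matched to group 3 had a ratio of 0.302, the reverse direction. *Pln* was highest in group 12.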

Cluster 8, on the other hand, was enriched in genes such as *Myl2*, *Myl3*, *Myh7*, *Mpped2*, *Pln* (Fig. 4e, f and Supplementary Data 1). These genes were previously identified as signatures of ventricular cardiomyocytes in different independent studies^52–54^. Our scRNA-seq analysis thus identified 3 cardiomyocyte clusters with distinct transcriptional signatures. 

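The paper reasons from genes that set each cluster apart, known from conductive or immature, atrial and ventricular cells, to 3 transcriptional signatures. In the groups found here, the lists with *Shox2* and *Nppa* each had a single group that was highest for every gene, 8 and 4 genes respectively. The list with *Myl2* had 5 of 5 ratios above 1 in group 3, and 2 of 5 genes highest there. Under other settings a single group was highest for all 5 genes of that list, with ratios of 4.56 to 7.81 at resolution 1.5 and of 5.54 to 9.26 where the named genes were kept in the clustering.

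**Figure D1:**
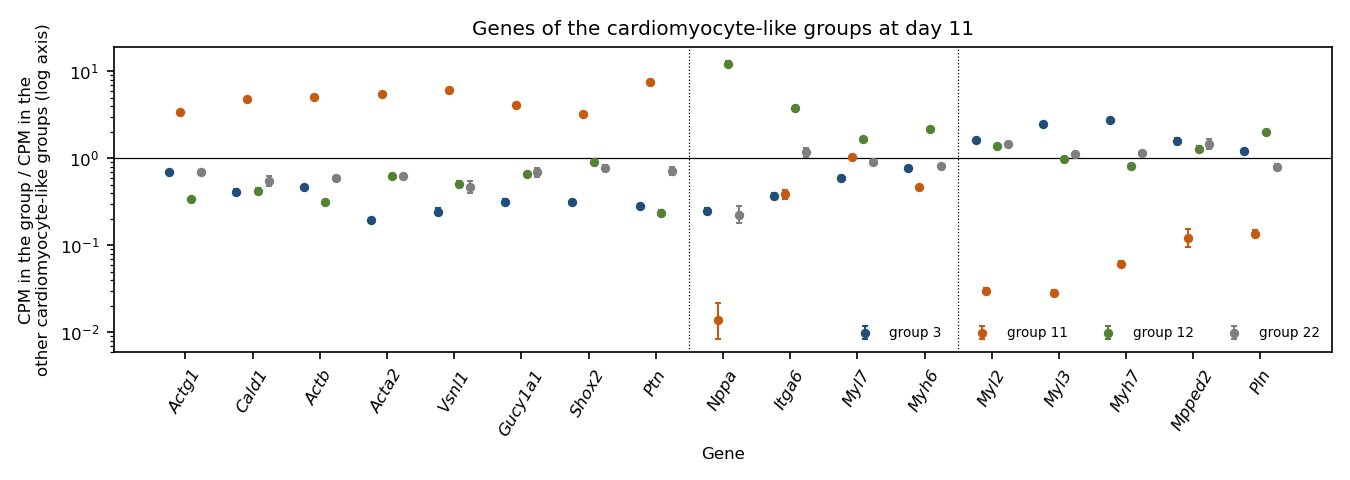
Ratio of CPM in each cardiomyocyte-like group of day 11 (groups 3, 11, 12 and 22) to CPM in the other cardiomyocyte-like groups, on a log axis, for the genes the paper names for its 3 clusters. Bars are exact 95% intervals that cover counting error only.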

We can further speculate that gastruloids contain ventricular, atrial and conductive-like cardiomyocytes.

**Fig. 4:**
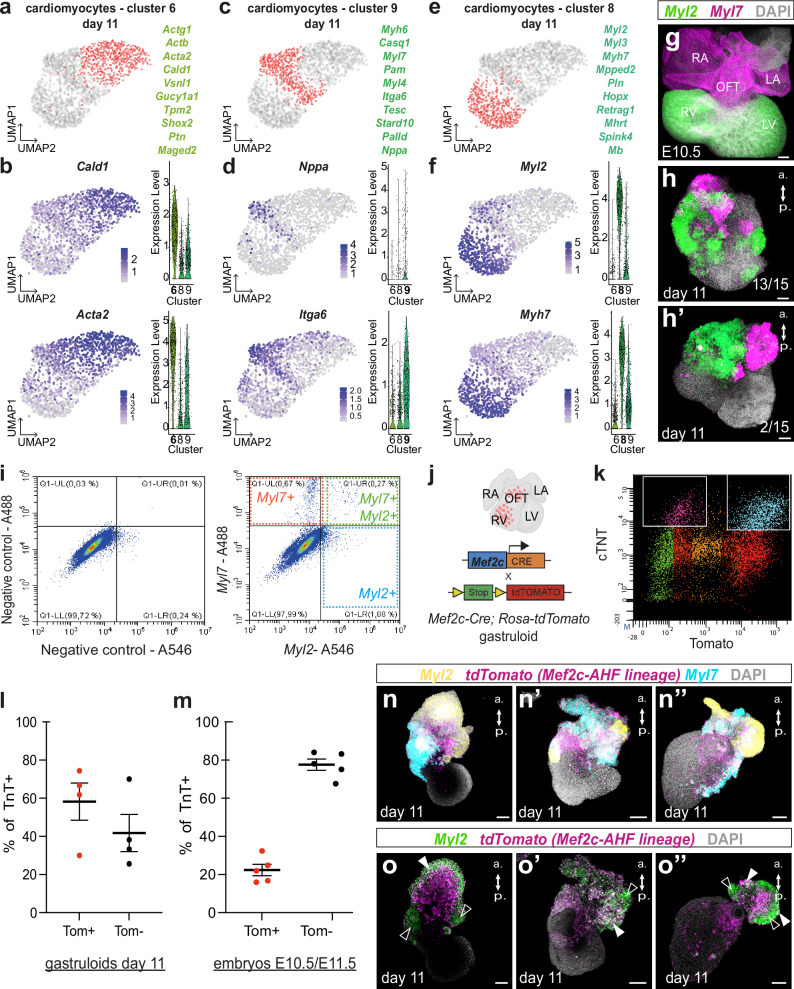
Different subtypes of cardiomyocytes differentiate in gastruloids. **a**, **c**, **e** UMAP representation of day 11 cardiomyocytes. Red dots represent cells of cluster 6 (**a**), cluster 9 (**c**) or cluster 8 (**e**). The most differentially expressed genes of the cluster are shown in green. **b**, **d**, **f** Feature and violin plots of key differentially expressed genes in the cardiomyocyte cluster 6 (**b**), cluster 9 (**d**) and cluster 8 (**f**) at day 11. **g** Representative maximum intensity projection image of a mouse embryonic heart at E10.5 after HCR experiment with *Myl2* (green) and *Myl7* (purple) probes. *n* = 2 hearts. **h**–**h**′ Representative maximum intensity projection images of gastruloids at day 11 after HCR experiment with *Myl2* (green) and *Myl7* (purple). *n* = 15 gastruloids in 4 independent experiments. **i** Representative FACS analysis of the combined expression of *Myl7* and *Myl2* expression in all of the living gastruloids’ cells at day 11 after HCR experiment. Negative controls with no probe are shown in left. *n* = 4 independent experiments. **j** Scheme of the experimental design with the use of the *Mef2c-AHF-enhaner-Cre; Rosa-tdTomato* (*Mef2c-Cre; Rosa-tdTomato*) line that label the right ventricle and outflow tract. Created in BioRender. Lescroart, F. (2024) https://BioRender.com/b93x660**k**. Representative FACS analysis of the combined expression of tdTomato and cTnT expression in all of the living gastruloids’ cells at day 11. **l**, **m** Graphs showing the proportion of tdTomato+ (Tom + ) cells in cardiomyocytes (cTnT+ cells) derived from day 11 gastruloids (**l**) and embryonic cells at E10.5/E11.5 (**m**) (in *n* = 4 and *n* = 5 independent experiment (mean with standard error of mean (SEM)). **n**–**n”** Confocal images (maximum intensity projection) of 3 independent *Mef2c-Cre; Rosa-tdTomato* gastruloids at day 11 after HCR with *Myl2* (yellow) *tdTomato* (purple) and *Myl7* (blue) probes. *n* = 16 gastruloids in 3 independent experiments. **o**–**o”** Optical sections from the same gastruloids shown in (**n**–**n”**) to specifically observe the co-expression of *Myl2* (green) and *tdTomato* (purple) marked by white arrowheads. Empty arrowheads indicate *Myl2*+ *tdTomato*- cells. Scale bars: 100 µm. LA, left atrium; RA, right atrium; LV, left ventricle; OFT, outflow tract; a, anterior; p, posterior.

To validate the presence of atrial and ventricular cardiomyocytes in gastruloids we performed in situ hybridization using the HCR method with specific ventricular and atrial probes. We first showed that at E10.5, *Myl2* is indeed restricted to ventricular cardiomyocytes, while *Myl7* is expressed in all cardiomyocytes but enriched in atrial cardiomyocytes (Fig. 4g). We then performed HCR experiments in wholemount gastruloids or followed by flow cytometry (see Methods). We found clearly distinct domains of *Myl2* and *Myl7* expression, each exhibiting a unique but seemingly random organization (*n* = 13/15 - Fig. 4h) or in two well organized domains (*n* = 2/15 - Fig. 4h’). We also found a significant shift of the cloud of cells, in the flow cytometry chart, indicative that a significant proportion of cells are *Myl7-*positive alone (corresponding to clusters 6, 8, and 9 of the sc-RNAseq data) or *Myl7-*positive in combination with *Myl2* (differentially expressed in cluster 8) in gastruloids at day 11 (Fig. 4i). This result suggests that *Myl7* + *, Myl2+* ventricular-like cardiomyocytes and *Myl7+,Myl2-* non-ventricular cardiomyocytes are present in gastruloids. This result further validates the scRNAseq analysis and confirms the existence of different subpopulations of cardiomyocytes in gastruloids.

In order to support these results, we performed lineage tracing with a cell line, that labels specific subpopulations of cardiomyocytes in gastruloids. For that purpose, we rederived mESCs from *Mef2c-AHF-enhancer-Cre; Rosa*^*tdTomato/+*^ mouse blastocysts. *Mef2c-AHF-enhancer-Cre* mouse line is known to specifically label progenitors that contribute to outflow tract, right ventricle and a subpopulation of venous pole myocardium (dorsal mesenchymal protrusion) as well as non-cardiac CPM derivatives^55–57^ (Fig. 4j). *Mef2c-AHF-enhancer-Cre; Rosa*^*tdTomato/+*^ (*Mef2c-Cre; Rosa-tdTomato*) derived mESCs were able to form beating gastruloids (Supplementary Video 2) with expression of tdTomato in their anterior domain as expected. Flow cytometry at day 11 revealed that *Mef2c-Cre; Rosa-tdTomato*-derived gastruloids contain a significant proportion of cardiomyocytes, as shown by the expression of cardiac troponin T (cTnT) (Fig. 4k). Thus, tdTomato+ cardiomyocytes represented an average of 58.2% (ranging from 30 to 74.4%) of all cardiomyocytes in gastruloids (Fig. 4l). Flow cytometry in E10.5/E11.5 mouse embryos showed less variability with between 0.9 and 1.6% of tdTomato+ cells. In addition, staining of mouse embryos with cTnT antibody showed that *Mef2c-AHF-enhancer-Cre* derived (tdTomato + ) cardiomyocytes accounted for about 22.9% of all cardiomyocytes in embryos (Fig. 4m). These data indicate that gastruloids can undergo differentiation into at least two distinct cardiomyocyte fates: either a tdTomato positive SHF fate (outflow tract, right ventricle for example) or a first heart field (FHF) enriched tdTomato negative fate.

We additionally performed in situ hybridization, with the ventricular specific *Myl2* probe, to discriminate left ventricular versus right ventricular fates in *Mef2c-AHF-enhancer-Cre; Rosa*^*tdTomato/+*^ gastruloids collected at day 11 (Fig. 4n). We observed the presence of both *Myl2* + */tdTomato+* and *Myl2* + */tdTomato-* domains (Fig. 4o), supporting the specification of right and left ventricular cardiomyocytes respectively. *Myl2-/Myl7* + */tdTomato+* cells also present in gastruloids might correspond to outflow tract-like cardiomyocytes. Interestingly, we also observed the expression of *Foxc2* and *Hoxb1*, markers of the anterior and posterior SHF respectively^58^, in gastruloids collected at day 4 (Supplementary Fig. 13). In day 6 and day 11 gastruloids, we identified *Tbx5* + /*Tnnt2+* double positive cells, as potential FHF-derived cardiomyocytes and *Tbx5* + */Tnnt2-* cells as potential posterior SHF progenitors^57^ (Supplementary Fig. 13). Together these data validate the existence of different subpopulations of cardiomyocytes (left ventricular, right ventricular and atrial) in gastruloids.

### Skeletal myogenesis in gastruloids

To ascertain whether gastruloids could generate skeletal muscle cells, we analyzed the clusters 16 and 18, which are characterized by the expression of genes associated with myoblast differentiation (Fig. 5a). 

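The skeletal myoblast-like groups of day 11 were group 15 (216 cells, led by *Msc*, *Car3* and *Itga4*) and group 21 (64 cells, led by *Mylpf*, *Tnnc2* and *Acta1*). Of the 12 myoblast markers, 3 were raised in group 15 and 11 in group 21. Their median depths were close, 20975.5 and 20612.5 UMIs. Thinning left out 4 and 2 cells.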

Differential gene expression between clusters 16 and 18 was not conclusive (Supplementary Data 2). 

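Phases were scored with 43 S and 54 G2/M genes. In group 15 of day 11, 47.7% of cells were in S, 40.7% in G2/M and 11.6% (7.63 to 16.6%) in G1. In group 21, 1.56% were in S, 3.125% in G2/M and 95.3% (86.9 to 99.0%) in G1. Other day 11 cells were 67.05% in G1. After thinning the G1 shares were 14.15% in group 15 and 95.2% in group 21, so depth does not account for the difference. Keeping the named genes in the clustering moved group 15 to 20.1% and group 21 to 100%.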

We first analyzed the cell cycle and uncover that the myoblast cluster 16 was more enriched in cells in G2/M and S phases than cluster 18 (Fig. 5b). This suggests that cluster 16 might correspond to a more proliferative state than cluster 18. We thus decided to investigate in detail the genes involved in cardiopharyngeal and/or somitic mesoderm muscle differentiation and their expression in the two myoblast clusters (Fig. 5c). We noticed an increased expression of genes associated with muscle precursors such as *Pax7* and *Myf5* in cluster 16 compared to cluster 18, as shown by the violin plots (Fig. 5c, d). 

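UMIs of *Pax7* (ENSMUSG00000028736) were found in 156 of 216 cells in group 15, 72.2% (36.8% thinned), and in 1 of 64 cells in group 21, 1.56% (none thinned). In CPM the values were 102 and 0.725, a ratio of 141 (25.2 to 5579); the lower count rests on 1 UMI. For *Myf5*, 87 cells of group 15 were positive, 40.3% (15.1% thinned), and 5 of group 21, 7.81% (3.23% thinned). Its CPM ratio was 3.69 (2.10 to 7.07). Among endothelium-like cells 0.467% held *Pax7*, at the depths given for *Myl7* at day 11, and none held *Myf5*. At resolution 0.5 and with the named genes kept, no *Pax7* ratio could be given.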

Although *Met* has been shown to be downregulated during differentiation in some particular CPM- or somites-derived myoblasts^59,60^, it was expressed in more cells and at higher levels in cluster 16 compared to cluster 18 (Fig. 5d). In contrast, markers of more committed myoblasts such as *MyoD*, *Myog* and *Myh3* were enriched in cluster 18 (Fig. 5d). These data, together with our findings on the cell cycle, indicate that myogenesis occurs in the gastruloid model and that clusters 16 and 18 express markers of muscle precursors and committed myoblasts, respectively.

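*Met* (ENSMUSG00000009376) UMIs were found in 69 of 216 cells in group 15, 31.9% (8.96% thinned), at 22.1 CPM. No cell of group 21 held one; with 64 cells a true share under 4.69% gives fewer than 3 positive cells on average. Taking 3 UMIs as the limit, the CPM of group 15 was at least 10.2 times that of group 21. *Met* was found in 3.505% of endothelium-like cells.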

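*Myod1* (ENSMUSG00000009471) was found in 118 of 216 cells in group 15, 54.6% (33.0% thinned), and in 61 cells in group 21, 95.3% (85.5% thinned). *Myog* was found in 38.0% (24.1% thinned) and 98.4% (100% thinned). *Myh3* (ENSMUSG00000020908) was found in 3.24% (1.415% thinned) and 90.6% (82.3% thinned). No endothelium-like cell held any of these genes. In CPM, group 21 exceeded group 15 by 4.505 times (4.02 to 5.05) for *Myod1*, 10.1 times (9.30 to 10.9) for *Myog* and 416 times (259 to 715) for *Myh3*. With the named genes kept in the clustering, the alternative that moved it most, the *Myog* ratio of group 15 to group 21 was 0.205.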

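From the phases together with these genes, the paper concludes that the cells of cluster 16 bear markers of precursors and those of cluster 18 markers of committed myoblasts. Groups 15 and 21 here differ in the same genes and phases, although *Myog* was also found in 82 cells of group 15.

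**Figure D2:**
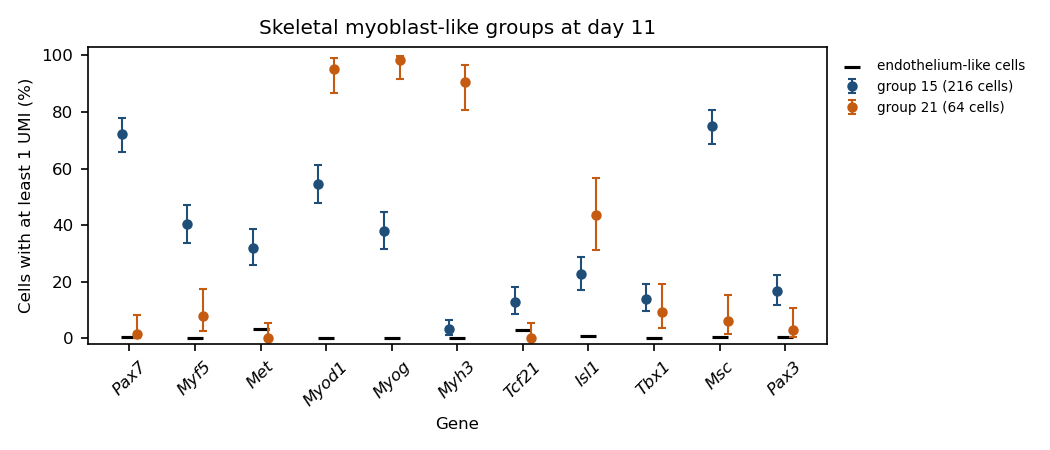
Percentage of cells with at least 1 UMI of each gene in the skeletal myoblast-like groups 15 and 21 of day 11; dashes give the share in endothelium-like cells. Bars are exact 95% intervals that cover counting error only.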

**Fig. 5:**
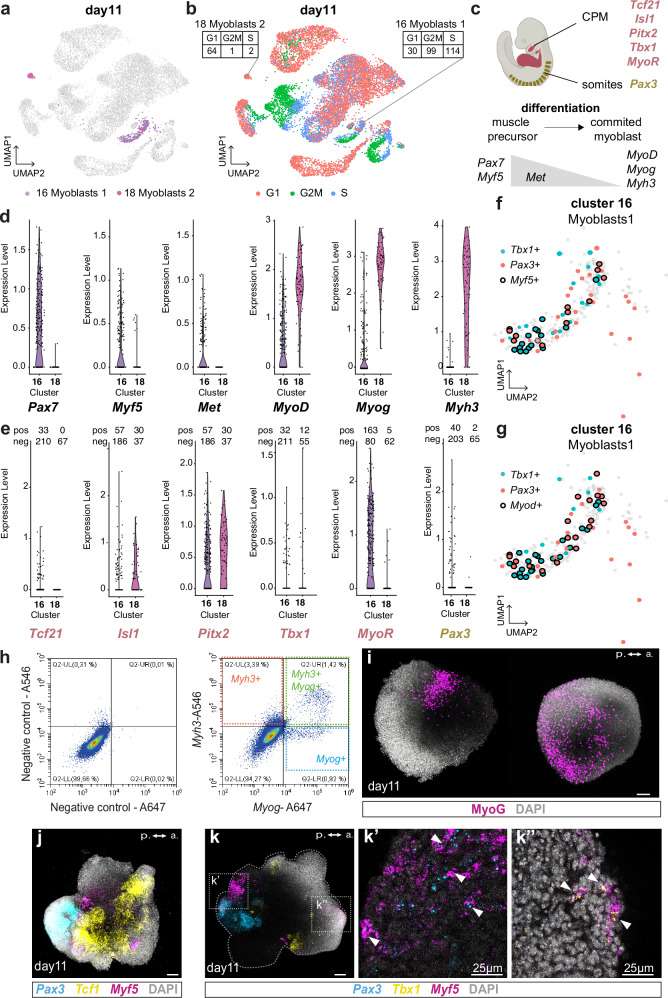
Skeletal myogenesis takes place in gastruloids from the CPM and somitic mesoderm. **a** UMAP representation of day 11 myoblast clusters highlighted in purple (cluster 16) and in pink (cluster 18). **b** UMAP representation of day 11 cells with their cell cycle status, G1 (red), G2/M (green) and S (blue). The numbers of cells in each phase of the cell cycle are indicated for the myoblasts cluster 16 and 18. **c** Scheme of the genetic regulation of skeletal myogenesis from the CPM (red) or somitic mesoderm (green). Created in BioRender. Lescroart, F. (2024) https://BioRender.com/o57x120. **d** Violin plots showing the level of expression of *Pax7*, *Myf5*, *Met*, *MyoD*, *Myog* and *Myh3* specifically in the myoblast clusters of gastruloids at day 11. **e** Violin plots showing the level of expression of *Tcf21*, *Isl1*, *Pitx2*, *Tbx1*, *MyoR* and *Pax3* specifically in the myoblast clusters at day 11. **f**, **g** UMAP representation of day 11 cluster 16. Blue and red dots represent *Tbx1* and *Pax3* expressing cells, respectively. Black circles represent *Myf5* (**f**) or *Myod* (**g**) expressing cells. **h** Representative FACS analysis of the combined expression of *Myh3* and *Myog* expression in gastruloid cells at day 11 after HCR experiment. Negative controls with no probe are shown on the left. *n* = 4 independent experiments. **i** Representative maximum intensity projection (MIP) images of two gastruloids at day 11 after immuno-fluorescent experiment with MyoG antibody (purple). *n* = 13 gastruloids in 3 independent experiments. a, anterior; p, posterior. Scale bars: 100 µm. **j** Representative MIP of a gastruloid at day 11 after RNAscope experiment with *Tcf21* (yellow), *Pax3* (blue) and *Myf5* (purple). *n* = 10 gastruloids in 3 independent experiments. Scale bar: 100 µm. **k** Representative MIP of a gastruloid at day 11 after RNAscope experiment with *Tbx1* (yellow), *Pax3* (blue) and *Myf5* (purple). *n* = 9 gastruloids in 3 independent experiments. Scale bar: 100 µm. Gray dotted lines delinate the gastruloid. Optical sections of the area indicated with dotted lines are shown in (**k’**–**k”**). White arrowheads indicate overlapping expression of *Myf5* with *Pax3* (**k’**) or with *Tbx1* (**k”**). Scale bars for **k’** and **k”**: 25 µm. a, anterior; p, posterior.

To dissect the CPM versus somitic origin of these myoblasts, we investigated the expression of transcription factors that were specific to either the CPM or somitic muscle progenitors (Fig. 5c). 

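*Isl1* UMIs were found in 49 cells of group 15 (22.7%; 6.13% thinned) and 28 of group 21 (43.75%; 19.35% thinned). *Tbx1* was found in 30 cells of group 15 (13.9%; 6.13% thinned) and 6 of group 21 (9.375%; 1.61% thinned). *Msc*, which encodes MyoR, was found in 162 cells of group 15 (75%; 48.1% thinned) and 4 of group 21 (6.25%; 3.23% thinned); it leads group 15. In CPM, group 21 stood above group 15 for *Isl1*, by 2.12 times (1.53 to 2.93). The ratio of group 15 to group 21 for *Tbx1* had an interval that took in 1, at 1.19 (0.624 to 2.45). Group 15 exceeded group 21 by 29.1 times (15.3 to 63.9) for *Msc*. With doublets left in, *Tbx1* was found in 30 of 234 cells (12.8%; 8.82 to 17.8%) of group 15 and 12 of 72 (16.7%; 8.92 to 27.3%) of group 21, so the order of the groups for *Tbx1* turns on the doublet filter. At resolution 0.5 and with the named genes kept, no cell of the group matched to group 21 held *Msc*.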

Expression of the CPM genes, *Isl1*, *Pitx2*, *Tbx1* and *MyoR*, was found in both cluster 16 and 18 but only in a small number of cells (Fig. 5e). 

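*Tcf21* UMIs were found in 28 cells of group 15 at day 11, 13.0% (2.83% thinned), at 8.48 CPM. None of the 64 cells of group 21 held one. With 3 UMIs as the limit, the value of group 15 was at least 3.90 times that of group 21. The share in endothelium-like cells was 3.04% (0.521% thinned).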

*Tcf21* was expressed only in the myoblast cluster 16 in a limited number of cells. *Pax3* expression was also recorded in about 40 out of 243 cells of cluster 16 and in 2 out of 67 cells of cluster 18 (Fig. 5e). 

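In the groups found here *Pax3* was found in 36 of 216 cells of group 15, 16.7% (11.95 to 22.3%; 9.43% thinned), and in 2 of 64 cells of group 21, 3.125% (none thinned). The ratio of their CPM was 9.99 (3.325 to 49.2). *Pax3* was found in 0.467% of endothelium-like cells.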

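Over groups 15 and 21 of day 11 together, as planned, 1 of 280 cells held UMIs of both *Tbx1* and *Pax3*, where 4.89 would be expected if the genes were independent. The 95% interval on the count, 0.0253 to 5.57, takes in that number. Split by group, a view chosen after this result was seen, group 15 had 0 such cells with 5 expected (interval 0 to 3.69), and group 21 had 1. With at least 2 UMIs of each gene, 0 cells were seen in group 15 and 1.17 expected, so a limit at that depth says little. Of the 30 *Tbx1*-positive cells of group 15, 26 held *Myf5* or *Myod1*, or 86.7% (69.3 to 96.2%). For *Pax3* it was 26 of 36, or 72.2% (54.8 to 85.8%), and for cells with neither gene 106 of 150, or 70.7% (62.7 to 77.8%).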

Deeper analysis of cluster 16 showed a mutually exclusive expression of *Tbx1* and *Pax3* in the population of muscle precursors, however a significant number of *Tbx1*+ or *Pax3*+ cells co-express *Myf5* and/or *Myod* (Fig. 5f, g). This observation suggests the activation of distinct myogenic programs. Our scRNA-seq analysis at day 11 thus indicates that both CPM and somitic progenitors undergo myogenesis in the gastruloid model.

To validate this data and further support the existence of myogenesis in gastruloids, we performed in situ hybridization with skeletal myocyte specific probes either in wholemount or followed by flow cytometry. Flow cytometry interestingly showed a shift in the cloud of cells with two cell populations expressing *Myog* (Fig. 5h). As found in the single-cell data, we identified a subpopulation of cells expressing *Myog* alone (cluster 16) and a subpopulation of cells expressing *Myog* and *Myh3* (cluster 18). Using immunofluorescence, we showed the expression of MyoG at the protein level, further supporting the specification and differentiation of skeletal myoblasts (Fig. 5i). Wholemount RNAscope experiments revealed *Myf5* expression near the *Pax3* and *Tcf21* expression domains (Fig. 5j). Furthermore, wholemount RNAscope experiments with *Pax3*, *Tbx1* and *Myf5* probes showed the expression of *Tbx1* and *Pax3* in distinct domains (Fig. 5k) and co-expression of *Myf5* with either *Pax3* (Fig. 5k’) or *Tbx1* (Fig. 5k”), further supporting the scRNAseq dataset. Overall, these observations demonstrate the existence of convergent CPM and somitic myogenic programs in the gastruloid model.

### Muscular trajectories are found in gastruloids over time

Time series scRNA-seq data allows the reconstruction of transcriptional trajectories from a progenitor cell state toward differentiated cell states^61^. We hypothesize that we could similarly infer the transcriptional trajectories from CPM progenitors toward cardiomyocyte and myoblast cell states. We merged the single-cell data from the 4 different time points to create a transcriptional time series of the growing gastruloids (Fig. 6a). We first used CellRank (see Methods)^62^. We focused on a differentiated cell state (called macrostate), that includes cells from the cardiomyocyte cluster 8 from the day 11 dataset, and computed the fate probabilities towards this macrostate. 

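Neither CellRank nor URD was run here. Instead, balanced optimal transport between consecutive days was computed on 30 principal components, without growth rates. The cardiomyocyte-like cells of day 11 drew 39.4% of their mass from the cardiomyocyte-like group 8 of day 6, close to the most it can give (39.6%) since the method assigns each cell the same weight. The unnamed group 2 gave 28.69%, group 5 gave 11.3% and group 3 gave 9.44%. By group at day 11, group 12 drew 77.7% from group 8, group 11 drew 55.5% from group 2 and group 22 drew 91.8% from group 5. Group 5 is led by the cell-cycle genes *Nusap1*, *Cenpf* and *Aspm*, and 92.1% of group 22 cells were in G2/M. For group 22, a match by cell cycle is thus not separated from lineage. Group 3 drew 29.7% from group 2 and 28.3% from group 8. On simulated cells with 1 group made 3 times as large, that group drew 37.65% from its own source, so growth that differs between groups lowers such shares.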

Interestingly, we found high fate probability with cells from clusters 6 and 9 from day 11, as well with clusters annotated as cardiomyocytes at day 6 (Fig. 6b). We then focused on a second macrostate that includes cells from the myoblast cluster 18 from the day 11 dataset. We found high fate probabilities with cells from the myoblast cluster 16 also from day 11 (Fig. 6c). These data indicate the existence of muscular trajectories toward the cardiac and skeletal muscle states.

**Fig. 6:**
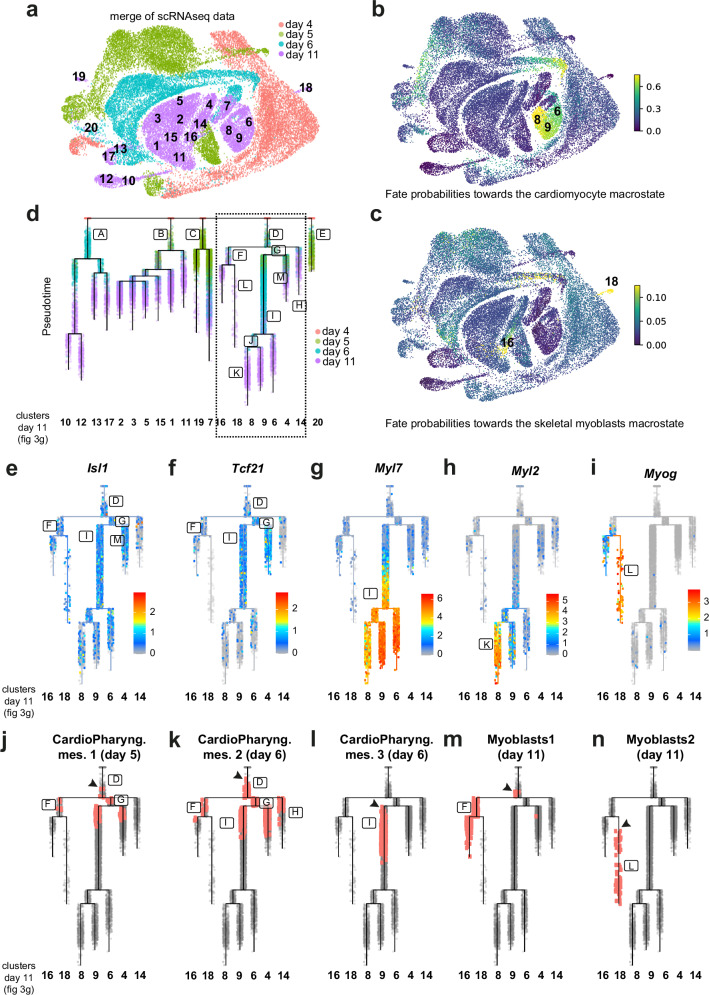
Myogenic trajectories are found in gastruloids over time. **a** UMAP representation of all gastruloid cells merged from day 4 (red), day 5 (green), day 6 (blue) and day 11 (purple). Numbers represent identified clusters of day 11 (as defined in Fig. 3g). **b**, **c** Fate probabilities towards the cardiomyocyte macrostate (**b**) or towards the skeletal myoblast macrostate (**c**). Scale bars represent absorption probabilities. Numbers represent key cardiomyocytes and myoblast clusters of day 11. **d** URD trajectories showing transition from cells at day 4 (root) towards cells at day 11 (tips). Framed letters represent branches along the tree. The dotted box represents the lineage branch detailed in (**f**–**o**). **e**–**i** Expression of *Isl1* (**e**), *Tcf21* (**f**), *Myl7* (**g**), *Myl2* (**h**) and *Myog* (**i**) across URD trajectory. Scale bars represent expression levels. **j**–**n** Representation of clusters’ cells across URD trajectory. Red dots represent cells of the cardiopharyngeal mesoderm (CardioPharyng. mes.) cluster 1 of day 5 (in **j**, Fig. 3c, cluster 1), of the cardiopharyngeal mesoderm (CardioPharyng. mes.) cluster 2 of day 6 (in **k**, Fig. 3e, cluster 5), of the cardiopharyngeal mesoderm (CardioPharyng. mes.) cluster 3 of day 6 (in **l**, Fig. 3e, cluster 8), of the myoblast cluster 1 of day 11 (in **m**, Fig. 3g, cluster 16) and of the myoblast cluster 2 of day 11 (in **n**, Fig. 3g, cluster 18).

To reconstruct fate decision trees for the various populations, we used URD^63^ (see Methods) as a computational reconstruction method, with the merge of all time points (days 4, 5, 6 and 11). URD analysis computed transcriptional trajectories from cells at day 4 (named root) towards the different clusters at day 11 (named tips) (Fig. 6d). We observed 5 branches emerging from day 4. The first branch (branch A) heads towards the ectodermal lineages (clusters 10, 12, 13 and 17) while the last branch (E) heads towards the endoderm lineages (cluster 20). The 3 other branches (branches B, C and D) are mesodermal, and include the endothelial (cluster 7) and hematopoietic lineages (cluster 19). Notably, one of these mesodermal branches, branch D, heads towards the cardiomyocytes (clusters 6, 8 and 9) and myoblast clusters (clusters 16 and 18). Thus, the URD analysis shows that transcriptional trajectories can be found toward both the cardiomyocytes and skeletal muscles.

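The tree itself was not computed here. In the transport, the skeletal myoblast-like cells of day 11 drew most from group 4 of day 6 (28.66% of mass), a group of 418 cells led by the cell-cycle genes *Ube2c*, *Cdc20* and *Ccnb1*, then from the somitic mesoderm-like group 10 (18.5%) and group 9 (10.01%). For group 4 a smaller epsilon gave 36.7% and a larger one 20.7%. Group 15, with 47.7% of its cells in S and 40.7% in G2/M, drew 35.6% from group 4, and group 21 drew 20.8% from group 3. The weights on day 6 cells that the cardiomyocyte-like and myoblast-like classes share came to 12.0%, against 0.219% for cardiomyocyte-like and endothelium-like cells. Myoblast-like and neural ectoderm-like cells shared 25.04%, so a shared weight need not mean a shared lineage, and a match by cell cycle is not separated from lineage here.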

To further dissect these trajectories, we specifically focused on branch D. This branch also includes clusters 4 and 14. These two clusters were previously defined as mesodermal derivatives (Fig. 3g). We investigated gene expression in branches M and H to characterize further these clusters (Fig. 6d). 

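By group at day 11, with branches not computed here, *Gata6* (ENSMUSG00000005836) was highest in group 11 (509.8 CPM) and group 8 (445 CPM), beside 5.375 CPM in the neural ectoderm-like class. *Hand1* (ENSMUSG00000037335) was highest in group 14 (33.3 CPM) and group 22 (27.1 CPM), and no neural ectoderm-like cell held a UMI of it, which bounds its share there at 0.281% by the 3-cell limit. *Mab21l2* (ENSMUSG00000057777) was highest in the neural ectoderm-like group 17 (282 CPM), followed by group 16 (218 CPM), group 10 (176 CPM) and group 9 (121 CPM). In group 11, which was high for *Gata6*, *Hand1* held 6.04 CPM and *Mab21l2* 48.9 CPM.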

We found that branches M and H showed *Gata6* expression as well as *Hand1* and *Mab21l2*, which mark the juxta-cardiac field^45,46^ (Supplementary Fig. 14). 

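*Tbx18* (ENSMUSG00000032419) gave 3.71 CPM (3.365 to 4.07) at day 11 and *Wt1* (ENSMUSG00000016458) 20.6 CPM (19.8 to 21.4). *Tbx18* was highest in the mesenchyme-like group 8 (21.9 CPM) and the unnamed group 16 (17.0 CPM). For *Wt1*, groups 1 (61.7 CPM), 13 (60.7 CPM), the endothelium-like group 7 (53.5 CPM) and group 5 (48.35 CPM) led. The groups that led differ between the genes.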

We also showed expression of *Tbx18* and *Wt1* (Supplementary Fig. 14), which mark the proepicardial organ and their derivatives^64^. It is tempting to speculates that these clusters contain epicardial cells but none of these markers are completely restricted to this cell lineage.

We then investigated how key markers of the CPM and their derivatives are expressed in the tree. 

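At day 11, *Isl1* stood at 22.4 CPM in the cardiomyocyte-like and 26.9 CPM in the myoblast-like class, with 0.648 in the endothelium-like class. *Tcf21* stood at 4.59, 6.60 and 2.27 CPM, against 31.5 in all cells. *Lhx2* stood at 1.79, 3.54 and 0.7565 CPM, against 11.4 in all cells, so both muscle classes were below the level of the day for these genes. For *Ebf3* the values were 1.86, 25.3 and 6.48 CPM, so the cardiomyocyte-like class was below the endothelium-like one. Day 6 cells weighted as ancestors of the same classes, in that order, gave 58.6, 37.2 and 8.91 CPM for *Isl1*, and 14.35, 18.9 and 0.923 CPM for *Tcf21*. They gave 27.1, 5.695 and 0.771 CPM for *Lhx2*. For *Ebf3* the endothelium-like ancestors stood highest, at 12.8 CPM, beside 5.24 and 8.66. All day 6 cells held 36.9 CPM of *Isl1*, 20.1 of *Tcf21*, 14.9 of *Lhx2* and 9.245 of *Ebf3*. The ancestors of the cardiomyocyte-like class were thus above the level of the day for *Isl1* and *Lhx2*, and below it for *Tcf21* and *Ebf3*. Those of the myoblast-like class were below it for *Lhx2* and close to it for *Isl1*, *Tcf21* and *Ebf3*. They were not clearly above it for any of these genes, and the weighted values have no interval.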

We found that *Isl1*, *Tcf21*, but also *Lhx2* and *Ebf3* are expressed in branch D, in the root as well as along the trajectories towards the cardiomyocyte and myoblast clusters (Fig. 6e, f and Supplementary Fig. 14). 

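*Myl2* (ENSMUSG00000013936) stood at 511 CPM (507 to 515) in all day 11 cells and 2127 CPM in the cardiomyocyte-like class, where 52.9% of cells held it (42.9% thinned). No other class exceeded 18.02 CPM. Of endothelium-like cells 11.2% held it (4.17% thinned), at the depths given for *Myl7* at day 11. Whether *Myl2* belongs to a single group depends on the clustering.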

*Myl7* is specifically expressed in the three cardiomyocyte clusters (6, 8 and 9) and the cardiomyocyte branching point I (Fig. 6g), while *Myl2* is expressed after the branching bifurcation only in cluster 8 (Fig. 6h). As expected *Myog* is expressed in branch L that heads towards the myoblast cluster 18 (Fig. 6i). 

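Over day 11, *Myog* (ENSMUSG00000026459) gave 29.2 CPM (28.2 to 30.2). The skeletal myoblast-like class held 535 CPM and the cardiomyocyte-like class 0.766 CPM. None of the endothelium-like cells held a UMI, which leaves only shares below the limit given for *Myf5* open there.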

*Tbx1*, *MyoR*, markers of the CPM muscle progenitors, *Pax3*, markers of the somitic muscle progenitors, and the early myogenic transcription factor *Myf5* are all expressed in branch F that heads towards the two myoblast clusters 16 and 18 (Supplementary Fig. 14). 

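Branch F was not computed here; by class at day 11, the skeletal myoblast-like cells held 9.98 CPM of *Tbx1* (ENSMUSG00000009097), above the endoderm-like (5.59 CPM) and mesenchyme-like (1.78 CPM) cells. For *Msc* (ENSMUSG00000025930) they held 149 CPM, and no other class exceeded 4.03 CPM. *Pax3* (ENSMUSG00000004872) was highest in the neural ectoderm-like class (231.5 CPM), then neural crest-like (35.05 CPM) and myoblast-like (17.4 CPM). Among day 6 cells weighted as ancestors of the myoblast-like class, *Pax3* stood at 13.95 CPM and *Tbx1* at 1.02 CPM, against 0.779 and 0.3435 CPM for the cardiomyocyte-like class. All day 6 cells held 13.45 and 0.981 CPM, so neither gene was clearly raised in the ancestors of the myoblast-like class, and *Tbx1* stood at 2.42 CPM in those of the endothelium-like class. For *Myf5*, the ancestors of the myoblast-like and cardiomyocyte-like classes held 0.734 and 0.0238 CPM, against 0.285 CPM in all day 6 cells. Unlike *Pax3* and *Tbx1*, *Myf5* thus stood above the level of the day in the myoblast-like ancestors, on 43 UMIs in all day 6 cells.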

We also explored where cells of clusters from days 5 and 6 would be found in this tree (Fig. 6j–n). Strikingly, cells of the pharyngeal mesoderm 1 cluster, identified at day 5, were found almost at the root of the tree (branch D), before the branching bifurcation between the cardiomyocytes and myoblast lineages (Fig. 6j).

Similarly, cells of the cardiopharyngeal mesoderm 2 cluster, identified at day 6, were found before the branching point (branch D) (Fig. 6k). However, we found that cells of the cardiopharyngeal mesoderm 3 cluster, identified at day 6, were restricted to the cardiomyocyte lineages (branch I). These cells are located after the branching bifurcation between the cardiomyocytes and myoblast lineages (branch D) (Fig. 6l). We then focused on the two myoblast clusters identified at day 11. Cells of cluster 16 were also found in branch F, before the branching point that heads toward the myoblast clusters 16 and 18 (Fig. 6m). Cells of cluster 18, on the other hands, were found only after branch bifurcation, in branch L (Fig. 6n). These data further confirm that myoblast cells from cluster 18 are in a more differentiated state that cells from cluster 16. Together these trajectory inferences show that muscular transcriptional trajectories are found in gastruloids. They also show that a specific branch of the tree includes the CPM and heads towards both cardiomyocytes and myoblasts clusters.

## Discussion

Our results provide evidence that CPM markers are expressed in a similar spatio-temporal pattern in gastruloids and mouse embryos. We also showed that CPM differentiates in the gastruloid model into different subpopulations of cardiomyocytes as well as skeletal myoblasts. Gastruloids thus faithfully recapitulate the developmental timing of CPM specification and differentiation (Fig. 7).

**Fig. 7:**
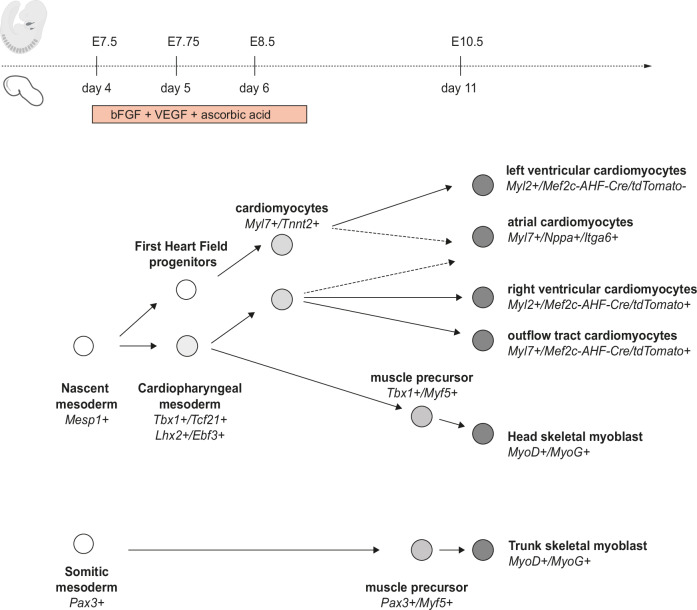
Schematic representation of the developmental timing of CPM specification and differentiation in gastruloids in comparison with the mouse model. The scheme of the embryo has been created in BioRender. Lescroart, F. (2024) https://BioRender.com/m68f097.

Here we provide an in vitro model for parallel differentiation of cardiomyocytes and skeletal muscles. Indeed, in addition to cardiomyocyte differentiation previously reported by Rossi and colleagues^35^, our study demonstrates that skeletal myogenesis occurs in gastruloids. Using scRNA-seq analysis we found that the mesodermal origin (CPM or somitic) was not reflected in the clustering of skeletal muscle progenitor cells. In contrast, we identified two clusters that segregate different states of myogenesis. This finding indicates that transcriptional similarity due to the state of myogenesis might predominate over its developmental origin, raising challenges in addressing whether myogenesis in gastruloids derives from CPM or somitic mesoderm.

We first showed the expression of key markers of CPM progenitors such as *Tcf21*, *Tbx1*, *Lhx2*, *MyoR*, and *Pitx2*^16,20,24,25^. Expression of transcription factors, such as *Tbx1*, is however relatively low in our scRNA-seq analysis (Table 1). This could be explained by the low sequencing saturation (see Methods), since RNAscope experiments have confirmed the expression of such key CPM markers in gastruloids. Additionally, we identified transcriptional trajectories from the CPM towards both myoblasts and cardiomyocytes. These trajectories should be interpreted with caution, as the time intervals between time points may be too large to assure accuracy. However, we independently observed the expression of myogenic transcription factors either in close proximity to or co-expressed with *Tcf21* or *Tbx1* in gastruloids, using wholemount RNAscope and/or HCR. These results indicate that skeletal myogenesis, at least in part, occurs from the CPM. 

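The share of *Tbx1*-positive cells was 1.43% (94 cells) at day 4, and at day 11 it was 1.477% (1.22 to 1.77%), or 116 cells. After thinning these days gave 0.229% and 0.741%. In CPM, day 4 stood at 0.499 CPM (0.405 to 0.609) and day 11 at 1.34 CPM (1.13 to 1.56). The thinned shares at days 5 and 11 were close, although day 5 had the higher unthinned share. The background at day 11 was 0.234% of endothelium-like cells, at a median of 16935.0 UMIs against 11557.5 in all cells. For the other genes of Table 1 the day 11 shares were 35.05% for *Tnnt2* (26.2% thinned) and 0.191% for *Mesp1* (0.06615% thinned). Part of the *Tnnt2* share lies outside cardiomyocyte-like cells, where 25.5% of endothelium-like cells held a UMI (9.375% thinned).

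**Figure D3:**
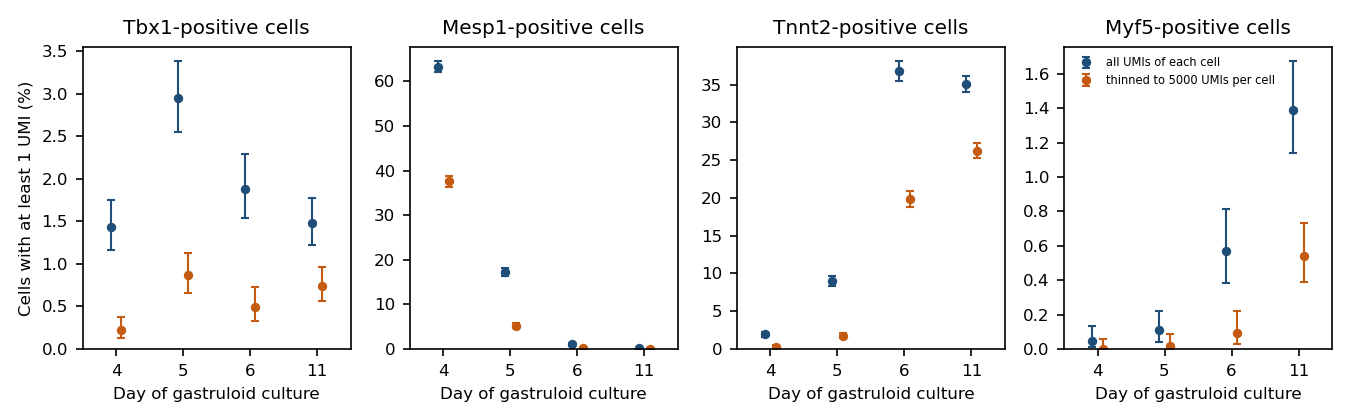
Percentage of cells with at least 1 UMI of *Tbx1*, *Mesp1*, *Tnnt2* and *Myf5* at each day, with all UMIs and after thinning to 5000 UMIs per cell. Bars are exact 95% intervals that cover counting error only.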

Based on the exclusive expression of *Tbx1* (CPM marker) and *Pax3* (somitic marker) in myoblast cluster 16 we propose that myoblasts also derive from somitic mesoderm and that gastruloids thus allow skeletal myogenesis of both head and trunk programs. This has been further demonstrated with the co-expression of *Myf5* and *Pax3* in gastruloids by RNAscope.

Furthermore, transcriptomic trajectories computed with URD showed a branch with both cardiomyocytes and myoblasts. But expression of both somitic (*Pax3*) and CPM markers is found in that particular branch. This highlights the known limitations with the use of single-cell transcriptomics approaches for lineage inference. ScRNAseq alone provides information only on gene expression, and attempts to reconstruct lineage trajectories from transcriptomic data can be misleading and do not allow a complete lineage reconstruction^65^. Only clonal analysis will confirm whether CPM bipotent progenitors are found in gastruloids but this requires specific tools and analysis.

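The skeletal myoblast-like groups 15 and 21 held 280 of 7854 cells at day 11, or 3.565% (3.17 to 3.999%). Leaving doublets in gave 3.58%.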

Skeletal myogenesis remains limited in gastruloids, with cluster 16 and 18 comprising only about 4% of all cells (Table 2). Further work is needed to determined how to better promote skeletal myogenesis through the addition of growth factors (HGF, IGF, FGF) or inhibitors (BMP or Rock-inhibitors)^29,30^. Similarly, in the context of CPM development, it will be important to establish methods to robustly promote CPM at the expense of more posterior/somitic mesoderm. This may be achieved by reducing or inhibiting Wnt and/or Nodal activity, as shown previously in 2D culture^30^.

**Table 2:** Number of cells per day 11 clusters in scRNAseq

**Clusters**	**1**	**2**	**3**	**4**	**5**	**6**	**7**	**8**	**9**	**10**
Nbr. of cells	1052	934	658	583	538	499	456	444	427	385
**Clusters**	**11**	**12**	**13**	**14**	**15**	**16**	**17**	**18**	**19**	**20**
Nbr. of cells	340	296	291	279	257	243	185	67	56	34

Interestingly, different subpopulations of cardiomyocytes were identified in gastruloids. 

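In the cardiomyocyte-like groups of day 11, *Myl2* was found in 61.2% of cells in group 3 (56.3% thinned), 66.8% in group 12 (53.9% thinned) and 20.9% in group 11 (8.28% thinned). *Nppa* was found in 32.9%, 11.1% and 2.42% of groups 12, 3 and 11, or 19.1%, 5.91% and 0.6135% thinned. Their median depths were 20856.0, 15483.0 and 17848.0 UMIs. Group 3 held 3937 CPM of *Myl3* and 1805 of *Myh7*. *Myh6* held 4031 CPM in group 12 and 2118.5 in group 3, and *Vsnl1* 439 CPM in group 11 and 55.1 in group 3. Within group 12, the 107 *Nppa*-positive cells held 1716 CPM of *Myl2* and the 218 negative cells 3246 CPM. Whether cells with both genes are doublets is open. Called after thinning, cells with both had 1.072 times (bootstrap interval 0.593 to 1.54) the median UMI count of those with *Nppa* alone.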

Gene expression analysis suggests that these subpopulations correspond to ventricular (*Myl2* + , *Myl3* + , *Myh7* + ), atrial (*Myh6* + , *Nppa* + ) and immature/conductive cardiomyocytes *(Shox2* + *, Vsnl1* + *)*^49–52,54^. However, atrial and ventricular myocardium share many genes in common during development. They are distinguished later by acquisition of their mature electro-mechanical properties (conduction, voltage tension, some structural proteins and ions channels). Thus, few genes are differentially expressed in vivo: *Myl7* is only restricted to atrial myocardium in fetal mouse embryo, while *Myl2* is restricted in ventricular myocardium. Finally, *Nppa* is detected in the atrium and the ventricle during development, but its expression becomes atrial specific immediately before birth^66^. It is thus not clear how mature are the cardiomyocytes in gastruloids. We confirmed however the restricted expression of *Myl2* in ventricular cardiomyocytes in E10.5 mouse hearts. We showed with multiplex fluorescent in situ hybridization that we could find different domains of *Myl2* and/or *Myl7* expression in gastruloids further supporting the idea that gastruloids allow the specification of atrial and ventricular cardiomyocytes.

Using the *Mef2c-AHF-Cre/tdTomato* mESC line, we also found that left ventricular (*tdTomato-/Myl2* + ) and right ventricular cardiomyocytes can differentiate in day 11 gastruloids. Additionnally, *tdTomato* + */Myl7* + */Myl2-* cells observed in gastruloids may correspond to outflow tract cardiomyocytes. This aligns with previous observations that markers of the FHF, as well as the anterior and posterior SHF, are expressed in gastruloids^35^.

Further work still will be needed to improve morphogenesis and the spatial organization of these different subpopulations. It will be also important to play with small molecules inhibitors/activators and/or growth factors to increase or reduce specifically some cardiomyocytes subpopulations. For example, it is conceivable that adding retinoic acid could enhance posterior SHF specification and promote the differentiation of atrial cardiomyocytes^53,67,68^. Further work will be also required to determined how other cardiac cell types (endocardium, proepicardial organ and its derivatives) develop in gastruloids.

Our results reveal robust myogenic differentiation to heart and head muscle in the gastruloid system. This is supported by reproducibility with similar observations from different replicates. We also showed redundancy with similar conclusions obtained when using scRNA-seq, RNAscope, HCR, lineage tracing and immunofluorescence. The use of different mESC lines showed the robustness of the gastruloids for the specification of the CPM. However, our gastruloid model also presents some limitations. In contrast to gastruloids from human induced pluripotent stem cells, which have been shown to form a heart-tube like structure^34^ or human cardioids which have been shown to form multi-chamber heart like structures^69^, our murine gastruloid model does not show robust heart morphogenesis. We also have not observed cardiac crescent like structures, as described previously^35^. This indicates that further studies and protocol adaptations are required to form these different chamber structures and to improve cardiac morphogenesis. Interactions between pharyngeal endoderm and the heart are known to be crucial for heart morphogenesis^70,71^. We hypothesize that with the robust development of CPM in our study, the spatial proximity between the cardiac derivatives and the endoderm/gut structure might be perturbed. Immunofluorescence experiments with E-cadherin antibody at day 7 and day 11 suggest indeed that endodermal derivatives are present but may be reduced compared to what has been previously reported^35^. Affecting the proximity with the endoderm might impact cardiac morphogenesis.

Morphogenesis and physical forces are also different in gastruloids, compared to embryos. Our results indicate that while CPM is formed in gastruloids, there is no indication of pharyngeal arch morphogenesis. Further studies are required to determine how these transient structures are formed in the embryo. The gastruloid model offers a possibility to reconstruct such processes and investigate whether physical constraints could play a role as shown for example with matrigel embedding for somitogenesis^36,37^. Additionally, we know that pharyngeal arches are also colonized by neural crest cells, which are mostly absent in the gastruloid model^33^. Adapting the protocol to support both neural crest cell and CPM development might improve pharyngeal arch morphogenesis. While cranial/cardiac neural crest cells are known to be critical for outflow tract and valve development^72–74^ as well as for the patterning of head branchiomeric skeletal muscles^75^, our results confirm that neural crest cells are not required for cardiac and CPM specification.

As previously reported, we have also noted variability among the lines of mESC used. Notably, mESC derived from *Mef2c-AHF-Cre/tdTomato* blastocysts seem to have less potential for skeletal myogenesis. We speculate that this could be due to a different genetic background. Alternatively, established and rederived mESC lines from mouse embryos might not strictly have the same pluripotency status. In particular, we found that different mESC clones exhibited a different beat and myogenic potential. Due to the lack of specific markers, it was also difficult to address whether other CPM derivatives such as connective tissue or smooth muscle^56,59,76^, could develop in gastruloids.

Several reports have already indicated that gastruloids, somitoids, segmentoids and embryonic trunk-like structures, from mouse or human pluripotent stem cells, could faithfully recapitulate paraxial mesoderm early specification with the formation of somites^36,37,77–79^. None of these studies however showed the initiation of myogenesis. However, most of their protocols stopped after 5 to 7 days of culture whereas we have extended the culture of gastruloids up to 11 days. Our kinetics of expression showed that markers of myogenesis are initiated only after day 8. This suggests that somitoids, segmentoids and embryonic trunk-like structures might also have the potential to undergo myogenesis if cultured for a longer period of time.

Together our results show the relevance of the gastruloid model to investigate CPM specification and differentiation, and demonstrate that this in vitro model could be used as an alternative model to complement or reduce the use of animal models. The protocol is relatively simple and allows the culture of a large number of gastruloids in a single experiment. It thus offers a powerful in vitro platform to model congenital heart disease and muscle dystrophies (22q11.2DS for example), and to deconstruct CPM specification as well as myogenesis. CPM development is still not fully understood in vivo. The field lacks reporter lines and faces challenges in carefully tracking the progenitors and their derivatives along a course of about 3 to 5 days, from the emergence of the progenitors at gastrulation to their differentiation into cardiomyocytes or skeletal myoblasts. CPM-containing gastruloids additionally offer the possibility for high resolution live imaging and cell tracking. Furthermore, the model will likely be useful for large scale genetic and drug screens to better understand and potentially identify therapeutic strategies for congenital diseases affecting head and heart muscles. In this context, we expect gastruloids to become indispensable tools in the field of cardiac and skeletal muscle specification to address the mechanisms of lineage specification as early as gastrulation.

## Methods

### Mice colonies

*Mef2c–AHF-Cre* and *Rosa-tdTomato* (*Gt(ROSA)26Sor*^*tm9(CAG-tdTomato)Hze*^) mice (mixed background) were previously described^55,80^. We used CD1/Swiss mice (Charles River) as wildtype animals. Adult breeding mice (*Mus musculus*) in our colony range 2–8 months age. We did not genotype for sex of the embryos. Mice were housed at a temperature between 20 and 22 °C with a level of humidity between 40 and 60%. Each cage was provided with food, water and two types of nesting materials. Mice colonies were maintained in a certified animal facility with 7 h to 19 h light cycle. Mouse colonies were maintained in certified animal facilities (agreement #C 1301308) in accordance with European guidelines. The experiments were approved by the local ethical committee (Aix-Marseille Univ CEBEA CE14 directed by Erica Lopez) and the study is compliant with all relevant ethical regulations regarding animal research (Ministère de l’Education Nationale, de l’Enseignement Supérieur et de la Recherche; Authorization N 32-08102012).

### Cell culture

R1/E #1036 mouse embryonic ES cells were purchased from ECACC (cat. Number 07072001). Zx1 mouse ESCs were obtained from M. Kyba^81^. *Mef2c-cre Rosa tdTomato* cells were derived in the lab from E3.5 bastula collected from mouse^55^. All cell lines were maintained on 0.1% gelatin coated labware in GMEM-BHK21 medium (Gibco ref 21710-025) supplemented with 8% Fetal Bovine Serum (Pansera, ref P30-2602), 1% non-essential amino acids (Gibco 11140-035), 1% Sodium Pyruvate (Gibco ref 11360-039), 1× Penicillin/Streptomycin (Gibco ref 15070-063), 0.1 mM beta-mercaptoethanol (Sigma ref M3148-100ML). This basal medium was completed with 5 ng/ml recombinant mouse LIF (Sigma ref LIF2050), 3 µM CHIR99021 (Sigma ref SML1046-5MG) and 1 µM PD0325901 (Sigma ref PZ0162-5MG). Cells were passaged at least twice but no more than 10 times before differentiation.

### Gastruloid production

Gastruloids were produced according to previously described protocols^33,35^ with slight modifications (centrifugation for aggregation and culture in N2B27 medium after day7). Briefly, mES reaching a 60% confluency were dissociated with 0,5% Trypsin-EDTA (Gibco ref 25300-054). After enzyme neutralization, cells were carefully washed 2 times with D-PBS (Gibco ref 14190-094) and resuspended in N2B27 medium (Neurobasal Medium (Gibco ref 21103049), DMEM/F12 (Gibco ref 11320074), 0,5% B27 supplement (Gibco ref 17504-044), 0,5% N2 supplement (Gibco ref 17502-048), 1× Glutamax (Gibco ref 35050-038), 0.1 mM beta-mercaptoethanol (Sigma ref M3148-100ML). In total 300–600 individual cells were distributed into 40 µl of N2B27 in each well of a Ultra-Low-Attachment 96 well round bottom plate (Corning ref 7007). Plates were then centrifuged at 100 g for 5 min and placed in a 5% CO_2_ incubator during 48 h. Then, 150 µl of N2B27 with 1–3 µM CHIR99021 were added in each well and plates were incubated for 24 h. After this period, medium was replaced by N2B27 without CHIR99021 for another 24 h. Then from day 4 to day 7, N2B27 was supplemented with 30 ng/ml bFGF (R&D ref 233-FB), 5 ng/ml VEGF (Gibco ref PHC9394) and 0,5 mM Ascorbic Acid (Sigma ref 255564-5 G) and culture plates were placed on an orbital shaker (N-BIOTEK NB-1015RC) at 100 rpm. After day 8, N2B27 was used and changed every other day. As previously reported^32,35^, different cell lines respond differently to Chir (CHIR99021) concentration. Depending on the stocks of Chiron we had to adjust a bit the concentration of Chiron. *Mef2c-cre; Rosa-tdTomato* line elongates better with 1 µM of Chir.

### Gene expression analysis by QPCR

Day 0 undifferentiated mES cells and different time points gastruloids were collected during the experiments. Samples were then lysed in Buffer RA1 and RNA was extracted with NucleoSpin RNA kit (Macherey-Nagel ref 740902.250). Total RNAs were then retrotranscribed to cDNA using AffinityScript Multiple Temperature cDNA Synthesis Kit (Agilent ref 200436) and QPCR were run on QuantStudio 5 according to PowerUp™ SYBR® Green instructions (Thermo ref A25742). List of QPCR primers can be found in supplementary information (Supplementary Table 2). Data were all standardized using *Tbp* as a housekeeping reference gene and on day 0 results and gene expression fold changes were calculated with the ∆∆Ct method.

### Single cell RNA-sequencing analysis

Gastruloids collected on day 4, 5, 6, and 11 were dissociated by incubation 10 min at 37 °C in 0.5% Trypsin-EDTA. Cells were washed 2 times with D-MEM + 10% FBS and filtrated through a 40 µm cell strainer. Cell count and viability were determined on a Countess II (Thermo ref AMQAX100). Single cell-RNA seq libraries were made from 10,000 individual cells using 10× Genomics Chromium Next GEM Single Cell 3′ kit v3.1 (PN-1000268) and the Chromium Controller. Libraries were then sequenced on an Illumina NextSeq 500 at the MMG Sequencing platform.

For each time point, we obtained:

- day 4: 57 682 mean reads/cell, 4 684 mean genes/cell and 21.2% sequencing saturation.
- day 5: 61 601 mean reads/cell, 4 944 mean genes/cell and 28,7% sequencing saturation.
- day 6: 71 931 mean reads/cell, 4 782 mean genes/cell and 40.8% sequencing saturation.
- day 11: 39 931 mean reads/cell, 3 282 mean genes/cell and 40.1% sequencing saturation.

Single-cell analysis was performed using (1) Seurat, the R toolkit for single-cell genomics^82^, (2) CellRank, to discover the cellular dynamics^62^, and (3) URD to obtain transcriptional trajectories^63^. The analysis was implemented in R v4.1.3 and Python v3.9.10.

### Preparation of the Pijuan-Sala et al. atlas

The Pijuan-Sala et al. atlas has been constructed from mouse embryos to describe gastrulation and early organogenesis^40^. It contains single-cell analysis at multiple developmental stages between 6.5 and 8.5 days post-fertilization^40^. The atlas was subsetted to select the cells with more than 200 feature gene counts and the features detected in at least 4 cells. Then, normalization was performed on the feature counts with the “LogNormalize” method. An atlas must be comparable to the dataset under study. Here, and because we work on gastruloids mimicking gastrulation, the stage “mixed_gastrulation” and the cells annotated “endoderm” or “extraembryonic endoderm” were removed from the atlas. Finally, the identification of the highly variable genes, the data scaling, and the PC analysis and UMAP dimensional reduction were performed as detailed in step 2 of the next section.

### Processing of the four individual single-cell datasets

Four single-cell RNA sequencing datasets were generated from gastruloids’cells collected at days 4, 5, 6, and 11. Each dataset was analyzed with the R package Seurat v4.1.1 using the following six steps^82^.

### Quality controls

Low quality cells were filtered out with different cutoffs on gene expression. All these cutoffs were set manually and independently on each dataset. The proportion of transcripts mapping to mitochondrial and ribosomal genes were evaluated. We set cutoffs on high mitochondrial and low ribosomal gene expression. In addition, we set two cutoffs on the UMI counts of each cell. Finally, the data were subsetted to keep cells with more than 200 feature gene counts and features detected in at least 4 cells.

### Preprocessing workflow

Feature counts were normalized using the “LogNormalize” method. Highly variable genes were identified with the “vst” selection mode, and selected the 2000 most variable genes. Then, the data were scaled on all the features and Principal Component (PC) analysis dimension reduction was performed. The 30 first PCs were kept for the rest of the analysis. To visualize the data, Uniform Manifold Approximation and Projection (UMAP) was applied^83^. Finally, the normalized data were structured with a shared nearest neighbor graph. The number of nearest neighbors was set to 20 (default). We used the Leiden algorithm with the resolution set to 1 to cluster the graph^84^.

### Doublets detection

Doublets detection was carried out with the R package DoubletFinder v2.0.3^85^. A cell type annotation transfer was first applied. Indeed, according to DoubletFinder recommendations, a cell type annotation transfer allows a better estimate of the number of detectable doublets^85^. The Seurat tutorial “Mapping and annotating query datasets” was applied to transfer the annotation of cell types, using the atlas of Pijuan-Sala et al. as a reference ^40,82^. We estimated the number of heterotypic doublets from the percentage of doublets of the used reagent kit of 10x Genomics Chromium 3’ chemistry v3.1. In our case, the rate of doublets amounts to 8%. For each dataset independently, the pK parameter was optimized with the function paramSweep_v3. The first 30 PCs were considered. As a result of the process, every cell was labeled as either singlet or doublet. We selected the cells labeled as singlets, and reapplied the Step 2 preprocessing workflow to the singlet subset.

### Cell type annotation transfer from the atlas

Like for doublets detection, cell type annotations were transferred using the Seurat functions with default parameters^82^.

### Global structure-preserving UMAP plots

The global structure-preserving UMAP dimension reduction was set up using the R package uwot v0.1.14^83^. The aim was to keep a similar vizualisation structure among the different datasets. The reference global structure was created using the Pijuan-Sala et al. atlas^40^. We first integrated our dataset with the Pijuan-Sala et al. atlas using the Seurat framework for datasets integration with default parameters.

Besides, UMAP dimension reduction was carried out on a subset of the atlas containing 200 cells per cell type. From the resulting UMAP coordinates, the centroid of each cell type was calculated. We randomly assigned positions to all the cells of the integrated object (dataset and atlas) around the centroid of their corresponding cell type. The UMAP algorithm was run on the integrated object, with the random positions around cell type centroids as the starting points. In a following step, the UMAP algorithm was run again on the dataset only, with the dataset’s UMAP coordinates in the integrated object as the starting points.

### Differential expression analysis

Differentially expressed genes (DEGs) were determined using a Wilcoxon Rank Sum test with the Seurat function FindAllMarkers. The function compares each cluster (group 1) to the rest of the data (group 2). Default values were used for min.pct, logfc.threshold, and return.thresh parameters: min.pct allows to speed up the function by selecting features that are expressed over a given proportion of cells within each group, return.thresh selects p-values lower than a given threshold, and logfc.threshold selects features showing at least a 2-fold change between the two groups of cells. We selected the positive markers only.

For each cluster, we also retrieved the most represented cell type and its corresponding percentage of cells in the cluster (see Table S1).

### Processing of the merged single-cell datasets

The four single-cell datasets were also merged. The datasets were reduced to the previously identified high-quality cells (see steps 1 and 3 of the processing pipeline). The identification of the highly variable genes, the data scaling, and the PCA and UMAP dimensional reductions were performed as described in step 2 from the previous section. Steps 4 to 6 were then applied to the merged dataset.

### Differential expression analysis for cardiomyocytes and myoblasts

Additional differential expression (DE) analyses were performed on two subsets of the day11 dataset. First, to better characterize the cardiomyocytes, the clusters identified as cardiomyocytes (ie. clusters 6, 8, and 9) were compared. In this case, each cluster was compared to the two others. The cluster 18 of day 11 was also identified as a cluster of cardiomyocytes (see Table S1). However, the day 11 is poorly annotated because the reference atlas does not reach this time points. We manually assigned the “myoblast” label to this cluster. DE analysis was performed between the clusters 16 and 18, two clusters of myoblast cells. In both analyses, the parameters used for the DE analyses were the same as detailed in step 6 of the previous section.

### Data preparation for file format conversion

CellRank and URD necessitate different file format. We started from raw data and removed the cells and features that were filtered out during the preprocessing analysis of the four datasets (step 1 and 3). The obtained datasets were then merged and the feature counts were normalized using the “LogNormalize” method. The object was saved as a.rds file (R).

### Cell Rank time series framework

In order to use CellRank^62^ v1.5.1, the Seurat^82^ object (R) was converted to an AnnData^86^ v0.7.8 object (Python). The prepared dataset was converted into.h5ad (Python) (see Data preparation for file format conversion section).

The.h5ad object was preprocessed with loading, normalization, logarithmization, highly variable genes identification, PC analysis, and KNN graph computing, using the Scanpy v1.9.1 tool^87^. We added the metadata of UMAP coordinates, cell type assignation, and Leiden clustering to each cell. CellRank was used with the Waddington Optimal Transport method (WOT), the time series flavor of CellRank^88^. The WOT kernel was then computed. Due to insufficient proliferation genes in highly variable genes, we were not able to compute the initial growth rates. Hence, according to CellRank specifications, the transition matrix was computed with the parameter growth_iters = 3^62^. A symmetric transition matrix was also computed based on transcriptomic similarity, called connectivity kernel. WOT kernel and connectivity kernel both contributed to the estimator with the respective proportions of 0.8 and 0.2. The estimator was initialized with the Generalized Perron Cluster Cluster Analysis (GPCCA) method^89^. Based on Schur decomposition, 6 macrostates were computed^90^. Then, fate probabilities were computed towards the macrostates with the function compute_absorption_probabilities, with default parameters. Putative driver genes were identified with the function compute_lineage_drivers.

### Trajectory inference

The R package URD v1.1.1 was used for trajectory inference^63^. The prepared dataset was converted into an urd object (see Data preparation for file format conversion section). The variable features within each dataset were identified with the findVariableGenes function. A KNN graph was constructed with distances between cells’ gene expression, considering the 60 nearest neighbors of each cell. We removed the outliers, identified visually according to the distance between the first and the 60th neighbors of each cell. 92 outlier cells were removed from the analysis. Then, a diffusion map was computed with the parameters sigma = 3 and knn = 60. The pseudotime was simulated 5 times starting from any cell of the day 4 and the results were averaged. All the clusters of day11 were defined as tips. The function pseudotime Determine Logistic was used with the parameters optimal.cells.forward = 40 and optimal.cells.backward = 80 to bias the input transition matrix of the random walk simulations. In total 10000 random walk simulations were carried out. Finally, the tree was constructed by merging the tips as soon they share a common path among all the random walk simulations. To build the tree, the parameters of the function buildTree were set as follows: bins.per.pseudotime.window=8, cells.per.pseudotime.bin = 28, divergence.method = ‘preference’, p.thresh = 0.001.

### RNAscope experiments on sections

Gastruloids collected at different time points were washed once in PBS + 0.01% Tween 20 (PBST) and then incubated in 4% PFA overnight at 4 °C. After 3 washes in PBST, approximately 8 Gastruloids were embedded in heat liquified Histogel (Epredia HG-4000-012). Solidified blocks were then post-fixed with 4% PFA during 1 h at room temperature and dehydrated with successive incubations of 30 min in Ethanol/PBST: 70%, 96%, twice 100%. Xylene was then added twice for 15 min at room temperature. Histogel blocs were finally embedded in heated liquid Paraplast plus (Sigma ref P3683-1KG). Tissue sections cut at 7 µm were then processed according to the protocol of the RNAscope Multiplex Fluorescent v2 kit (ACD-Bio cat. no.323110). The following probes were used: *mm-Ebf3-C3* (576871-C3), *mm-Isl1-C2* (cat no. 451931-C2), *mm-Mesp1-C2* (cat no. 436281-C2), *mm-Mesp1-C3* (cat no. 436281-C3), *mm-Myf5-C1* (cat no. 492911), *mm-Myod1-C2* (cat no. 316081-C2), *mm-Nkx2-5-C2* (cat no. 428241-C2), *mm-Tbx1-C1* (cat no. 481919), *mm-Tcf21-C2* (cat no. 508668-C2). Sections were imaged using an LSM800 confocal microscope (Zeiss) with the Zen software v3.9 and v3.10.

### Wholemount RNAscope experiments

Gastruloids and embryos were washed once in PBS + 0.01% Tween 20 (PBST) and then incubated in 4% PFA overnight at 4 °C. Gastruloids and embryos were then dehydrated in progressive bath in Methanol for storage. After rehydratation, RNAscope was performed according to the protocol of the RNAscope Multiplex Fluorescent v2 kit (ACD-Bio cat. no.323110). Probes were incubated overnight at 40 °C. The following probes were used: *mm-Ebf3-C3* (576871-C3), *mm-Isl1-C2* (cat no. 451931-C2), *mm-Mesp1-C2* (cat no. 436281-C2), *mm-Mesp1-C3* (cat no. 436281-C3), *mm-Myf5-C1* (cat no. 492911), *mm-Myod1-C2* (cat no. 316081-C2), *mm-Nkx2-5-C2* (cat no. 428241-C2), *mm-Tbx1-C1* (cat no. 481919), *mm-Tcf21-C2* (cat no. 508668-C2), *mm-Hoxc4-C1* (cat no. 487941), *mm-Tnnt2-C4* (cat no. 418681-C4), *mm-Pax3-C4* (cat no. 455801-C4). To develop probes, we used Opal dyes from Akoya Bioscience (Opal-520, 1:250, Opal-570, 1:500 and Opal-650; 1:1000). Mounting was performed between two coverslips with RapiClear 1.49 (SunJin lab RC149001). Gastruloids and embryos were imaged using an LSM800 confocal microscope (Zeiss) with the Zen software v3.9 and v3.10. Maximum intensity projections were generated on Zen software v3.9 and v3.10 or on ImarisViewer v10.1.0.

### Wholemount HCR experiments

Gastruloids and embryos were washed once in PBS + 0.01% Tween 20 (PBST) and then incubated in 4% PFA overnight at 4 °C. Gastruloids and embryos were then dehydrated in progressive bath in Methanol for storage. HCR was performed according to Molecular Instruments protocols. For the permeabilization, gastruloids and embryos younger than E9.5 were incubated 15 minutes in a solution of protease K (10 µg/ml) at room temperature. Embryos at E9.5 and 10.5 hearts were incubated 20 min, while E10.5 embryos were incubated 25 min. The following HCR probes were used: *tdTomato-B5*, *Myl2-B2*, *Myl7-B3*, *Myh3*-B2 and *Myog*-B1 with the following amplifier: B1-Alexa647, B2-Alexa488, B2-Alexa546, B3-Alexa488, B3-Alexa647 and B5- Alexa 546. Mounting was performed between two coverslips with RapiClear 1.49 (SunJin lab RC149001). Gastruloids and embryos were imaged using an LSM800 confocal microscope (Zeiss) with the Zen software v3.9 and v3.10. Maximum intensity projections were generated on Zen software v3.9 and v3.10 or on ImarisViewer v10.1.0.

### Wholemount immunofluorescence

Gastruloids were incubated in 4% PFA for 30 min at 4 °C and then washed in PBS + 0,01% Tween 20 (PBST). We incubated gastruloid in blocking solution for 2 hours at room temperature (5% horse serum, 1% bovine serum albumin in PBS + 0,01% Tween 20). Primary antibodies (mouse anti-cTnT (1:100, Invitrogen MA5-12960, clone 13–11), goat anti-VEGFR2 (1:100, R&D AF644), rat anti-E-cadherin (1:100, Takara M108, clone eccd-2), mouse anti-MyoG (1:10, DSHB, F5D-S)) were incubated for 2 days in the blocking solution. After several washes, secondary antibodies (donkey anti-mouse-IgG Alexa555 (1:400, Invitrogen A-31570), donkey anti-goat-IgG Alexa647 (1:400, Invitrogen A-21447), donkey anti-rat-IgG Alexa488 (1:400, Invitrogen A-21208), goat anti-mouse-IgG Alexa647 (1:400, Invitrogen A-12235)) were incubated for 2 days in the blocking solution. Mounting was performed between two coverslips with RapiClear 1.49 (SunJin lab RC149001). Gastruloids were imaged using an LSM800 confocal microscope (Zeiss) with the Zen software v3.9 and v3.10. Maximum intensity projections were generated on Zen software v3.9 and v3.10 or on ImarisViewer v10.1.0.

### Flow cytometry

Gastruloids collected on day 11 were dissociated by incubation 10 min at 37 °C in 0,5% Trypsin-EDTA. Cells were washed 2 times with D-MEM + 10% FBS and filtrated through a 40 µ cell strainer (Falcon 352340). After a PBS wash, 1 million cells were incubated for 20 min at room temperature with Zombie viability dye (Biolegend, 77143). Then cells were incubated in PBS + 10% FBS to block Fc receptors, followed by a permeabilization/fixation with Cytofix/Cytoperm BD kit (ref 554714). After washing, anti-cTnt antibody (Invitrogen MA5-12960) was incubated at a 1/400 dilution in BD wash buffer during 20 min at room temperature. Then cells were again washed and followed by an incubation with anti-mouse IgG coupled to PE-Cy7 (Biolegend, 406613) at a 1/200 dilution in BD wash buffer during 20 min at room temperature. After three washes, cells were resuspended in PBS + 1% BSA (Sigma ref A8412-100ML), filtered on a 40 µ cell strainer and analyzed on a BD FACS Aria II cytometer and analyzed with FACS Diva v9.0.1 (BD Biosciences).

Gastruloids made with *Mef2c-cre;Rosa-tdTomato* mESC were prepared by the same procedure up to Zombie viability dye labeling and directly analyzed on FACS Aria II to allow sorting of the Tomato positive and negative cells. RNA from sorted cells were extracted with NucleoSpin RNA extraction kit.

### HCR RNA flow analysis

Gastruloids collected on day 11 were dissociated by incubation 10 min at 37 °C in 0.5% Trypsin-EDTA. Cells were washed 2 times with PBS + 10% FBS and filtrated through a 40 µ cell. After PBS wash, 1 million cells were incubated for 20 min at room temperature with Zombie viability dye. Cells were then fixed by incubation with 4% PFA (EMS15714) during 1 h at room temperature. HCR multiplexed RNA detection was realized according to Molecular Instruments protocols. Cells were washed in PBST: PBS + 0,1% Tween 20, resuspended in 70% Ethanol and kept overnight at 4 °C. The day after, cells were washed twice in PBST and incubated at 37 °C in hybridization buffer. Probes specific for the different genes were then added at 16 nM concentration and incubated overnight at 37 °C. Cells were then washed 5 times with wash buffer and 2 times with 5× SSC (Gibco 15557-044) + 0.1% Tween 20. Then incubation of the cells with amplification buffer was done during 30 min at room temperature. Amplification hairpin h1 and h2 were prepared separately by heating at 95 °C for 90 s and cooling to room temperature for 30 min. Then hairpins were pooled at 60 nM and incubated with cells overnight at room temperature. After 6 washes with 5× SSC + 0.1% Tween 20. Samples were filtered on Flowmi 70 µm (Bel-Art H136800070) and analyzed on a Beckman Coulter Cytoflex LX (AMUTICYT platform) with CytExpert v2.5. The following HCR probes were used: *Myl2-B2*, *Myl7-B3*, *Myh3*-B2 and *Myog*-B1 with the following amplifier: B1-Alexa647, B2-Alexa546 and B3-Alexa488.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE232773. The processed single-cell data are available at 10.5281/zenodo.14188076. The qPCR and flow cytometry generated in this study are provided in the Supplementary Information/Source Data file. Source data are provided with this paper.

# Supplementary material for: Gastruloids are competent to specify both cardiac and skeletal muscle lineages
**Source:** Nat Commun. 2024 Nov 23;15:10172. doi: 10.1038/s41467-024-54466-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### Gastruloids are competent to specify both cardiac and skeletal muscle lineages

Laurent Argiro <sup>1, \$</sup>, Céline Chevalier <sup>1, \$</sup>, Caroline Choquet <sup>1, \$</sup>, Nitya Nandkishore <sup>1, 2</sup>, Adeline Ghata <sup>1</sup>, Anaïs Baudot <sup>1</sup>, Stéphane Zaffran <sup>1, £ \*</sup>, Fabienne Lescroart <sup>1, £ \*</sup>

<sup>\$</sup> These authors contributed equally

<sup>£</sup> These authors jointly supervised this work

## Supplementary Table 1: Differential gene expression analysis (between the cardiomyocytes clusters of day 11)

Differentially expressed genes (DEGs) were determined using a Wilcoxon Rank Sum test with the Seurat function FindAllMarkers (one-sided test).

**Supplementary Table 2: qPCR primers**

| gene         | forward               | reverse               | product length |
|--------------|-----------------------|-----------------------|----------------|
| <i>Isl1</i>  | GCATCATGATGAAGCAGCTC  | CATCGATGCTACTTCACTGC  | 275            |
| <i>Mesp1</i> | GTCTGCAGCGGGGTGTCGTG  | CGGCGGCGTCCAGGTTTCTA  | 189            |
| <i>Myl2</i>  | CCCAGATCCAGGAGTTCAAG  | CTGGTCGATCTCCTCTTTGG  | 341            |
| <i>Myl7</i>  | ATCCTGAGTGCCTTCCGCATG | GGTGTCAGCGCAAACACTTGC | 134            |
| <i>TBP</i>   | CCCCACAACCTCTTCCATTCT | GCAGGAGTGATAGGGGTCAT  | 103            |
| <i>Tbx1</i>  | CGAGATGATCGTCACCAAGG  | CCAGGAGGAGCTATGGAAAG  | 154            |
| <i>Tcf21</i> | CTGTAGTTCCACACAAGCGG  | CGGTTACATTACCCAGTCA   | 107            |
| <i>Myf5</i>  | GACAGGGCTGTTACATTCAGG | TGAGGGAACAGGTGGAGAAC  | 110            |
| <i>Tnnt2</i> | CAAGGAGCTGTGGCAGAGTA  | TTCTGGTTGTCATTGATCCG  | 120            |
| <i>MyoD</i>  | GTCGTAGCCATTCTGCCG    | AGCACTACAGTGGCGACTCA  | 110            |
| <i>Ebf3</i>  | AGAGCCGAACAACGAGAAAA  | GCACATCTCCGATTCTTGT   | 163            |

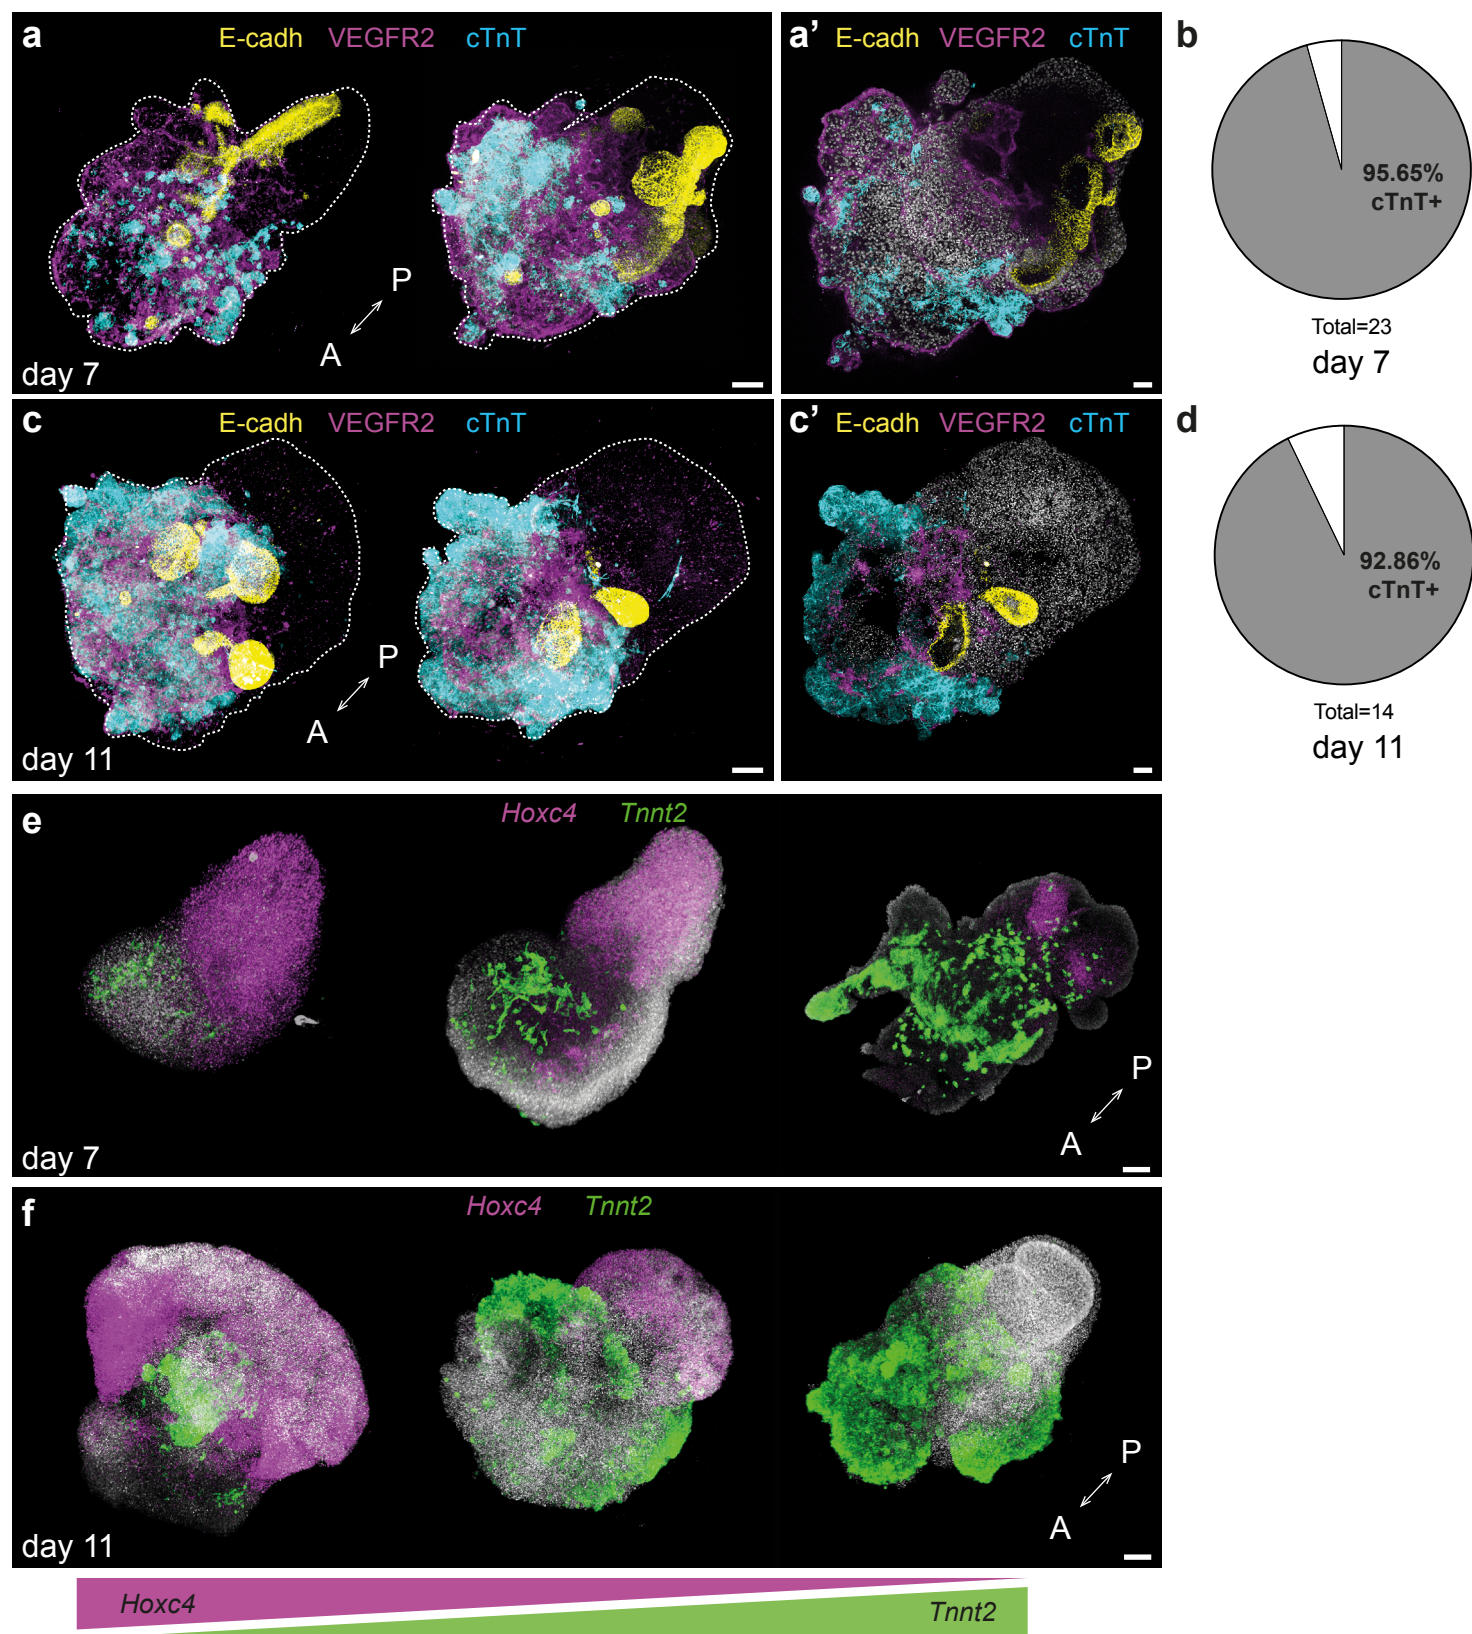

### Supplementary Figure 1. Description of the morphology of day 7 and day 11 gastruloids.

**a.** Representative maximum intensity projection images of two gastruloids on day 7 after immuno-fluorescence with E-cadherin (yellow), VEGFR2 (purple) and cTnT (cyan) antibodies. An optical section of the z-stack is shown in **a'**. **b.** Percentage of gastruloids on day 7 with cTnT expression (n=23 in n=5 independent experiments). **c.** Representative maximum intensity projection images of two gastruloids on day 11 after immune-fluorescence with E-cadherin (yellow), VEGFR2 (purple) and cTnT (cyan) antibodies. An optical section of the z-stack is shown in **c'**. **d.** Percentage of gastruloids on day 11 with cTnT expression (n=14 in n=5 independent experiments). **e-f.** Representative maximum intensity projection images of gastruloids on day 7 (**e**) and on day 11 (**f**) after RNAscope with *Tnnt2* (green) and *Hoxc4* (purple) probes. Scales: 100µm. A, anterior, P, posterior.

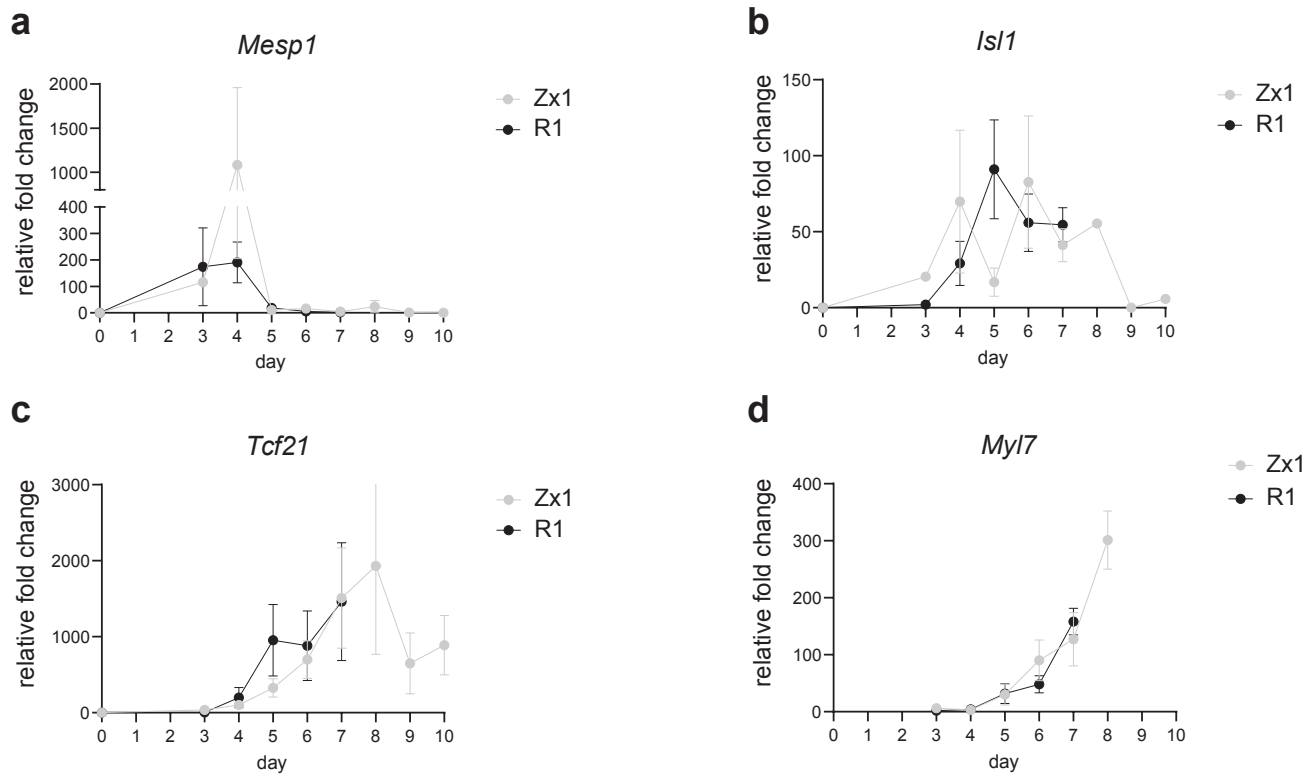

**Supplementary Figure 2. Similar expression kinetics with 2 different cell lines.**

Expression profiles of *Mesp1* (Zx1-n=7; R1-n=5) (a), *Isl1* (Zx1-n=3; R1-n=5) (b), *Tcf21* (Zx1-n=7; R1-n=5) (c) and *Myl7* (Zx1-n=5; R1-n=4) (d) throughout the culture of gastruloids with Zx1 (grey) and R1 (black) cell lines as measured by quantitative RT-PCR. Results are normalized on the expression of *TBP*. Fold changes are represented over expression day 0. (Mean with standard error of mean (SEM) (n>3).

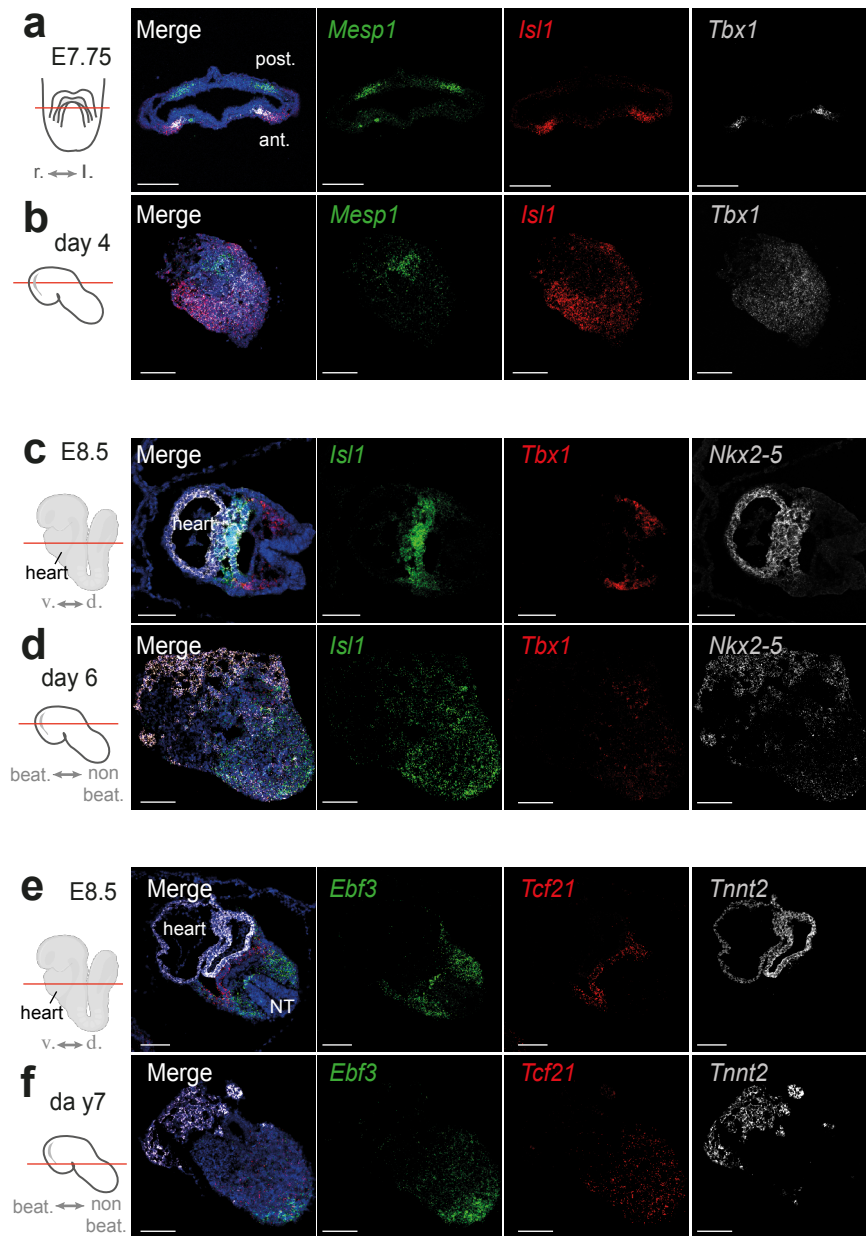

**Supplementary Figure 3. Comparison of expression patterns between embryos and gastruloids.**

**a-b.** Representative confocal images of sections across an E7.75 mouse embryo (**a**) and a gastruloid at late day 4 (**b**) after RNAscope experiment with *Mesp1* (green), *Isl1* (red) and *Tbx1* (white) probes. **c-d.** Representative confocal images of sections across an E8.5 mouse embryo (**c**) and a gastruloid at day 6 (**d**) after RNAscope experiment with *Isl1* (green), *Tbx1* (red) and *Nkx2-5* (white) probes. **e-f.** Representative confocal images of sections across an E8.5 mouse embryo (**e**) and a gastruloid at day 7 (**f**) after RNAscope experiment with *Ebf3* (green), *Tcf21* (red) and *Tnnt2* (white) probes. r, right; l, left. v, ventral; d, dorsal; beat., beating; non beat., non-beating, ant., anterior, post., posterior, NT, neural tube. Scale bars: 100  $\mu$ m.

**a** integration of embryonic atlas + gastruloid day 4  
(with stages in embryonic data)

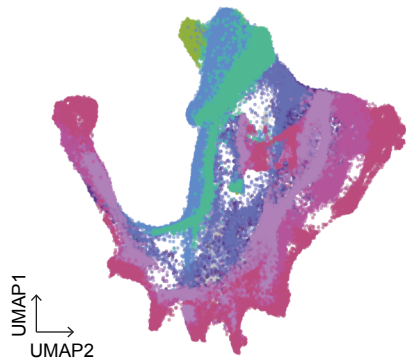

**b** integration of embryonic atlas + gastruloid day 4  
(with cell types in embryonic data)

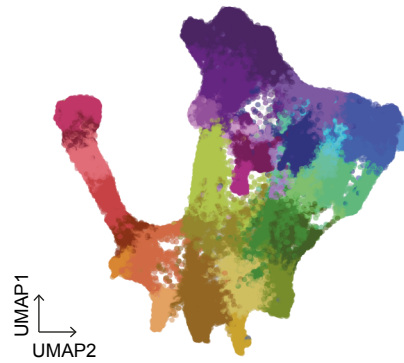

**c** integration of embryonic atlas + gastruloid day 4  
(cell types in gastruloids data)

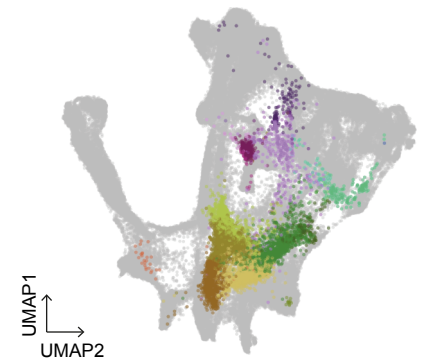

**d** integration of embryonic atlas + gastruloid day 5  
(with stages in embryonic data)

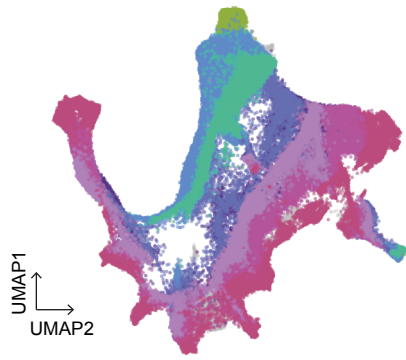

**e** integration of embryonic atlas + gastruloid day 5  
(with cell types in embryonic data)

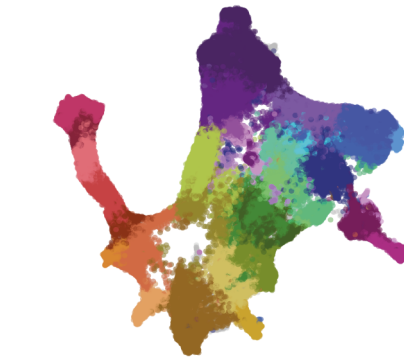

**f** integration of embryonic atlas + gastruloid day 5  
(cell types in gastruloids data)

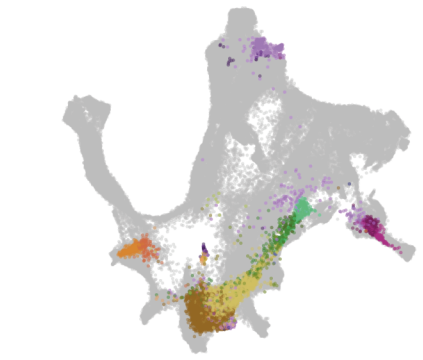

**g** integration of embryonic atlas + gastruloid day 6  
(with stages in embryonic data)

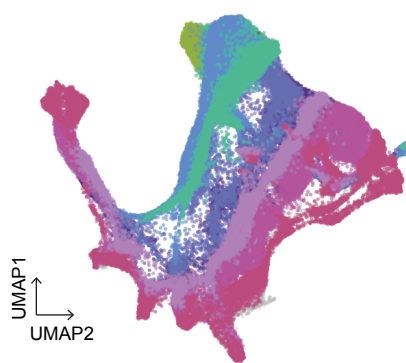

**h** integration of embryonic atlas + gastruloid day 6  
(with cell types in embryonic data)

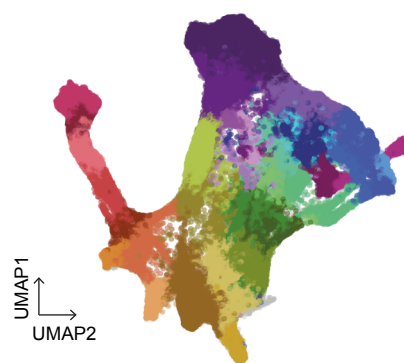

**i** integration of embryonic atlas + gastruloid day 6  
(cell types in gastruloids data)

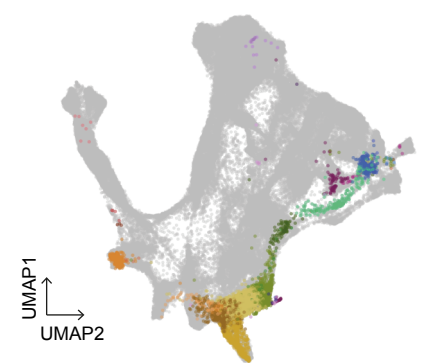

**j** integration of embryonic atlas + gastruloid day 11  
(with stages in embryonic data)

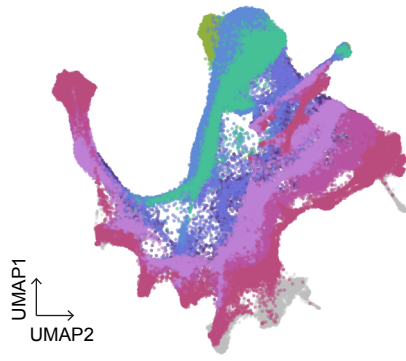

**k** integration of embryonic atlas + gastruloid day 11  
(with cell types in embryonic data)

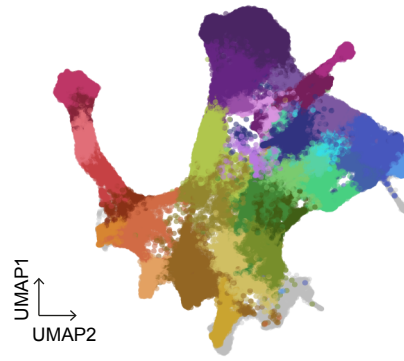

**l** integration of embryonic atlas + gastruloid day 11  
(cell types in gastruloids data)

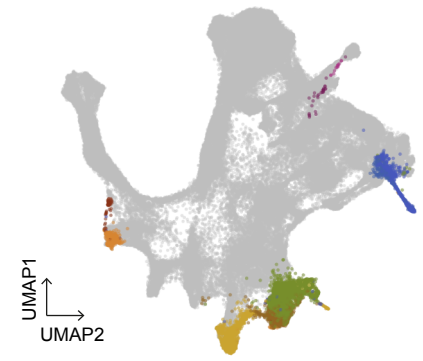

**stages** ● E6.5 ● E6.75 ● E7.0 ● E7.25  
● E7.5 ● E7.75 ● E8.0 ● E8.25 ● E8.5  
○ gastruloid cells at day 4 (a), day 5 (d),  
day 6 (g) or day 11 (j)

**cell types**

● epiblast  
● anterior primitive streak  
● primitive streak  
● def endoderm  
● visceral endoderm  
● gut  
● PGC  
● notochord  
● rostral neur ectoderm  
● caudal epiblast  
● caudal neur ectoderm  
● surface ectoderm  
● forebrain/midbrain/hindbrain  
● spinal cord  
● neural crest  
● NMP  
● allantois  
● mesenchyme  
● caudal mesoderm  
● nascent mesoderm  
● mixed mesoderm  
● paraxial mesoderm  
● intermediate mesoderm  
● pharyngeal mesoderm  
● cardiomyocytes  
● endothelium  
● haematoendothelial progenitors  
● blood progenitors 1  
● blood progenitors 2  
● erythroid 1  
● erythroid 2  
● erythroid 3  
○ gastruloid cells at day 4 (b), day 5 (e), day 6 (h), day 11 (k) or embryonic cells (c, f, i, l)

**Supplementary Figure 4. Analysis of single-cell gastruloids data integrated with the embryonic atlas.**

UMAP representations of the mouse embryonic cell atlas integrated with gastruloids' single cell datasets. The first line represents the embryonic atlas + day 4 (**a-c**). The second line represents the embryonic atlas + day 5 (**d-f**). The third line represents the embryonic atlas + day 6 (**g-i**) and the fourth line the embryonic atlas + day 11 (**j-l**). The first column (**a**, **d**, **g** and **j**) shows in color only embryonic cells (with colors indicating the stage of collection) and gastruloids cells are shown in grey. Legends are found below j. The second column (**b**, **e**, **h** and **k**) shows only embryonic cells (with colors indicating the cell identity) and gastruloids cells are shown in grey. Legends are found below k. The third column (**c**, **f**, **i** and **l**) shows only gastruloids cells at day 4 (**c**), day 5 (**f**), day 6 (**i**) or day 11 (**l**) (with colors indicating the cell label based on the embryo atlas). Cells in grey correspond to the embryo. Legends are found below l.

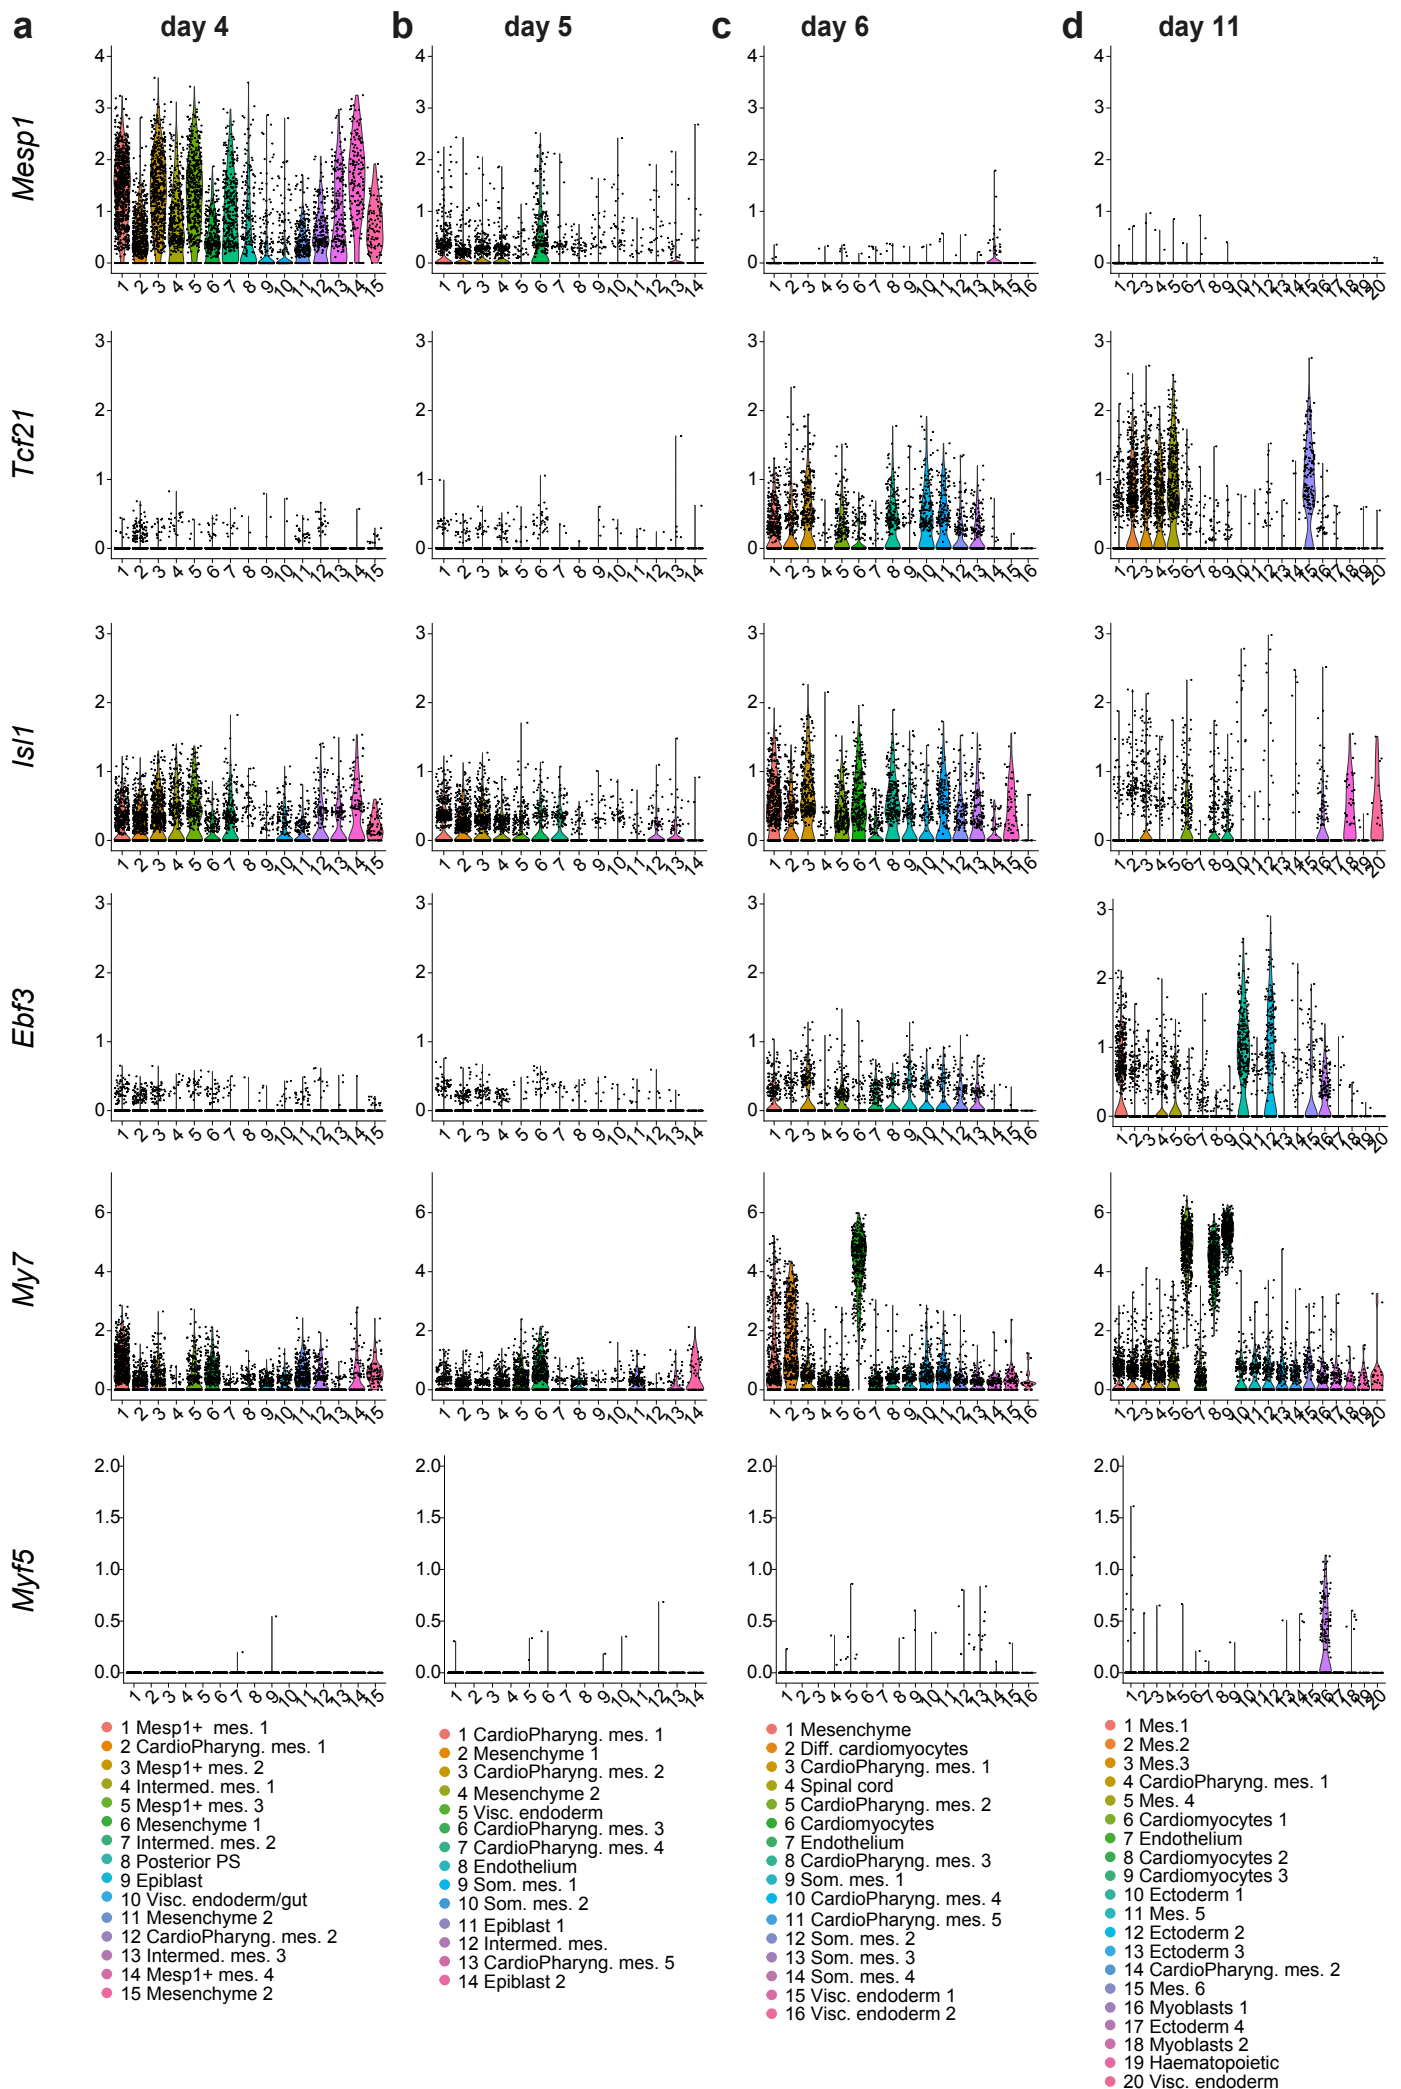

**Supplementary Figure 5. Violin plots of key marker genes over time.**

Violin Plots showing expression of *Mesp1*, *Tcf21*, *Isl1*, *Ebf3*, *Myl7* and *Myf5* at day 4 (a), day 5 (b), day 6 (c) and day 11 (d).

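Among the genes plotted, *Isl1* gave 21.2 CPM (20.6 to 21.9) at day 4 and 36.9 CPM (35.95 to 37.9) at day 6. *Tcf21* gave 1.36 CPM (1.20 to 1.53) at day 4, 0.873 at day 5 and 31.5 at day 11. *Ebf3* rose from 1.91 CPM at day 4 and 1.64 at day 5 to 22.0 at day 11. *Myl7* stood at 18.2 CPM at day 5, below day 4. *Mesp1* fell to 0.7025 CPM at day 6 and 0.138 at day 11. *Myf5* held 0.0154, 0.0402 and 0.285 CPM at days 4, 5 and 6.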

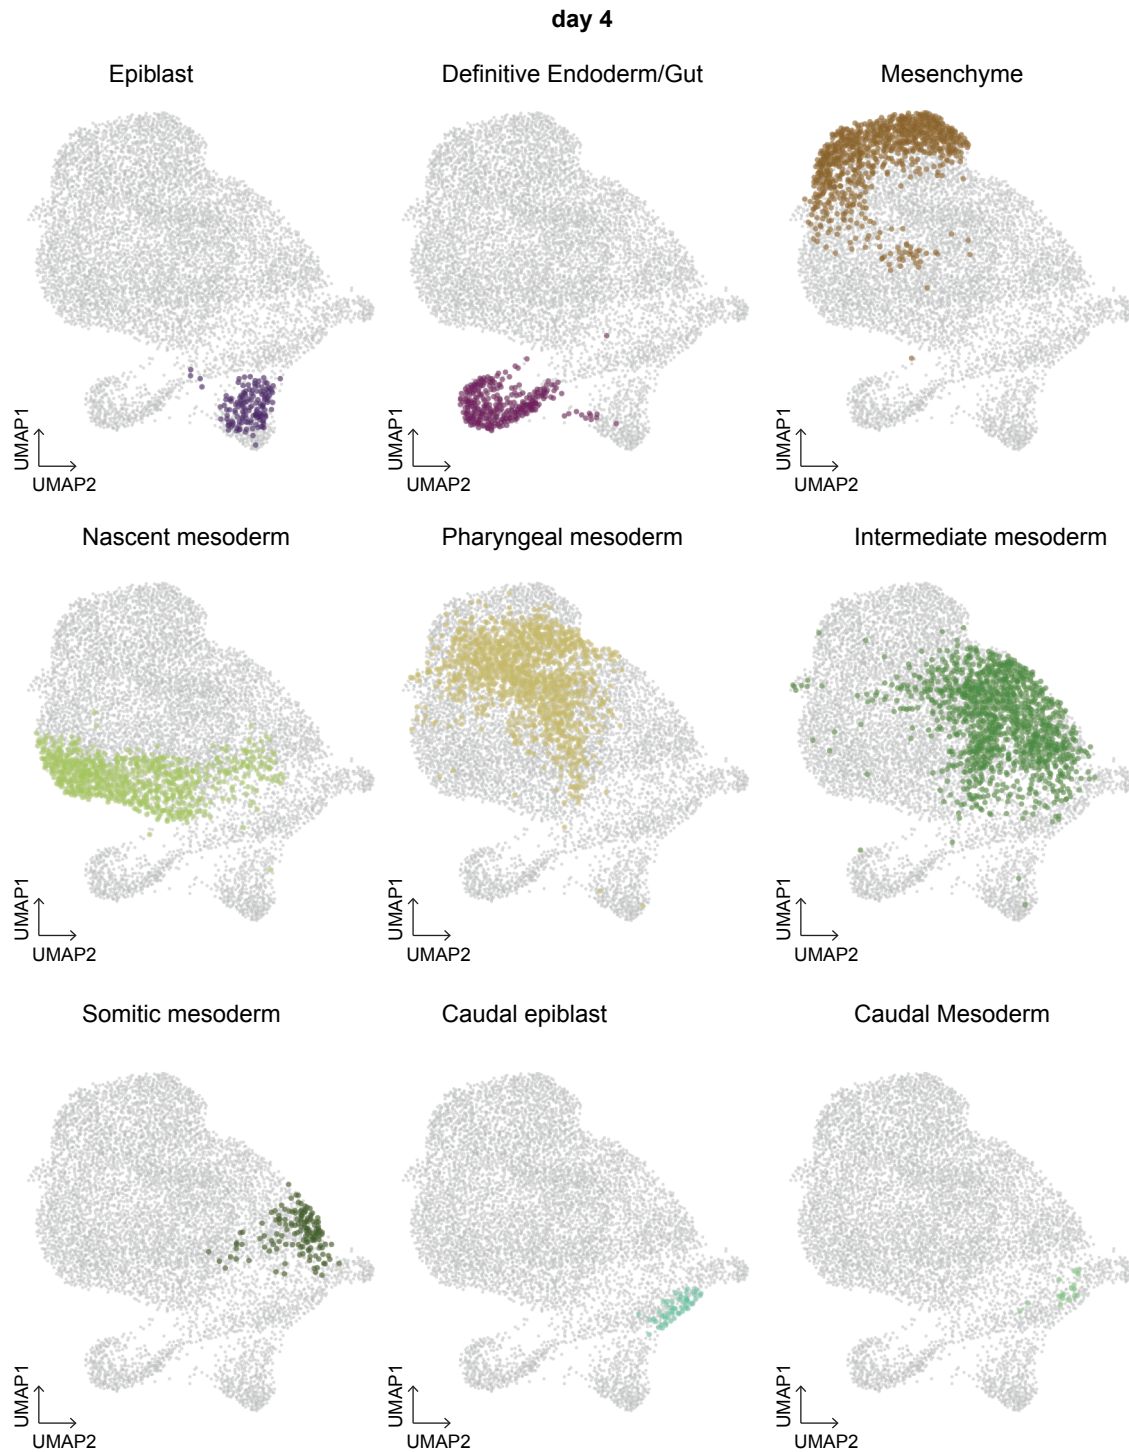

**Supplementary Figure 6. Predictive cell types from the embryonic cell atlas in gastruloids at day 4.** UMAP representations of gastruloids' single cell datasets at day 4 with predicted cell types from the embryonic cell atlas.

day 4

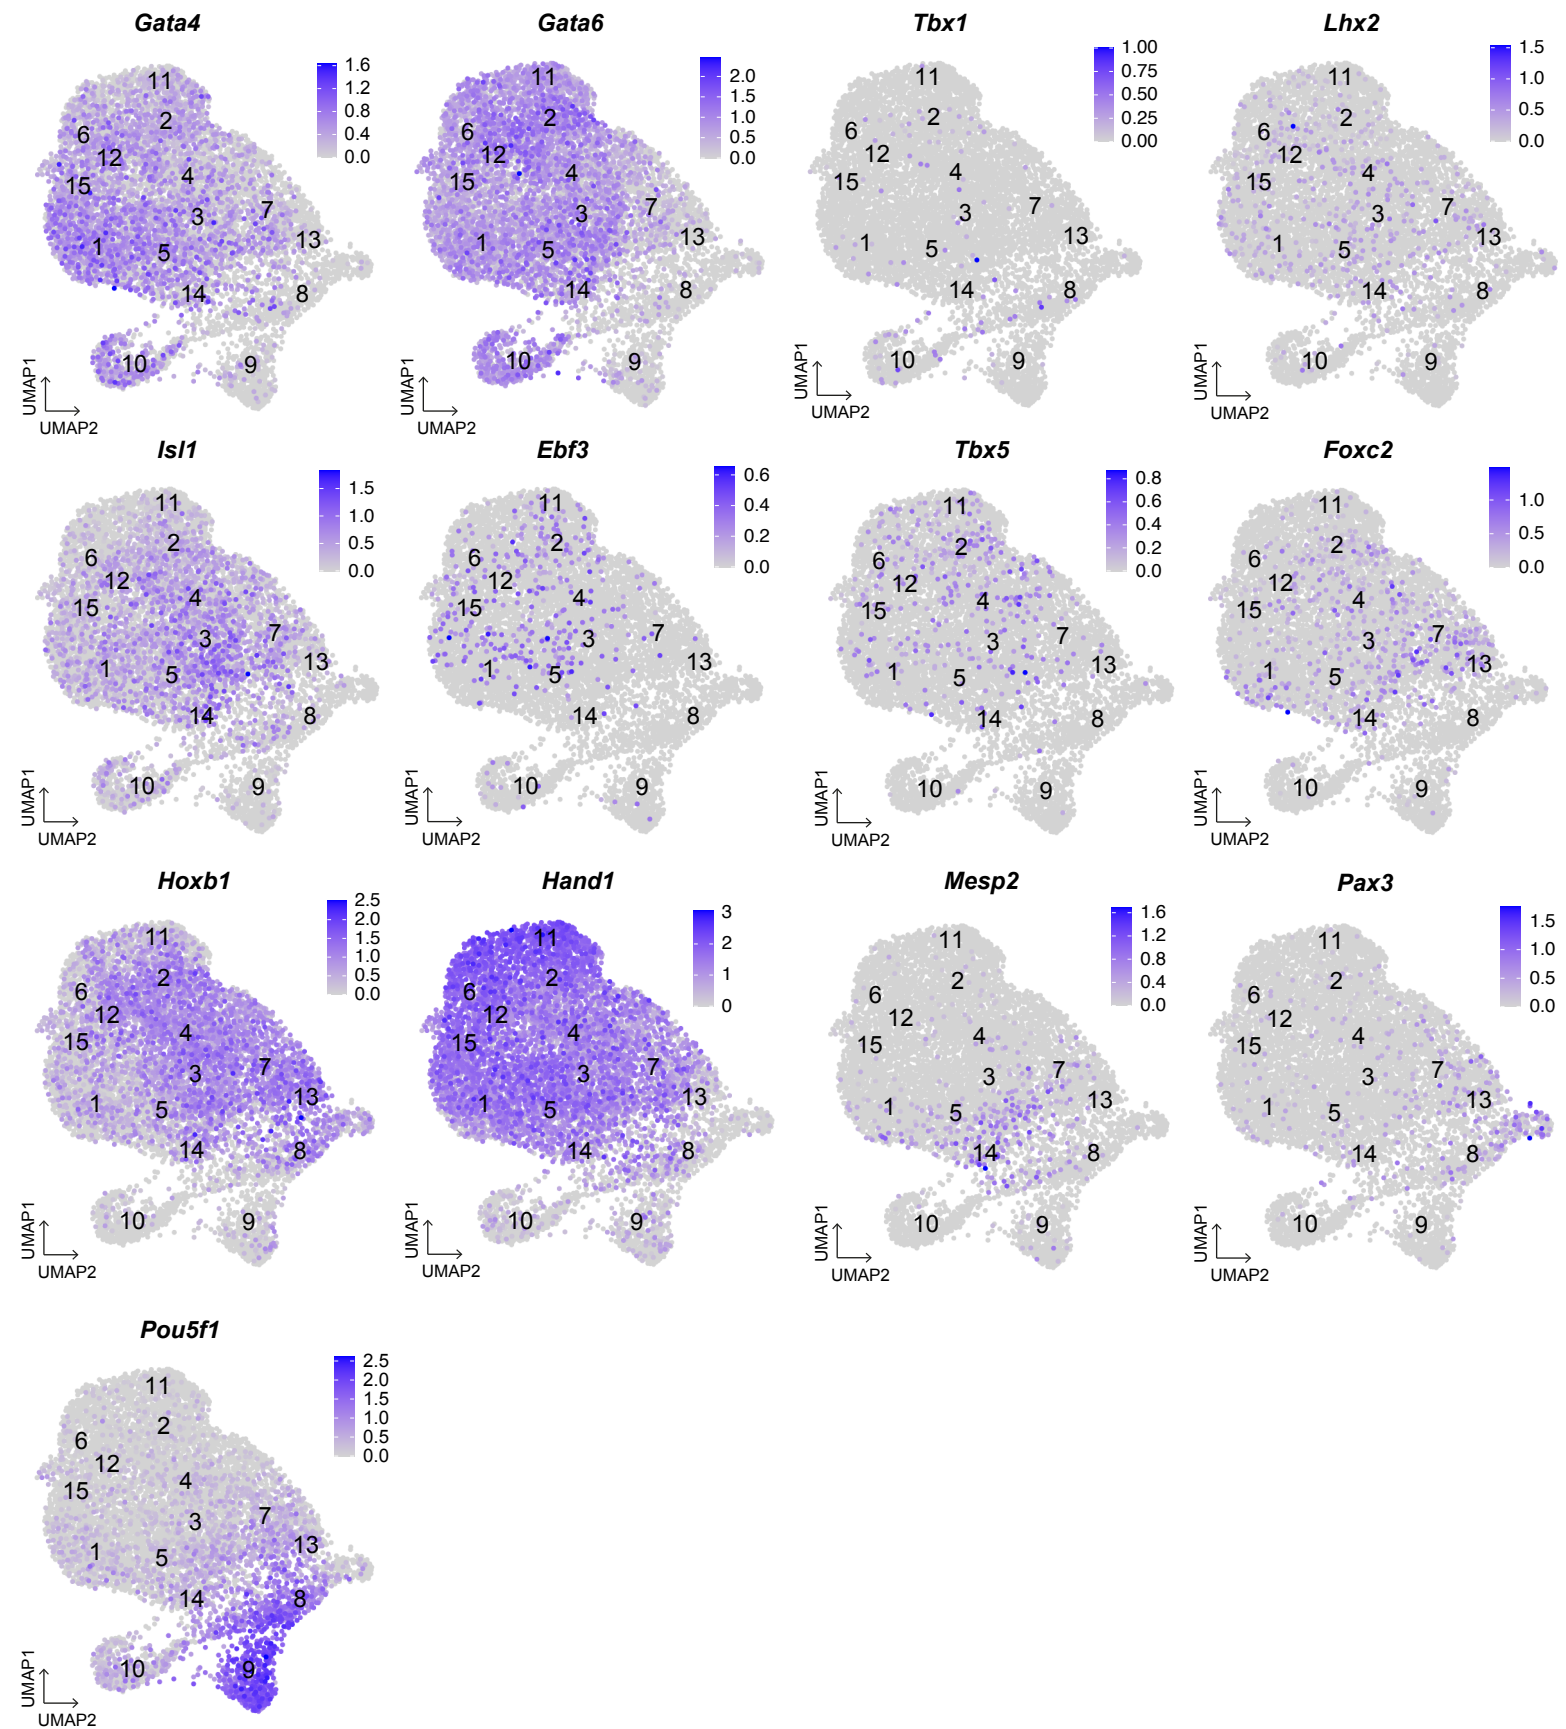

**Supplementary Figure 7. Expression of key markers in single-cell RNAseq of gastruloids at day 4.** Feature Plots showing expression of *Gata4*, *Gata6*, *Tbx1*, *Lhx2*, *Isl1*, *Ebf3*, *Tbx5*, *Foxc2*, *Hoxb1*, *Hand1*, *Mesp2*, *Pax3* and *Pou5f1* in gastruloids at day 4. Scale bars represent expression levels. Numbers represent Leiden clusters.

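Genes of this panel not described in the main text gave the following CPM at day 4: *Lhx2* 2.61, *Tbx5* 2.08, *Foxc2* 3.925, *Hoxb1* 72.3 and *Pax3* 2.57.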

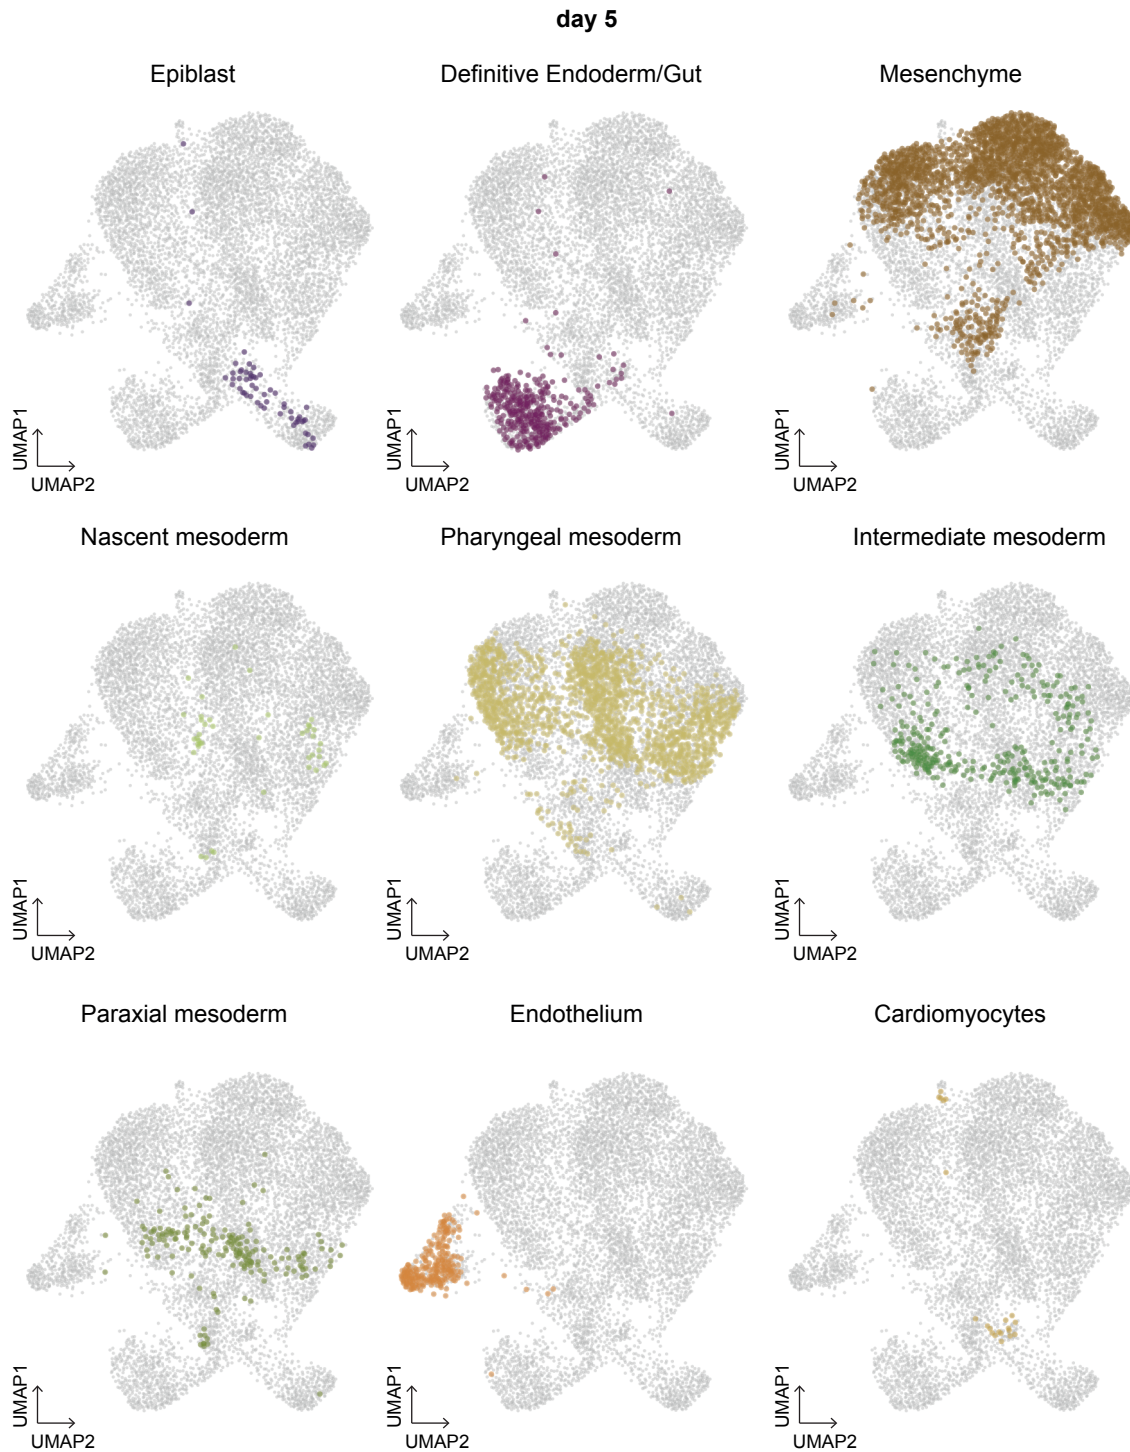

**Supplementary Figure 8. Predictive cell types from the embryonic cell atlas in gastruloids at day 5.** UMAP representations of gastruloids' single cell datasets at day 5 with predicted cell types from the embryonic cell atlas.

day 5

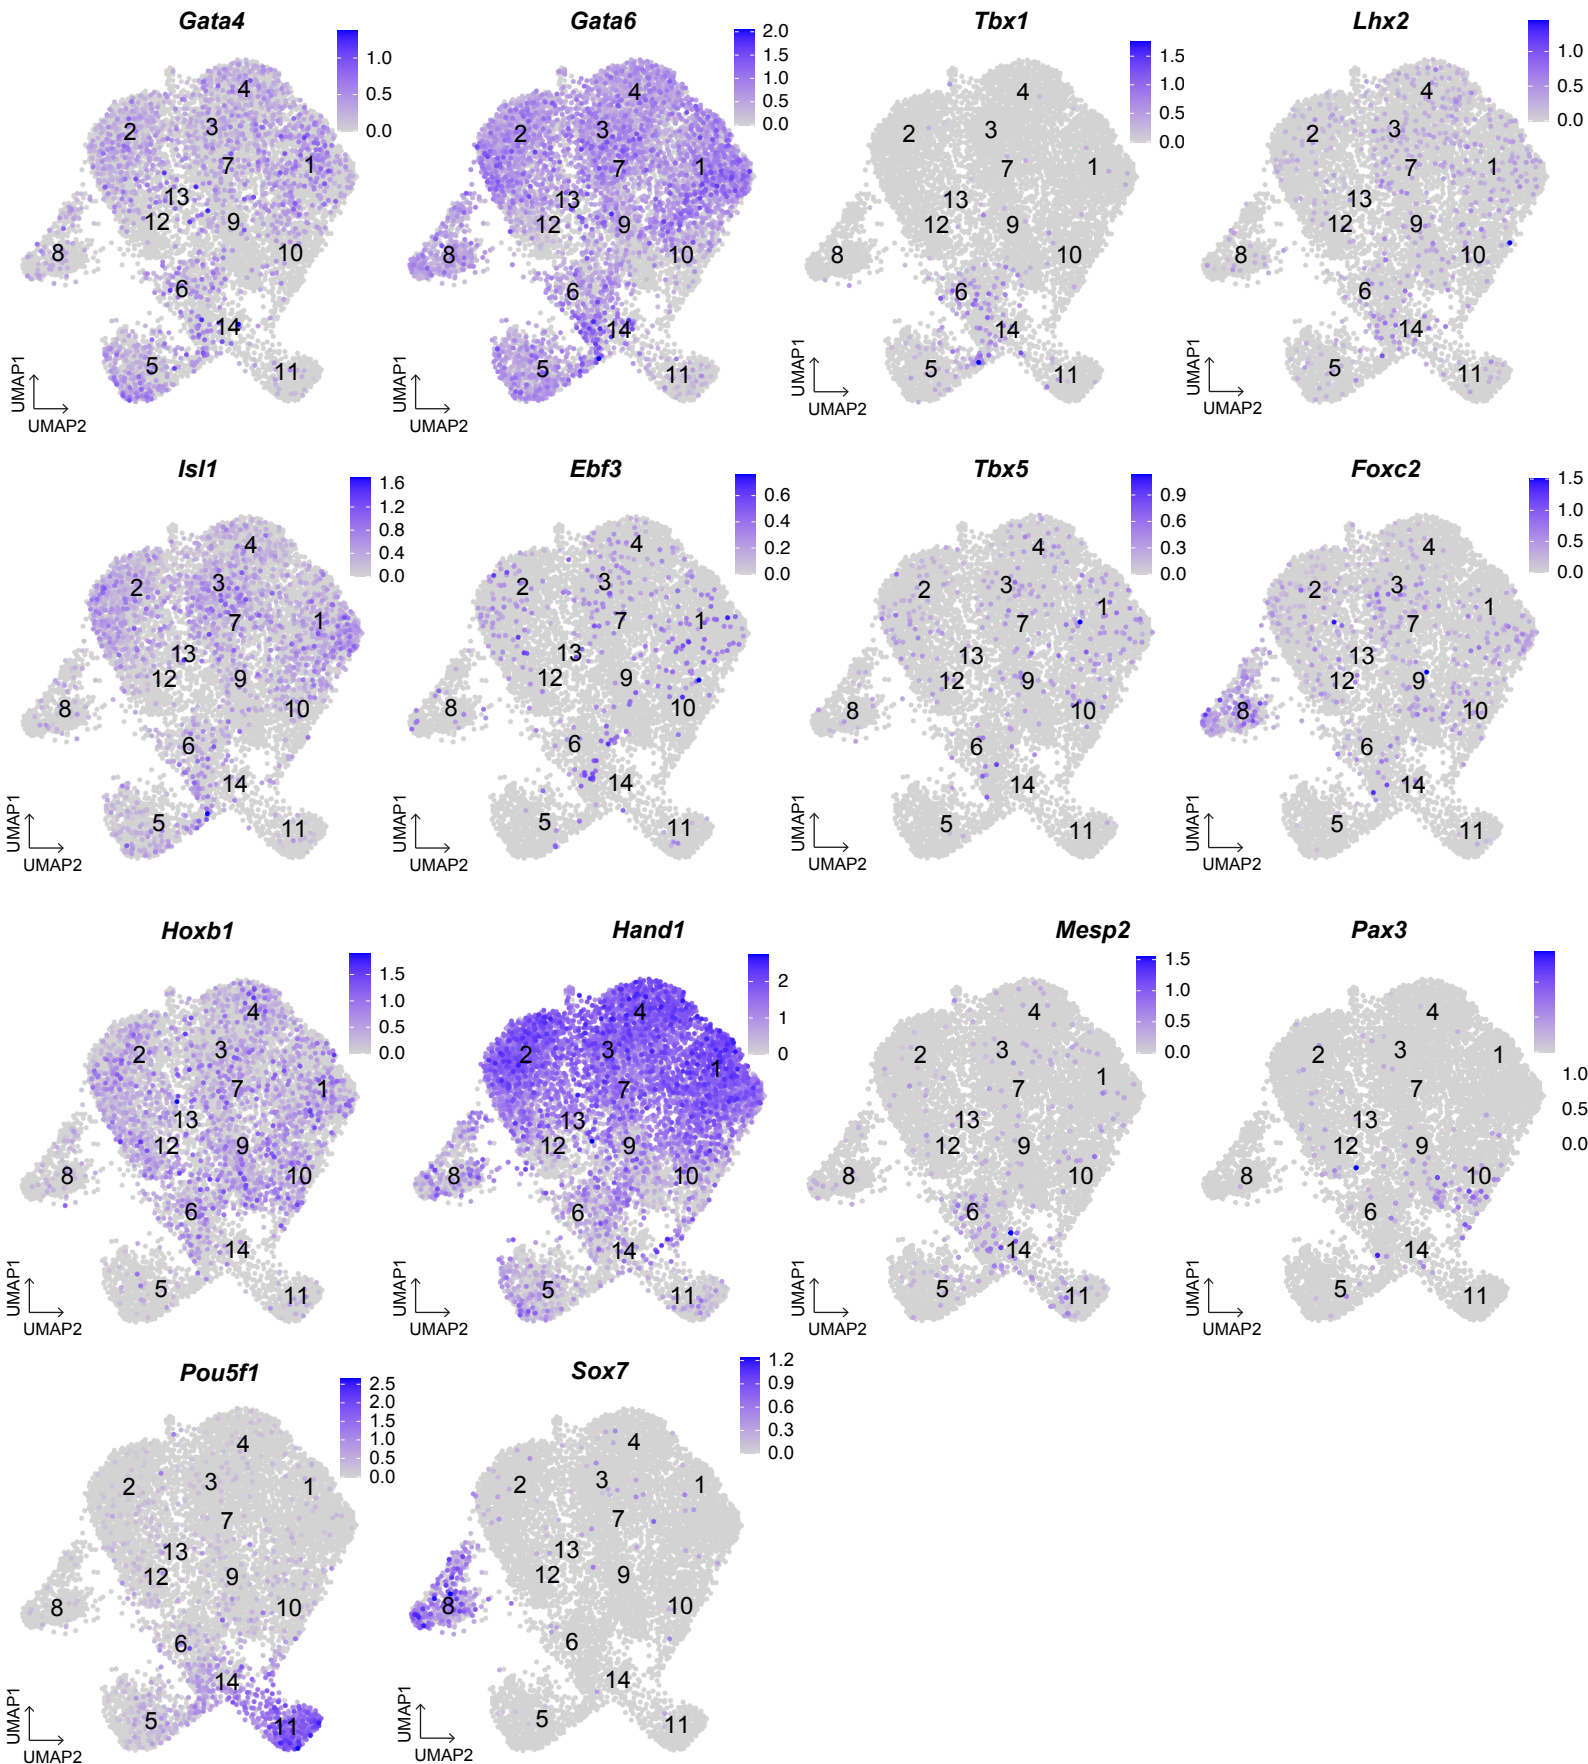

**Supplementary Figure 9. Expression of key markers in single-cell RNAseq of gastruloids at day 5.** Feature Plots showing expression of *Gata4*, *Gata6*, *Tbx1*, *Lhx2*, *Isl1*, *Ebf3*, *Tbx5*, *Foxc2*, *Hoxb1*, *Hand1*, *Mesp2*, *Pax3*, *Pou5f1* and *Sox7* in gastruloids at day 5. Scale bars represent expression levels. Numbers represent Leiden clusters.

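Of the same panel at day 5, CPM were *Gata4* 10.9, *Lhx2* 2.71, *Foxc2* 3.885, *Hoxb1* 18.6, *Hand1* 218.5, *Pax3* 0.723 and *Pou5f1* 24.8. *Pou5f1* was concentrated in group 10, at 331 CPM.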

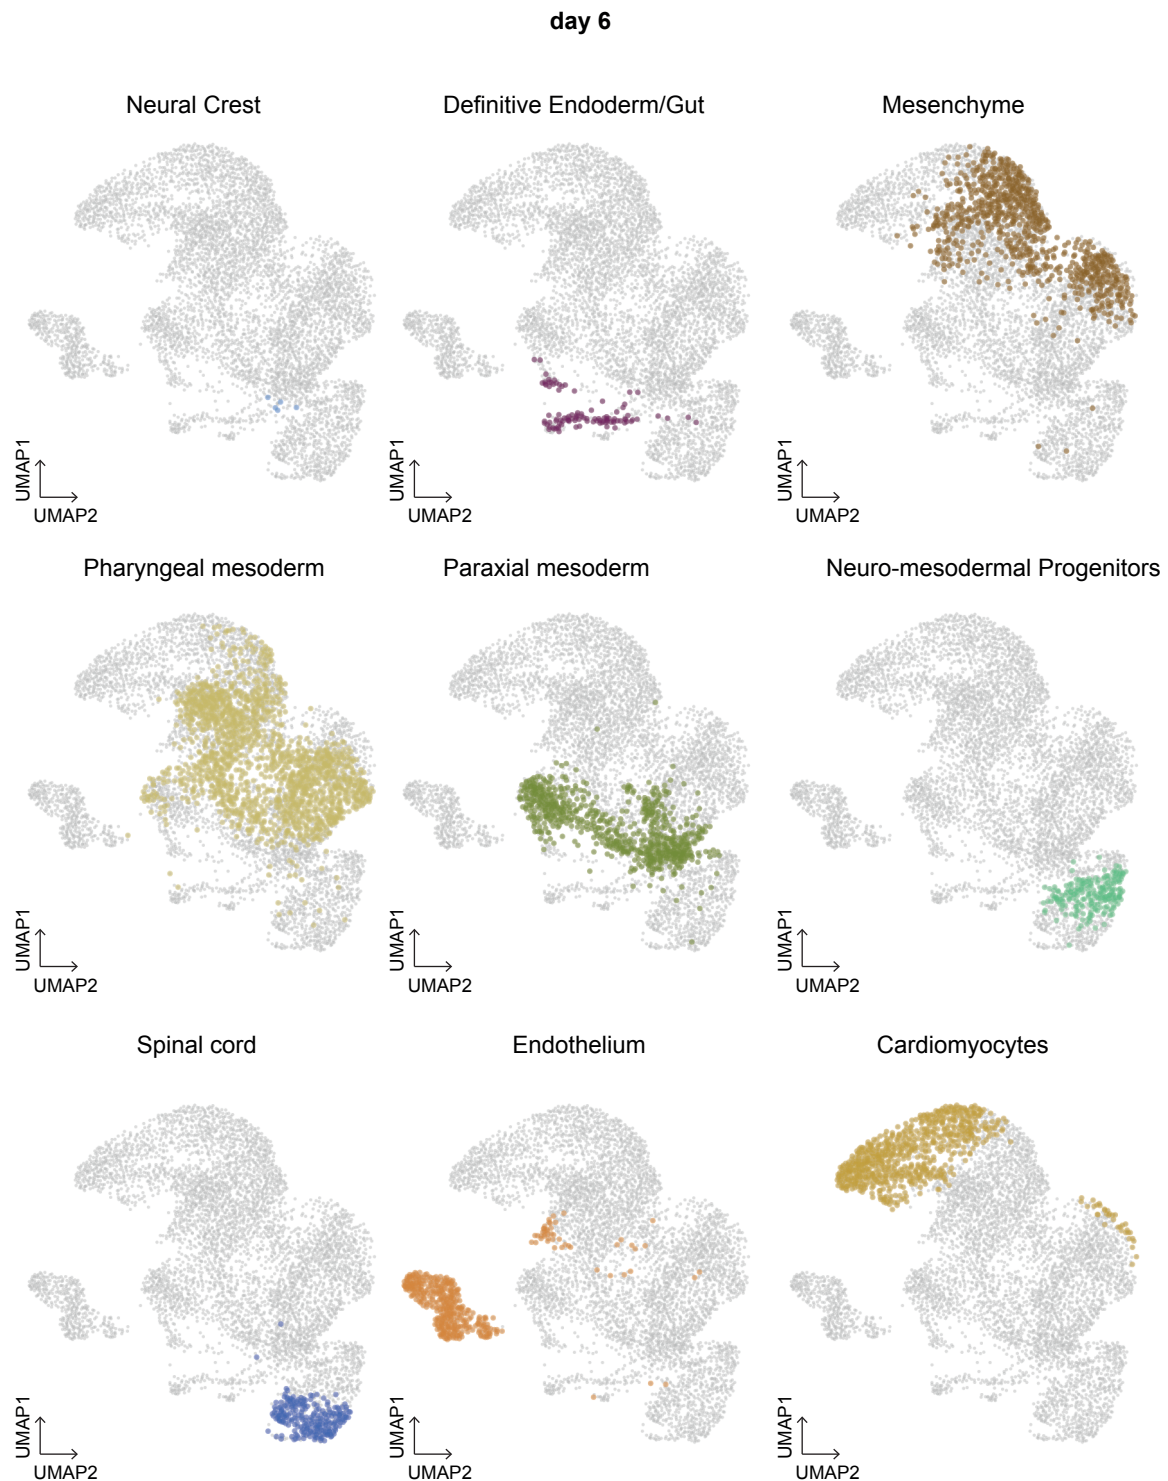

**Supplementary Figure 10. Predictive cell types from the embryonic cell atlas in gastruloids at day 6.** UMAP representations of gastruloids' single cell datasets at day 6 with predicted cell types from the embryonic cell atlas.

day 6

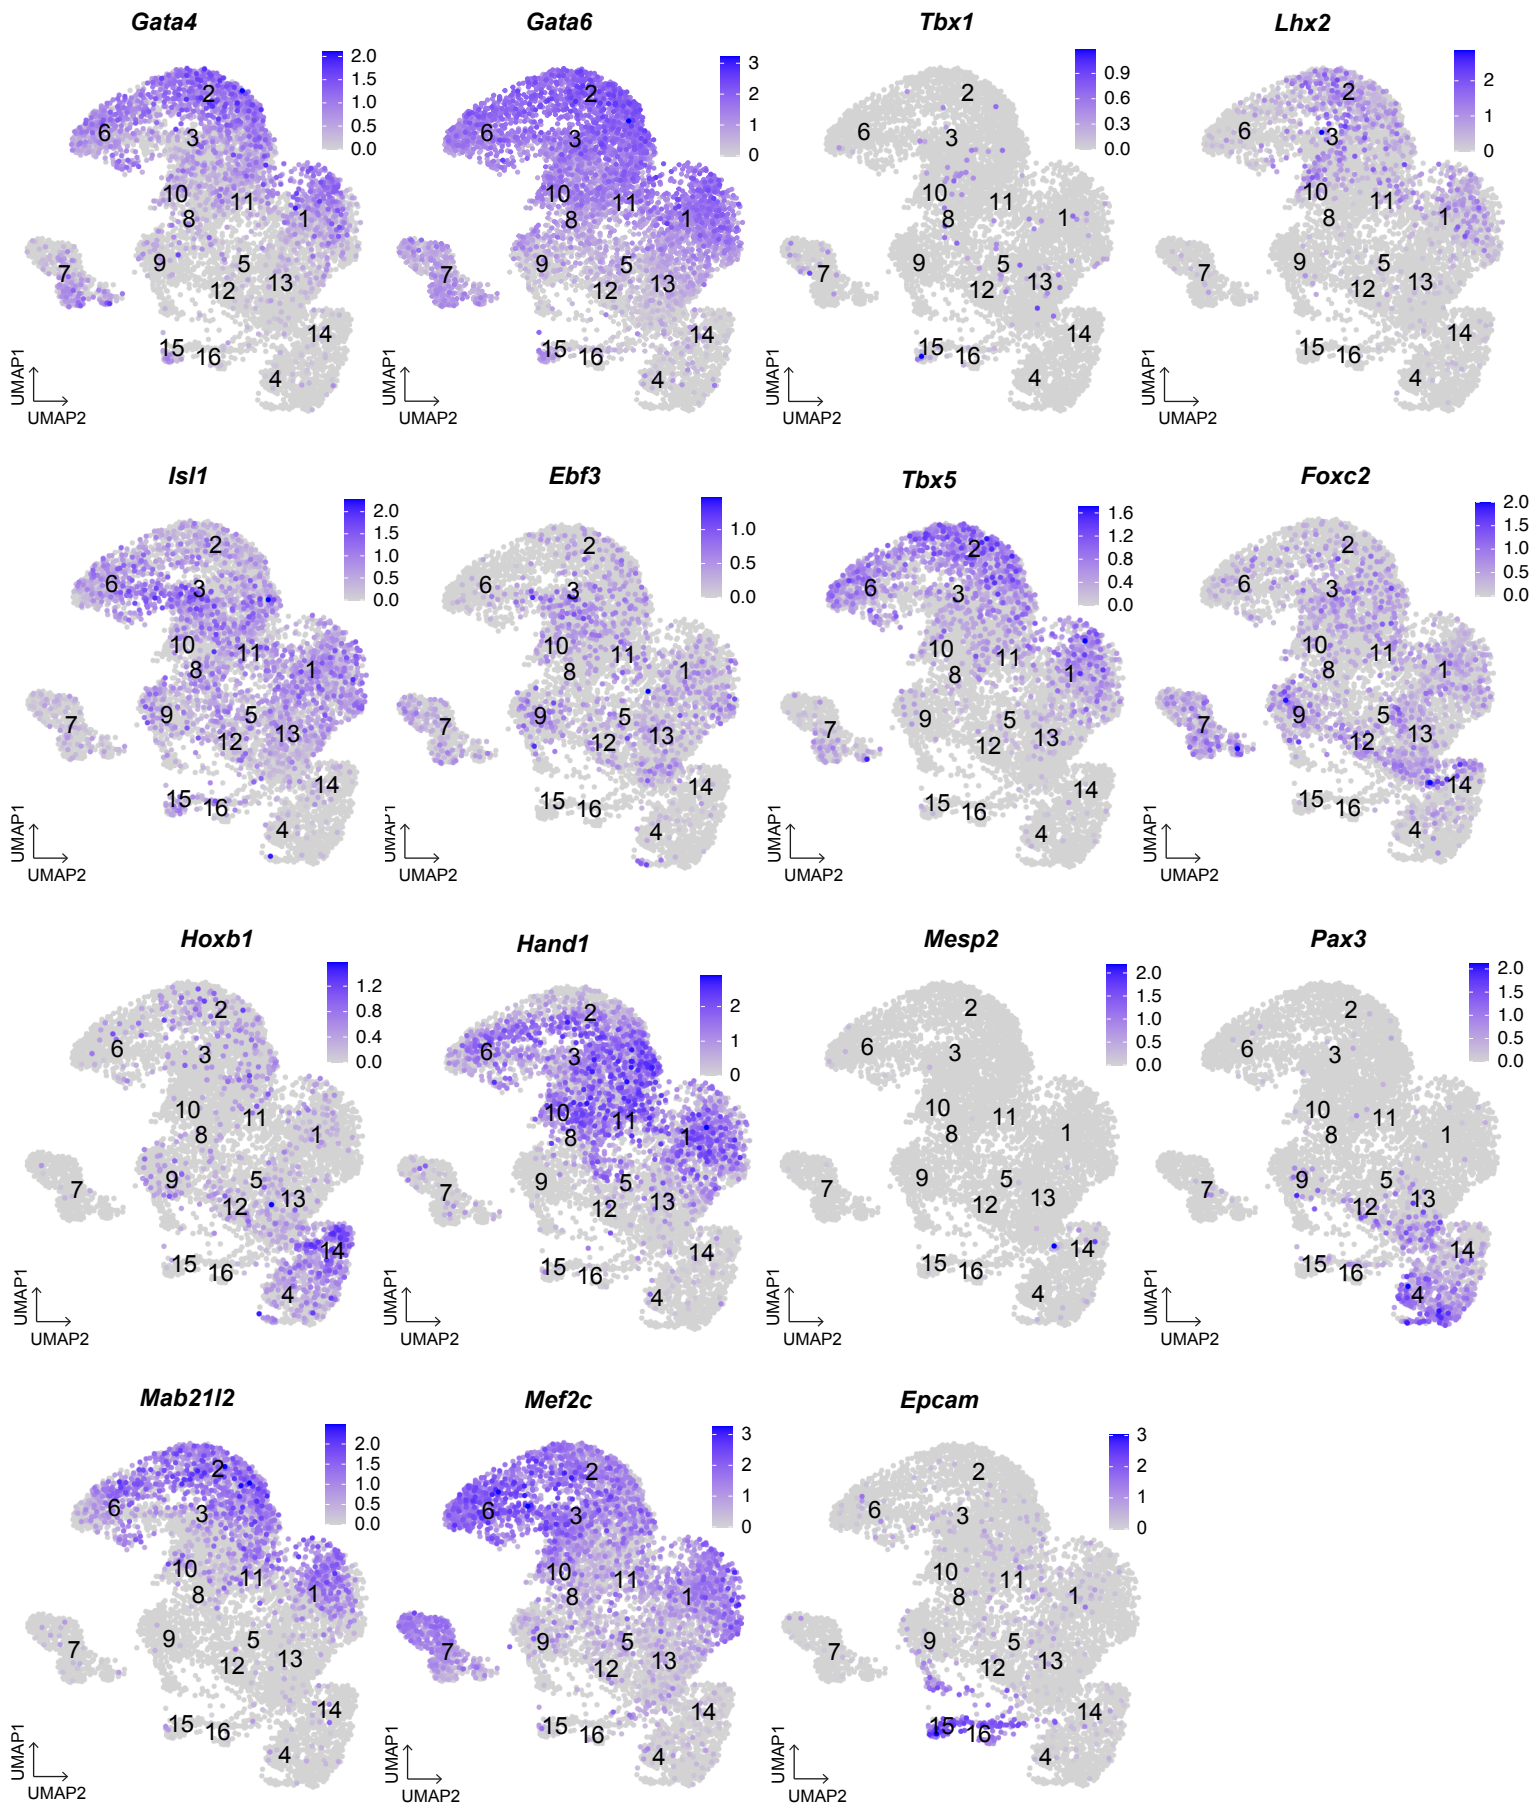

**Supplementary Figure 11. Expression of key markers in single-cell RNAseq of gastruloids at day 6.** Feature Plots showing expression of *Gata4*, *Gata6*, *Tbx1*, *Lhx2*, *Isl1*, *Ebf3*, *Tbx5*, *Foxc2*, *Hoxb1*, *Hand1*, *Mesp2*, *Pax3*, *Mab21l2*, *Mef2c* and *Epcam* in gastruloids at day 6. Scale bars represent expression levels. Numbers represent Leiden clusters.

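Day 6 values of further genes, in CPM, were *Gata4* 33.7, *Gata6* 167, *Tbx5* 19.2, *Foxc2* 18.1, *Hoxb1* 12.2, *Hand1* 86.6, *Pax3* 13.45, *Mab21l2* 38.2, *Mef2c* 139.9 and *Epcam* 28.5.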

day 11

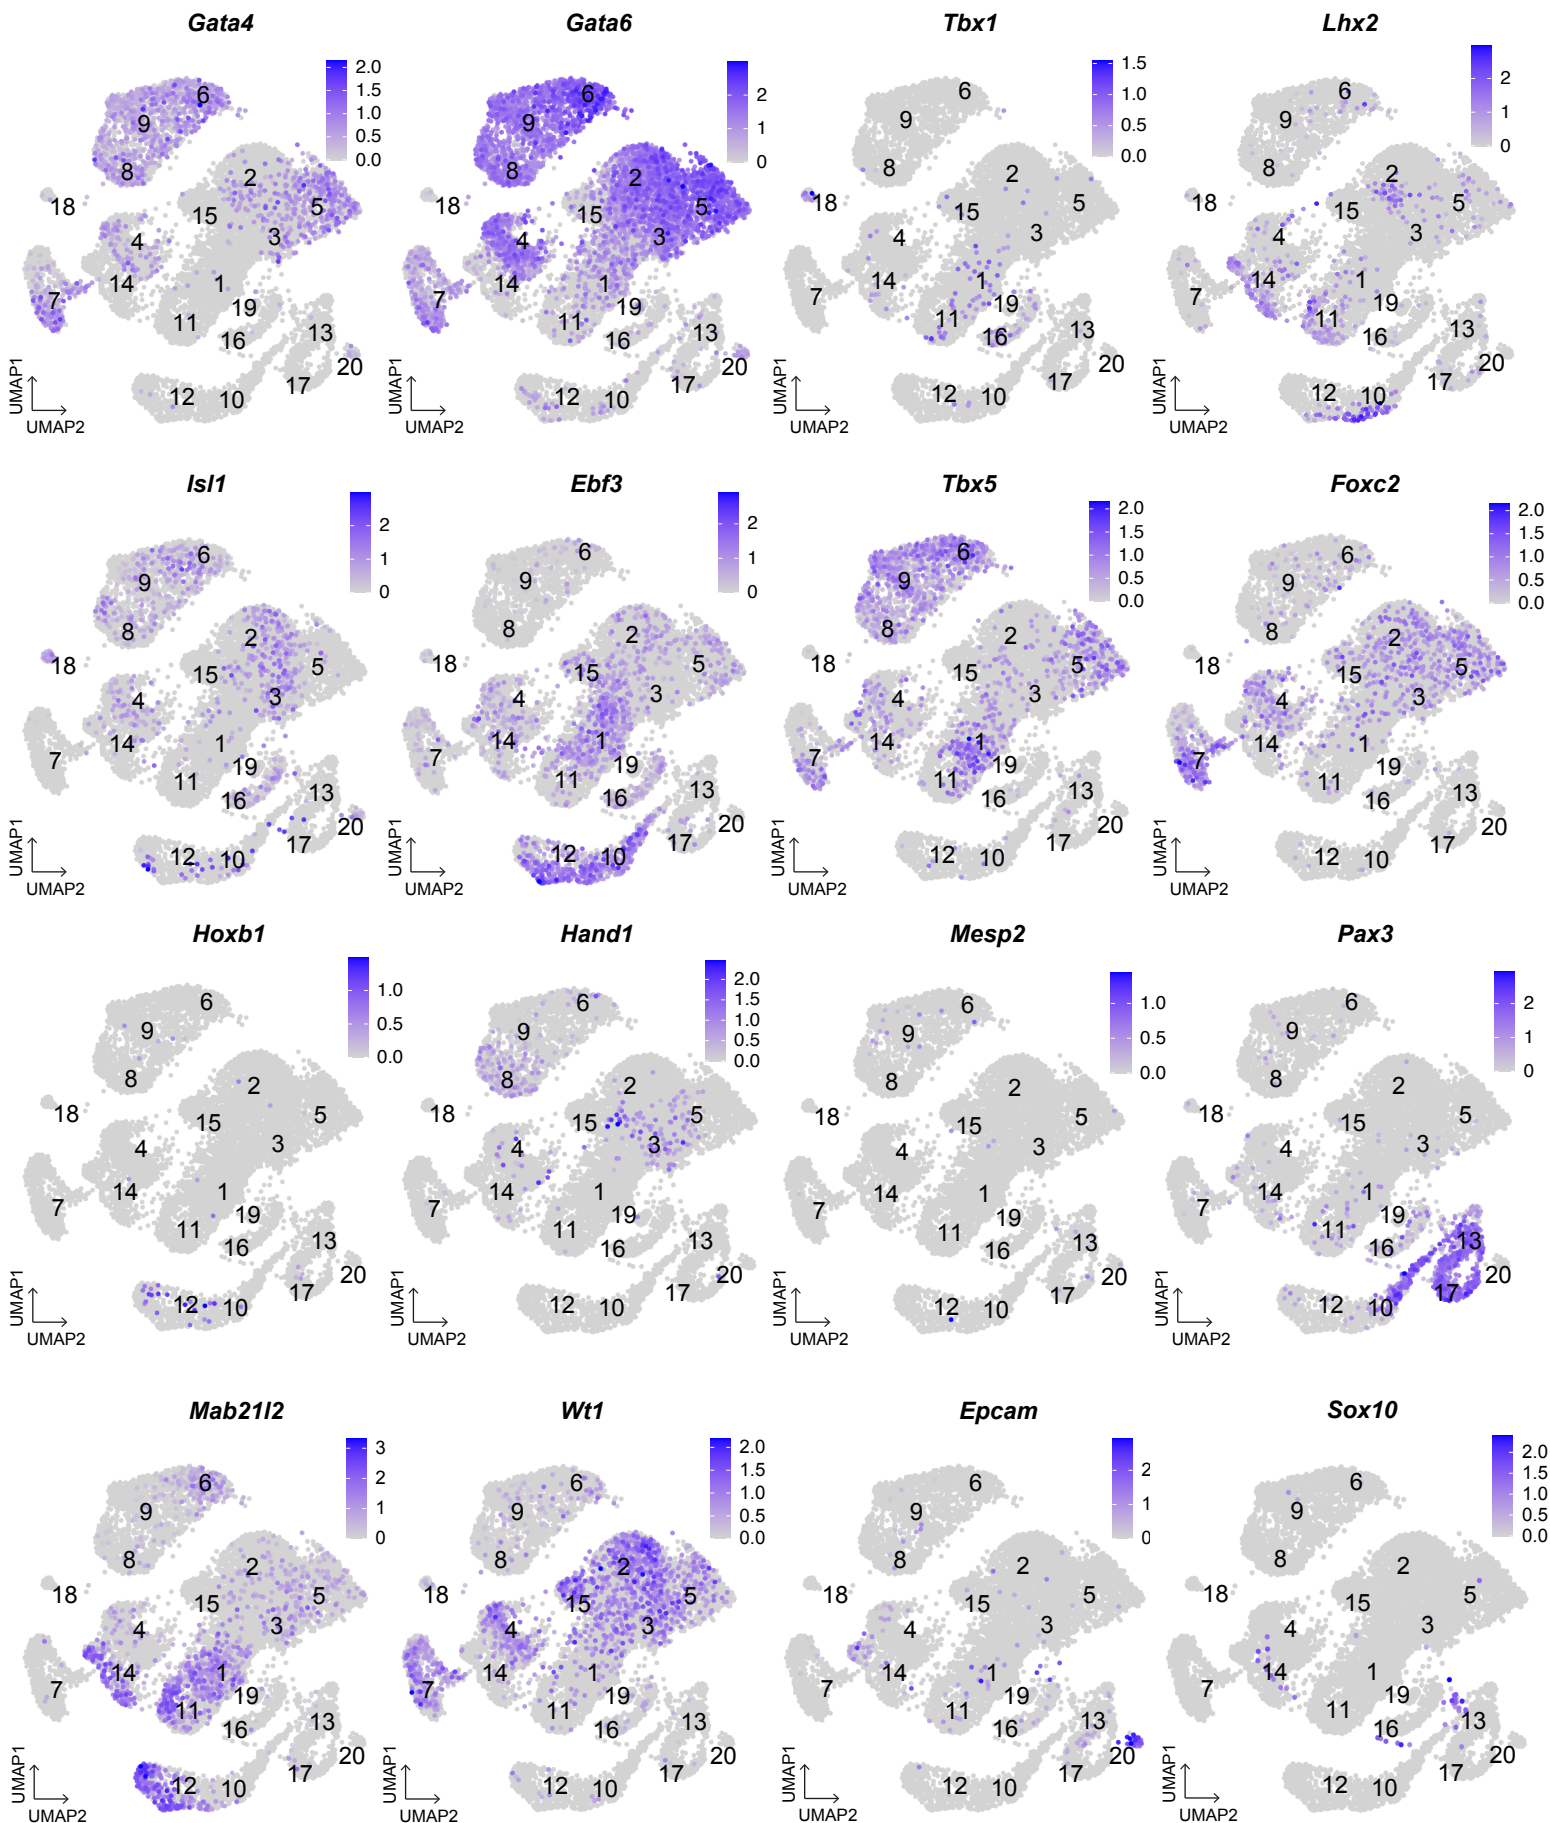

**Supplementary Figure 12. Expression of key markers in single-cell RNAseq of gastruloids at day 11.** Feature Plots showing expression of *Gata4*, *Gata6*, *Tbx1*, *Lhx2*, *Isl1*, *Ebf3*, *Tbx5*, *Foxc2*, *Hoxb1*, *Hand1*, *Mesp2*, *Pax3*, *Mab21l2*, *Wt1*, *Epcam* and *Sox10* in gastruloids at day 11. Scale bars represent expression levels. Numbers represent Leiden clusters.

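At day 11 the values in CPM over all cells were *Gata4* 18.2, *Gata6* 166, *Lhx2* 11.4, *Isl1* 16.0, *Tbx5* 22.5, *Foxc2* 11.85, *Hoxb1* 0.405, *Hand1* 5.345, *Pax3* 31.9, *Mab21l2* 33.75 and *Epcam* 10.1.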

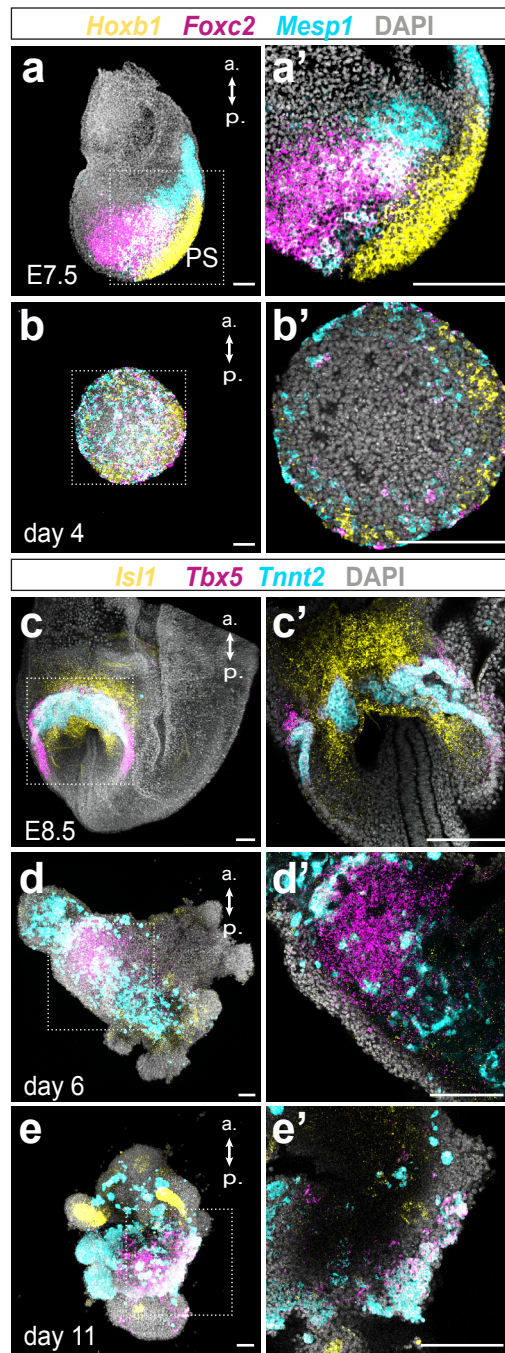

**Supplementary Figure 13. Expression of markers of FHF, aSHF and pSHF markers in embryos and gastruloids.**

**a-b.** Representative maximum intensity projection images of a mouse embryo at E7.5 (early-late bud stage) (**a**) and a gastruloid on early day 4 (**b**) after RNAscope experiment with *Hoxb1* (pSHF, yellow), *Foxc2* (aSHF, purple) and *Mesp1* (cyan) probes. Optical sections of the area highlighted by the dotted square is shown in **a'** and **b'**. n=2 embryos and >5 gastruloids in 2 independent experiments. **c-e.** Representative maximum intensity projection images of a mouse embryo at E8.5 (**c**) and gastruloids on day 6 (**d**) and on day 11 (**e**) after RNAscope experiment with *Isl1* (SHF, yellow), *Tbx5* (FHF or pSHF, purple) and *Tnnt2* (cyan) probes. Optical sections of the area highlighted by the dotted square is shown in **c'**, **d'** and **e'**. n=2 embryos and >5 gastruloids in at least 2 independent experiments. Scales: 100µm. PS, primitive streak, a, anterior, p, posterior.

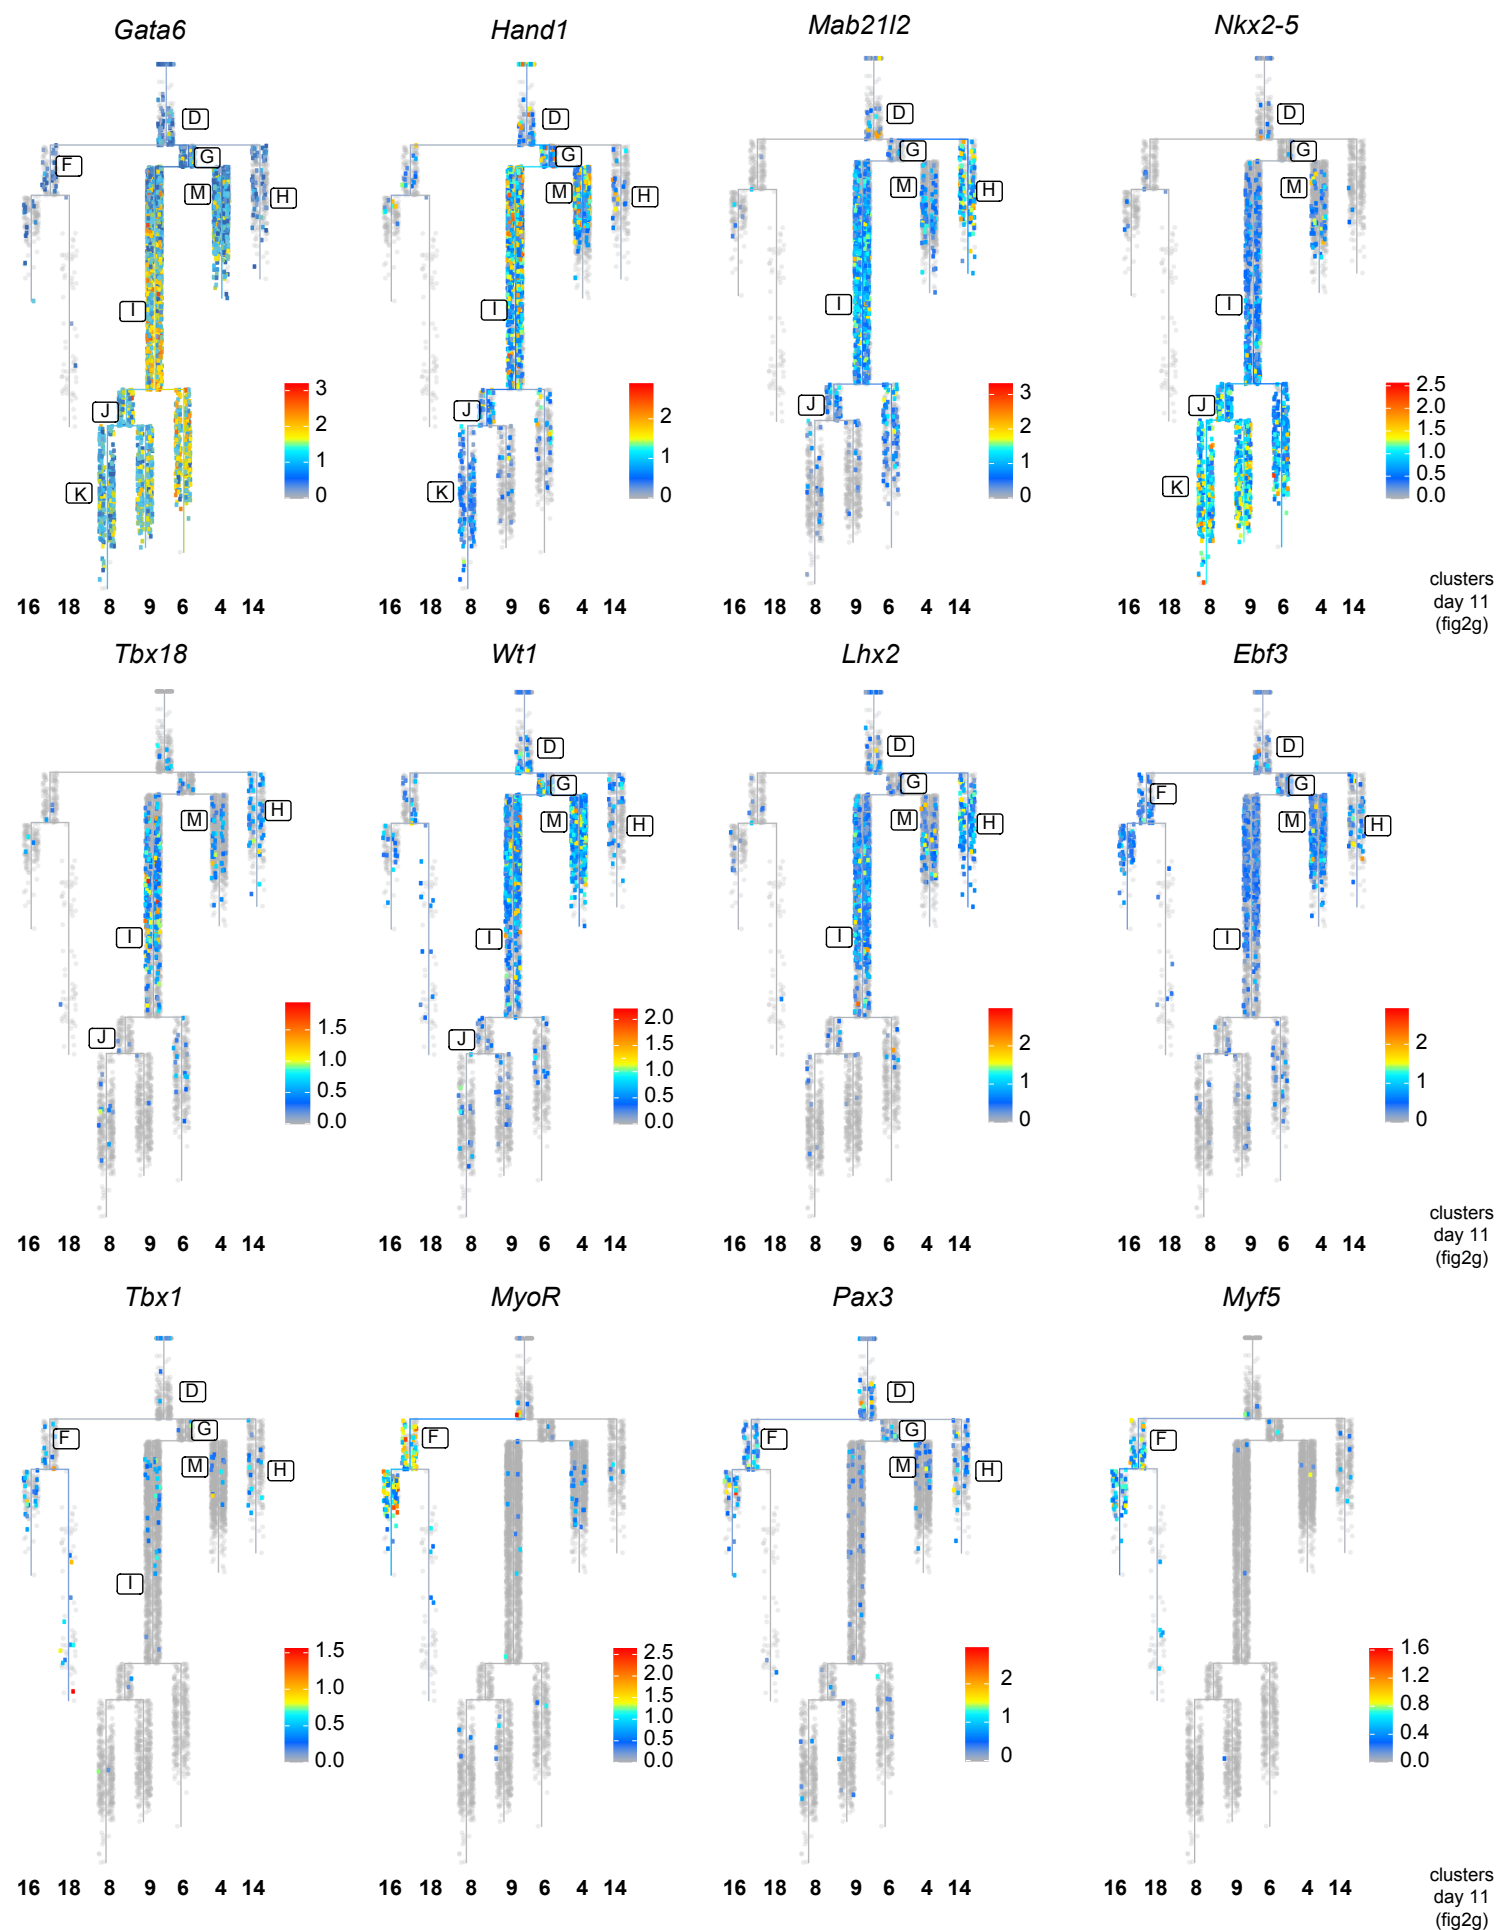

**Supplementary Figure 14. Expression of key markers across the URD trajectory.**

Expression of *Gata6*, *Hand1*, *Mab21l2*, *Nkx2-5*, *Tbx18*, *Wt1*, *Lhx2*, *Ebf3*, *Tbx1*, *MyoR*, *Myf5* and *Pax3* across URD trajectory. Scale bars represent expression levels.

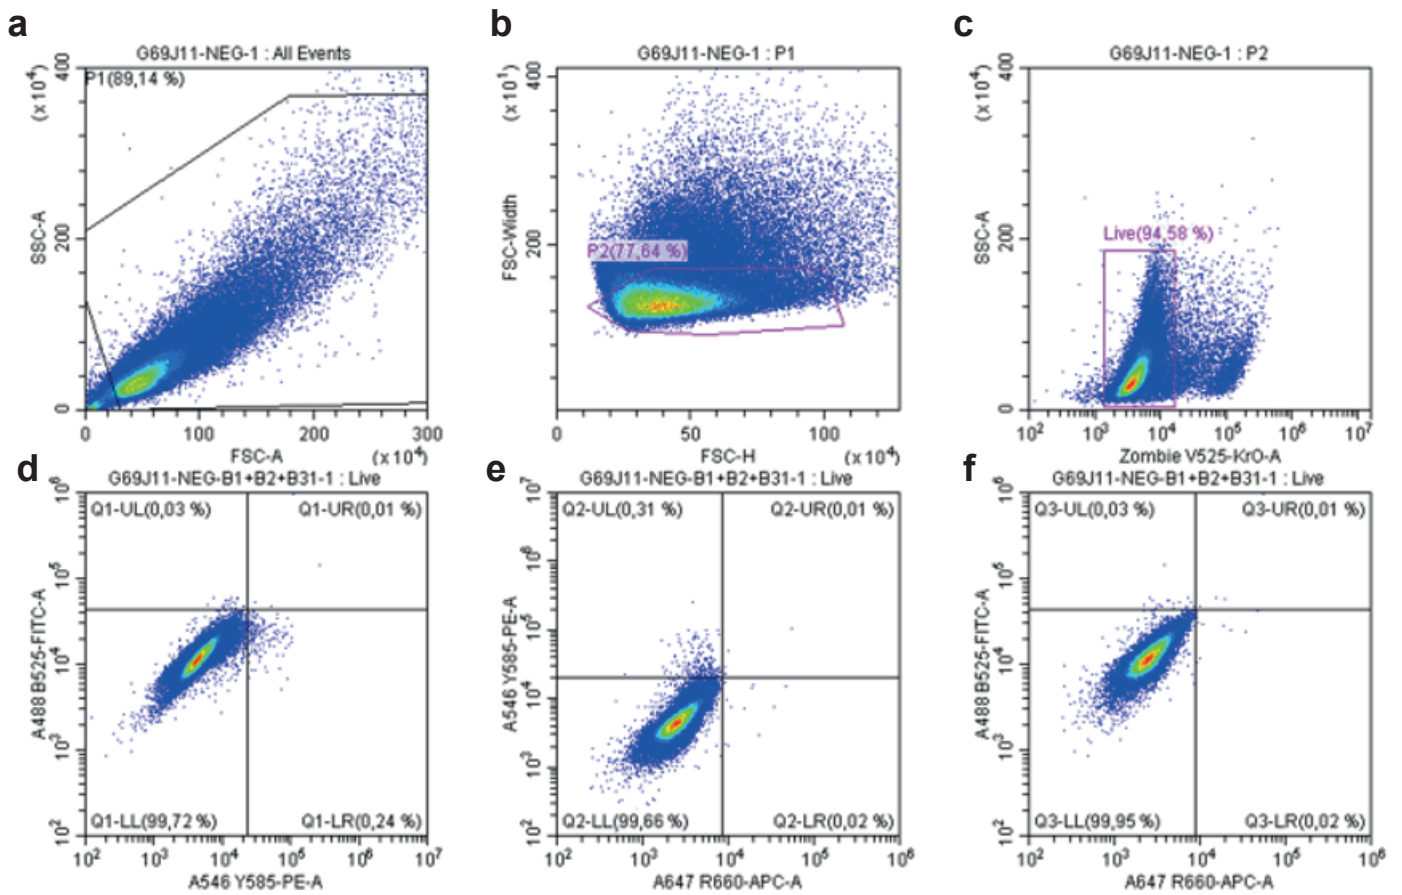

**Supplementary Figure 15. Gating strategy for HCR flow cytometry.**

**a.** FSC-A/SSC-A (FSC-A, forward scatter area; SSC-A, side scatter area) plots show gated cells. **b.** FSC-Width/FSC-H (FSC-height) plot show gated singlet cells. **c.** The viable cells were gated in SSC-A/Zombie plot. **e-f.** Plots with negative cells to show gating strategy for FITC(A488)/PE (A546) (**d**), PE (A546)/APC (A647) (**e**) and FITC (A488)/ APC (A647) (**f**) positive signal. The cell population density is color coded (red, high density; blue, low density).

# Supplementary material for: Gastruloids are competent to specify both cardiac and skeletal muscle lineages
**Source:** Nat Commun. 2024 Nov 23;15:10172. doi: 10.1038/s41467-024-54466-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differential gene expression analysis at day 4

File Name: Supplementary Data 2

Description: Differential gene expression analysis (between the myoblasts clusters of day 11)

File Name: Supplementary Movie 1

Description: **Beating gastruloid (Zx1 mESC line) at day 11.** Movie of a beating gastruloids with the Zx1 mESC line at day 11. Scale bar: 100µm.

File Name: Supplementary Movie 2

Description: **Beating gastruloid (Mef2c-Cre; Rosa-tdTomato mESC line) at day 11.** Movie of a beating Mef2c-Cre; Rosa-tdTomato gastruloids at day 11. Scale bar: 100µm.

# Supplementary material for: Gastruloids are competent to specify both cardiac and skeletal muscle lineages
**Source:** Nat Commun. 2024 Nov 23;15:10172. doi: 10.1038/s41467-024-54466-w
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Confocal imaging:  
All sections, wholemount gastruloids or embryos were imaged using a Zeiss LSM800 confocal microscope with the latest version of the Zen software.

Flow cytometry (Mef2c-Cre/tdTomato):  
A BD FACS Aria II cytometer was used.

HCR RNA flowcytometry:  
Data were collected on a Beckman Coulter Cytoflex LX.

qPCR data collection was performed on the QuantStudio 5 Dx Real-Time PCR System (ThermoFisher)

Next Generation sequencing: single cell isolation was performed on the Chromium controller (10X genomics) . Sequencing of the DNA libraries was performed using an Illumina NextSeq 500 at the MMG Sequencing platform.

Data analysis

Image analysis: Images were analyzed using Zen v3.9 and v3.10 software from Zeiss, ImarisViewer v10.1.0.

All packages used for scRNAseq analysis are available online and the versions and programs are described in the Materials and Methods section. For more details , the analysis was implemented in R v4.1.3 and Python v3.9.10. We have used the following packages/tools: Seurat

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE232773 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi>. The processed single-cell data are available at [https://github.com/BAUDOTlab/gastruloid\\_timeserie\\_scRNA-seq](https://github.com/BAUDOTlab/gastruloid_timeserie_scRNA-seq). The qPCR and flow cytometry generated in this study are provided in the Supplementary Information/Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For scRNAseq, qPCR experiments, sample sizes were estimated based upon requirements for optimal cell numbers. In situ hybridization, immunofluorescence were done in at least n=3 embryos/gastruloid. Samples size for each experiments is indicated in the figures or corresponding legends. No statistical methods were used to determine sample size, n equal or superior to 3 samples is the standard used by convention in the research field. |
| Data exclusions | All data were included for the analysis.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | All the experiments (except scRNAseq) were performed in at least 2 biologically independent replicates. All attempts at replication of the results were successful.                                                                                                                                                                                                                                                                                 |
| Randomization   | Since embryos were not genotyped for the presence of the Y chromosome, sex-specific differences were minimised by including randomized numbers of male and female embryos. Embryos and gastruloids were randomly allocated in the different experiments.                                                                                                                                                                                            |
| Blinding        | All analyses were unbiased. scRNAseq uses software that provides unbiased clustering and peaks.                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

The following primary antibodies were used:

- anti-cTnT (1:100-400, Invitrogen MA5-12960 clone 13-11)
- goat anti-VEGFR2 (1:100, R&D AF644)
- rat anti-E-cadherin (1:100, Takara M108 clone eccd-2)
- mouse anti-MyoG (1:10, DSHB, F5D-S)

The following secondary antibodies were used:

- donkey anti-mouse-IgG Alexa555 (1:400, Invitrogen A-31570)
- donkey anti-goat-IgG Alexa647 (1:400, Invitrogen A-21447)
- donkey anti-rat-IgG Alexa488 (1:400, Invitrogen A-21208)
- goat anti-mouse-IgG Alexa647 (1:400, Invitrogen A-12235)
- anti-mouse IgG PE-Cy7 (1:200, Biolegend, 406613)

## Validation

- anti-cTnT (1:100-400, Invitrogen MA5-12960): Lin et al. 2022 Nature Cell Biology and <https://www.thermofisher.com/antibody/product/Cardiac-Troponin-T-Antibody-clone-13-11-Monoclonal/MA5-12960>
- goat anti-VEGFR2 (1:100, R&D AF644): [https://www.rndsystems.com/products/mouse-vegfr2-kdr-flk-1-antibody\\_af644?gad\\_source=1&gclid=Cj0KCQjwo8S3BhDeARIsAFRmkOOAf0fwYxyJ\\_EPf7-XMkVGj8FcV6bTmq4hCyUINCYSJv1FTIgd0WIEaAubBEALw\\_wcB&gclidsrc=aw.ds](https://www.rndsystems.com/products/mouse-vegfr2-kdr-flk-1-antibody_af644?gad_source=1&gclid=Cj0KCQjwo8S3BhDeARIsAFRmkOOAf0fwYxyJ_EPf7-XMkVGj8FcV6bTmq4hCyUINCYSJv1FTIgd0WIEaAubBEALw_wcB&gclidsrc=aw.ds)
- rat anti-E-cadherin (1:100, Takara M108): Hashmi et al. 2022 eLife
- mouse anti-MyoG (1:10, DSHB, F5D-S): Nandkishore et al. 2018 Development

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

R1/E #1036 male mouse embryonic ES cells were purchased from ECACC (cat. Number 07072001). Zx1 male mouse ESCs were obtained from M. Kyba (Iacovino et al. 2011 Stem Cells). Mef2c-cre Rosa tdTomato male cells were derived in the lab from E3.5 blastula collected from mouse (Verzi et al. 2005 Developmental Biology). Males ESC lines were used to minimize cell line to cell line variations.

## Authentication

The mESC lines for this study were not authenticated.

## Mycoplasma contamination

All cell lines have been tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mef2c-AHF-Cre and Rosa-tdTomato (Gt(ROSA)26Sortm9(CAG-tdTomato)Hze) mice were previously described (Verzi et al. 2005 Developmental Biology). We used CD1/Swiss mice (Charles River) as wildtype animals. Adult breeding mice in our colony range 2-8 months age. We did not genotype for sex of the embryos. Mice were housed at a temperature between 20 to 22°C with a level of humidity between 40 to 60%. Each cage was provided with food, water and two types of nesting materials. Mice colonies were maintained in a certified animal facility with 7h to 19h light cycle.

## Wild animals

No wild animals were involved in this study.

## Reporting on sex

We did not genotype for sex of the embryos because we were examining stages prior to sexual development.

## Field-collected samples

No field collected samples were used in this study.

## Ethics oversight

Mouse colonies were maintained in certified animal facilities (agreement #C 13 013 08) in accordance with European guidelines. The

experiments were approved by the local ethical committee (Aix-Marseille Univ CEEA CE14 directed by Erica Lopez) and the study is compliant with all relevant ethical regulations regarding animal research (Ministère de l'Éducation Nationale, de l'Enseignement Supérieur et de la Recherche; Authorization N 32-08102012).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For Mef2c-Cre/tdTomato flow analysis:

Gastruloids collected on day 11 were dissociated by incubation 10 min at 37°C in 0,5% Trypsin-EDTA. Cells were washed 2 times with D-MEM + 10% FBS and filtrated through a 40µ cell strainer (Falcon 352340). After a PBS wash, 1 million cells were incubated for 20 min at room temperature with Zombie viability dye (Biolegend ref 77143). Then cells were incubated in PBS + 10% FBS to block Fc receptors, followed by a permeabilization/fixation with Cytofix/Cytoperm BD kit (ref 554714). After washing, mouse anti-cTnT antibody (Invitrogen MA5-12960) was incubated at a 1/400 dilution in BD wash buffer during 20 min at room temperature. Then cells were again washed and followed by an incubation with anti-mouse IgG coupled to PE-Cy7 (Biolegend ref 406613) at a 1/200 dilution in BD wash buffer during 20 min at room temperature. After three washes, cells were resuspended in PBS + 1% BSA (Sigma ref A8412-100ML), filtered on a 40µ cell strainer.

For HCR flow cytometry:

Gastruloids collected on day 11 were dissociated by incubation 10 min at 37°C in 0,5% Trypsin-EDTA. Cells were washed 2 times with PBS + 10% FBS and filtrated through a 40µ cell. After PBS wash, 1 million cells were incubated for 20 min at room temperature with Zombie viability dye. Cells were then fixed by incubation with 4% PFA (EMS15714) during 1h at room temperature. HCR multiplexed RNA detection was realized according to Molecular Instruments protocols. Cells were washed in PBST: PBS + 0,1% Tween 20, resuspended in 70% Ethanol and kept overnight at 4°C. The day after, cells were washed twice in PBST and incubated at 37°C in hybridization buffer. Probes specific for the different genes were then added at 16nM concentration and incubated overnight at 37°C. Cells were then washed 5 times with wash buffer and 2 times with 5x SSC (Gibco ref 15557-044) + 0,1% Tween 20. Then incubation of the cells with amplification buffer was done during 30 min at room temperature. Amplification hairpin h1 and h2 were prepared separately by heating at 95°C for 90 sec and cooling to room temperature for 30 min. Then hairpins were pooled at 60 nM and incubated with cells overnight at room temperature. After 6 washes with 5x SSC + 0,1% Tween 20. Samples were filtered on Flowmi 70µm (Bel-Art H136800070).

Instrument

For Mef2c-Cre/tdTomato flow analysis: BD FACS Aria II cytometer.

For HCR flow cytometry: Beckman Coulter Cytoflex LX.

Software

For Mef2c-Cre/tdTomato flow analysis: FACS Diva v9.0.1 (BD Biosciences)

For HCR flow cytometry: CytExpert v2.5 (Beckman-Coulter)

Cell population abundance

A minimum of 100 000 cells per samples were analyzed.

Gating strategy

We excluded debris according to size (FSC<20, SSC<20). Live cells were based on Zombie Aqua Fixable Viability Kit negative (<1.10<sup>4</sup>). 7x10<sup>3</sup> and above was set as fluorescent signal for PE-Cy7 anti-TnT, 3x10<sup>3</sup> and above was set as fluorescent signal positive for tdTomato as shown in Fig.4k. 4x10<sup>4</sup> and above was set as fluorescent signal positive for Alexa488 Myl7 and 1.5 X 10<sup>4</sup> and above was set as fluorescent signal positive for Alexa546 Myl2 as shown in Fig. 4i and supplementary Fig. 15. 1<sup>10</sup> and above was set as fluorescent positive signal for Alexa546 Myh3 and 8x10<sup>3</sup> and above was set as

fluorescent signal positive for Alexa647 Myog as shown in Fig. 5h and Supplementary Fig. 15.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

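The data are single-cell RNA counts of Zx1 gastruloids at days 4, 5, 6 and 11, with 1 library per day made with the Chromium kit named in the Methods from at least 8 gastruloids. The labels give replicate 1 for each day, so there were no replicates to compare or pair. The authors deposited, for each library, a matrix of UMI counts per gene and cell, with barcodes already called as cells and no normalization; the lowest total of a cell was 501, 500, 500 and 500 UMIs. These counts were used as deposited. CPM (here the unit, not cardiopharyngeal mesoderm), percent and ratio values were computed here from the deposited counts, and the authors' own normalized values were not used here. The matrix headers name software version 3.1.0 for days 4 to 6 and 6.0.1 for day 11. Genome build and annotation are not stated in the files, so genes are given by the symbols and Ensembl identifiers of the feature lists, which hold 32286 features for days 4 to 6 and 32287 for day 11. The features GFP and, at day 11, tdTomato had 0 UMIs. GENCODE vM21 was used to find autosomal genes for 1 check.

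The libraries hold 227398362, 236714826, 182150138 and 149169498 UMIs. Day 11 cells are shallower, which limits the detection of genes with few UMIs there; a gene with no UMI in a set of cells is given the limit that 3 positive cells or 3 UMIs would set. Cells were kept with more than 200 genes, a mitochondrial share under 20%, a ribosomal protein gene share over 5%, and log10 UMIs within 3 scaled median absolute deviations of the median. Genes had to be found in at least 4 cells of a library to be used in clustering. Doublet scores followed the method of Scrublet in an implementation of its own with exact neighbours and 2 simulated doublets per cell, and the 8% of cells with the highest scores were removed. The kept cells had median depths of 24318.0, 28215.0, 24820.0 and 11557.5 UMIs.

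Clustering followed the steps of the Methods: log-normalization to 10000 UMIs, 2000 variable genes, scaling, 30 principal components, a shared neighbour graph with 20 neighbours pruned under 1/15, and Leiden at resolution 1. The 63 genes that the paper names in its single-cell results were left out of the variable genes. Groups were named from 118 markers of 14 classes. A marker counted as raised in a group when its CPM plus 10 was at least 2 times that of the other cells of the day and at least 10% of cells held it. A name needed at least 3 raised markers and no tie. No name was given where another class had more markers among the 10 leading genes, or where median depth was under 1/3 of that of the library with no marker of the class among those genes. Leading genes had at least 100 CPM and were neither mitochondrial nor ribosomal. The rule was set after the markers of the groups had been seen, and 2 groups of day 6 were left unnamed by hand.

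Positive cells hold at least 1 UMI. For comparisons across depths cells were thinned at random to 5000 UMIs, with 1 draw per gene and day used for every set of cells. Phases were scored with the lists and the rule that Seurat uses. Optimal transport between consecutive days was balanced and entropic, with the squared distance in 30 principal components divided by its median as cost, epsilon 0.05, uniform weights, no growth rates, at most 2000 iterations and a margin error of 0.0001. It was first run with the named genes among its variable genes. After that run had been seen they were left out, as in the clustering, and the first form became an added alternative. Leaving skeletal myoblast-like cells out of the cells counted as outside the cardiomyocyte-like groups is the other, also chosen after the data had been seen. CellRank, WOT and URD were not run, and labels from the embryo atlas were not transferred. 1 result, with its comparison to the paper's values, is not reported here.

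With 1 library per day, no test, p value, SE or count of changed genes was computed. Shares have exact Clopper-Pearson intervals, sums of UMIs and CPM exact Poisson intervals and ratios of CPM exact conditional binomial intervals, all at 95% and covering counting error only. The ratio of median UMI counts and the levels of endoderm markers in *Tbx1*-positive cells have bootstrap intervals from 2000 resamplings of cells. The quality limits, the clustering settings, the marker lists, the genes to be named and all alternatives but the added ones were chosen before the data were examined. The genes named in the text are those that the paper names in its single-cell results, legends and Table 1, the 3 leading genes of a group, *Xist*, the Y-linked genes and the markers of primordial germ cells. The naming rule for groups, the hand exceptions and the matching of groups to those of the paper were chosen afterwards.

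The alternatives were other filters on cells, doublets left in or called by an automatic threshold, at least 2 UMIs for a positive cell, thinning to 3000, 5000 or 10000 UMIs, the mean over cells of each cell's CPM, Leiden resolutions 0.5 and 1.5, another seed, the named genes kept among the variable genes, and for the transport epsilon 0.02 and 0.1 with 20 or 50 principal components. Doublet removal, clustering and naming were tested on 3000 simulated day 11 cells in 18 groups. Of 261 simulated doublets 85.1% were found, and the groups found had an adjusted Rand index of 0.987 with the simulated ones. Of the simulated cardiomyocyte cells 93.1% were found with 1.43% false, and of the 87 simulated myoblast cells 100% with 2.25% false. Groups 19 to 25 were too small to be simulated, so these myoblast cells are all of group 15 and none of group 21. Each cell was drawn from the mean profile of its group, without variation within it. Doublets were added at the same 8% that was then removed. These shares therefore do not show how well the steps work on real cells. Ratios of CPM were tested apart from this, between 2 simulated sets of cells. For 200 genes with a set ratio 97.5% of the intervals held the true ratio. All cells of a set were drawn from 1 profile, which is the model that the intervals assume. Coverage in real cells, which vary within a group, was not tested and can be lower. Transport was tested between 2 draws of day 6 cells. With equal growth, the median share of transport mass from the right group was 98.2%. Both draws came from the same group profiles, with no change of cell state or depth between them. That share therefore does not measure how well ancestors are found between days 6 and 11.

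Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scikit-image 0.26.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 for the loess fit of the variable genes.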

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

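The tests of uneven transcription, of loss of the Y chromosome and of carry-over from group 10 of day 4 were chosen only after the results they weigh had been seen; the other tests in this part were not. CPM in this section is the unit of expression, not cardiopharyngeal mesoderm. The signals below are in Y-linked genes, *Xist* and germ cell markers, which the text and legends of the paper do not name. They stand above the level that depth or a count of 0 would allow, in libraries without a control sample.

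The paper states that the cell line is male. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together gave 68.2, 70.9, 84.2 and 81.8 CPM at days 4, 5, 6 and 11. Yet 34.3%, 31.95%, 37.55% and 46.9% of cells held no UMI of them, where 19.3%, 15.1%, 14.1% and 36.9% would be expected from the depth of each cell. In the deepest cells, those above the upper quartile of UMIs per cell, the shares were 18.55% (95% interval 16.7 to 20.5%) at day 4, 22.6% (20.6 to 24.75%) at day 5, 28.69% (26.3 to 31.2%) at day 6 and 28.4% (26.4 to 30.4%) at day 11, against 4.04%, 4.21%, 2.51% and 13.2% expected.

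Sparse detection at the depth of the cell would leave an excess of at most 5 percentage points, and the smallest excess of the 4 days was 10.01 points, which argues against it as the whole cause. Uneven transcription of genes at this level was weighed with 200 sets per day of 4 autosomal genes of like CPM. At days 4 to 6 the smallest excess of the Y-linked genes in the deepest cells was 14.51 points, and 0 of 600 sets had one as large as that of the Y-linked genes on the same day. At day 5 the largest set came close, with 18.24 points against 18.42 for the Y-linked genes. The counts of sets argue against uneven transcription for these days, by a narrow margin at day 5. At day 11, where the excess was 15.17 points, 38 of 200 sets had one as large, so uneven transcription cannot be told apart from other causes there.

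Loss of the Y chromosome in part of the cells stays open. It predicts that cells with a *Ddx3y* or *Uty* UMI also hold *Eif2s3y* more often than cells without. At days 4 to 6 the odds ratios in the deepest cells were 4.37, 6.95 and 10.44, above every one of 600 matched sets, which is consistent with such a loss. At day 11 the odds ratio was 2.91 and 3 of 200 sets had one as large, so loss cannot be told apart from uneven transcription there. Silencing of the Y-linked genes without loss would give the same counts and was not tested. With 1 library per day, whether the share changes with time was not tested, and no biological explanation was tested beyond these.

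*Xist*, which marks an inactive X chromosome, gave 186 UMIs in 74 cells at day 4, 128 UMIs in 120 cells at day 5, 34 UMIs at day 6 and 9 UMIs at day 11. At day 4 a single cell held 33 of them. Female cells in the culture would lack Y-linked UMIs, but 33.8% (95% interval 23.2 to 45.7%) of the *Xist*-positive cells of day 4 lacked them, beside 34.3% of the cells without *Xist*. This argues against female cells as the main source. Of the 4 day 4 cells with at least 5 *Xist* UMIs, 1 held no Y-linked UMI, so a few female cells are not excluded. Transcription of *Xist* at a low level in male cells stays open and was not tested.

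At day 5, group 10 (351 cells, without a name) was raised for 4 of 6 primordial germ cell markers and for 4 epiblast markers, with *Dppa3* at 141.8 CPM against 0.208 CPM in the other cells. It also held 330.6 CPM of *Pou5f1*. Carry-over of undifferentiated epiblast-like cells was weighed by the level of the same markers in the epiblast-like groups 10 and 11 of day 4 pooled. The largest ratio was that of *Prdm14*, 2.22 (95% interval 1.34 to 3.75), and 0 of 6 markers passed the ratio of 3 set as the limit. *Nanos3* stood at 1.63 and *Dppa3* at 1.11, and 3 markers were above day 4 by their intervals. *Dnd1* at 0.636 (0.5425 to 0.744) and *Tfap2c* at 0.864 (0.769 to 0.969) were below it by theirs. For carry-over from the pooled groups, this and the onset of a germ cell programme cannot be told apart, since the ratios lie between the limits set for either. The pooling decides this, since group 11 was low for all 6 markers. Group 10 of day 4 (257 cells) shares most leading genes with group 10 of day 5, 6 of 10. Against it alone 0 markers were above day 4 by their intervals and 3 were below, with *Dppa3* at 0.673 (0.6285 to 0.7197), *Dnd1* at 0.463 and *Tfap2c* at 0.5935. *Nanos3* stood at 0.980 and *Prdm1* at 0.818, and the largest ratio was that of *Prdm14*, 1.356 (0.803 to 2.35). This is consistent with carry-over from that group, so these values show no rise of the markers as a set between days 4 and 5 in such cells. What group 10 of day 4 is was not tested, and each day has 1 library.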

How the results depend on the processing

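The named genes kept among the variable genes of the transport, and skeletal myoblast-like cells not counted as outside, are the alternatives chosen only after the results had been seen; the others were not. No paired analysis was possible because the labels give replicate 1 only, with 1 library per day. Results are called moved here when an alternative took them outside their 95% counting interval, or numbers of cells or groups by more than 1.5 times; in most cases the cause was not tested.

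The numbers of cells kept moved under none of the 4 alternatives tried (16 values), the widest being all cells with over 200 genes. The numbers of groups moved by less than 1.5 times under all 6 alternatives tried (24 values), from 9, 9, 14 and 17 groups at resolution 0.5 to 19, 19, 23 and 31 at resolution 1.5 at days 4, 5, 6 and 11.

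Shares of positive cells gave 128 values, of which 68 moved, nearly all under the alternatives that ask for more UMIs or take UMIs away, which lower a share by construction. Values follow for days 4, 5, 6 and 11. With at least 2 UMIs, shares were 0.0458, 0.6505, 0.495 and 0.280% for *Tbx1*, 49.9, 6.35, 0.2855 and 0.0127% for *Mesp1*, 0.198, 1.58, 21.6 and 23.2% for *Tnnt2*, and 0, 0.0155, 0.171 and 0.700% for *Myf5*. Thinned to 5000 UMIs they were 0.229, 0.867, 0.496 and 0.741% for *Tbx1*, 37.6, 5.28, 0.210 and 0.0662% for *Mesp1*, 0.336, 1.78, 19.8 and 26.2% for *Tnnt2*, and 0, 0.0155, 0.0954 and 0.542% for *Myf5*. Thinned to 3000 UMIs they were 0.137, 0.449, 0.3045 and 0.323% for *Tbx1*, 29.3, 3.69, 0.133 and 0.0517% for *Mesp1*, 0.183, 1.05, 16.9 and 23.5% for *Tnnt2*, and 0, 0.0155, 0.114 and 0.2845% for *Myf5*. Thinned to 10000 UMIs they were 0.5415, 1.35, 0.892 and 0.974% for *Tbx1*, 48.2, 8.96 and 0.504% for *Mesp1* at days 4 to 6, 0.603, 3.16, 25.5 and 37.4% for *Tnnt2*, and 0.0313 and 0.175% for *Myf5* at days 5 and 6. At 10000 UMIs many day 11 cells are left out, and those left are the deeper ones. *Tbx1* stood higher at day 5 than at day 11 with every UMI, and close to it after thinning, so depth limits that comparison.

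With doublets left in, *Mesp1* at day 4 moved to 64.66% and *Tnnt2* to 38.4% at day 6 and 36.7% at day 11. With the automatic doublet threshold these were 64.65%, 38.4% and 36.7%. With all cells of over 200 genes, *Tnnt2* at day 11 was 37.6%. The stricter mitochondrial limit moved none of the 16 shares.

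CPM by day gave 140 values, of which 41 moved, 20 of them under the mean over cells of each cell's CPM. That mean gave ratios of day 5 to day 4 of 0.0797 for *Mesp1* and 0.7501 for *Gata6*. In the cardiomyocyte-like groups it gave ratios of 3.01 for *Shox2*, 13.5 for *Nppa* and 1.76 for *Myl2*, and between the myoblast-like groups 0.0883 for *Myog*.

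Leaving doublets in moved the cardiomyocyte-like share to 18.2%, the median signal of cardiomyocyte markers outside these groups to 1.88% and that of *Tnnt2* to 1.91%. With skeletal myoblast-like cells not counted as outside, these signals fell to 0.769% and 0.933%. The skeletal myoblast-like share stayed within its interval under all 6 alternatives tried.

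With the named genes kept among the variable genes, the ratios were 2.72 for *Shox2*, 15.0 for *Nppa* and 8.89 for *Myl2*. At resolution 1.5 the ratio of *Myl2* in the group matched to group 3 was 0.302, reversed, since cells rich in *Myl2* form a group of their own there. At resolution 0.5 groups 3, 11 and 12 merge, so these ratios have no value. With the named genes kept, G1 cells made up 20.1% of the group matched to group 15 and 100% of that matched to group 21, and the *Myog* ratio was 0.205. At resolution 0.5 these values were 19.5%, 100% and 0.213. The difference in phases kept its direction under every alternative tried. The *Pax7* ratio had no value under either of these settings, and was 50.6 to 162 where it had one. With at least 2 UMIs of each gene, 0 myoblast-like cells held both *Tbx1* and *Pax3*.

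The share of myoblast-like transport mass from group 4 of day 6 was 36.7% with epsilon 0.02 and 20.7% with epsilon 0.1. It was 29.2% with 20 and 25.3% with 50 principal components. With the named genes kept, the form run first and chosen as an alternative after its values had been seen, it was 28.1%. The share of cardiomyocyte-like mass from group 8 of day 6 stayed between 39.2% and 39.4% under all 5 alternatives tried, and lies near the most that group can give, so these alternatives could hardly have raised it.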

Differences from the paper's values

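The 39 values compared with the paper's in this part each lie within 1.5 times of it or have an interval that takes it in.

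The paper places *Myl2* in a single one of its cardiomyocyte clusters. Here *Myl2* stood at 2790.1 CPM in group 3, 2654 CPM in group 12 and 3006 CPM in group 22, with 82.55 CPM in group 11. With the named genes kept among the variable genes, 1 group held 5586 CPM with 94.9% of cells positive and a ratio of 8.89 to the other cardiomyocyte-like groups. At resolution 1.5, 1 group held 6468 CPM with 94.5% of cells positive and a ratio of 7.81. Both alternatives were set before the data were examined. In the first of them, *Myl2* and the genes listed with it can themselves set the clusters, so a group rich in *Myl2* is partly made by that choice.

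The paper lists *Myl2*, *Myl3*, *Myh7*, *Mpped2* and *Pln* as enriched in one cluster. In group 3, 5 of 5 had a ratio above 1 to the other cardiomyocyte-like groups, from 1.22 for *Pln* to 2.73 for *Myh7*, and 2 of 5 were highest there. *Pln* was highest in group 12, with 753 CPM against 551 CPM in group 3. In the group with most *Myl2*, all 5 genes were highest, with ratios of 5.54 to 9.26 where the named genes were kept and 4.56 to 7.81 at resolution 1.5. The ratio of *Pln* was 6.26 and 5.61 there.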

Other observations

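In this part, the tests of *Tbx1* in endoderm-like cells, of *Tbx1* and *Pax3* in group 15 alone and of *Myl2* in *Nppa*-positive cells were chosen only after the result was seen. The others were not.

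*Tnnt2* UMIs were found in 1305 of 6261 day 11 cells outside the cardiomyocyte-like and skeletal myoblast-like groups. Free RNA from lysed cardiomyocytes would give all other groups a like share. After thinning, the share was 29.76% (95% interval 25.4 to 34.4%) in the mesenchyme-like group 8 and 6.10% (2.01 to 13.7%) in the neural group 19, which argues against free RNA as the whole source. Doublets of cardiomyocytes would bring the other cardiomyocyte markers, but these stood in the *Tnnt2*-positive cells at 2.06% of their CPM inside, below the limit of 20%, which argues against doublets as the main source. In *Tnnt2*-negative cells outside they stood at 0.330%. The ratio of *Tnnt2* to *Myl7* UMIs was 1.077 in group 8 against 0.378 in the cardiomyocyte-like groups. *Tnnt2* transcription outside the muscle classes would give this, and it stays open for group 8. Of the 19 groups outside, 2 had a thinned share clearly above that of the endothelium-like and haematopoietic-like cells. In groups 4, 6, 10, 17 and 23 the ratio ran from 0.156 to 0.364, no higher than in the cardiomyocyte-like groups. Free RNA thus stays open for these groups. The myoblast-like group 21, left out of these tests, held 2731.3 CPM of *Tnnt2* in 100% of its cells at a ratio of 157 (105.4 to 245.3), which RNA or cells from the cardiomyocyte-like groups cannot give, so those sources are excluded for that group. In endothelium-like and haematopoietic-like cells 9.07% (6.53 to 12.2%) were positive after thinning, with a ratio of 0.515 (0.464 to 0.571), above that of the cardiomyocyte-like groups, so free RNA with their ratio is not the whole source there either; a part of it stays open.

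The paper proposes low saturation as the reason for few *Tbx1*-positive cells. If each library were sequenced to completion, UMIs would rise by at most 2.55, 1.95, 1.46 and 1.477 times at days 4, 5, 6 and 11, from the saturation the authors state. The share of *Tbx1*-positive cells would then be at most 3.66, 5.74, 2.75 and 2.18%, and the upper end of the interval at most 6.597% at day 5. This is below the limit of 10% set for the test, but the bound assumes that every molecule is equally likely to be read, and the complexity of the libraries was not measured. Low saturation and low expression thus cannot be told apart. Capture of few *Tbx1* molecules per cell stays open as well and was not tested.

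For the few cells with UMIs of both *Tbx1* and *Pax3*, sparse detection predicts that the interval on the count takes in the number expected under independence. Over both myoblast-like groups 4.886 cells were expected and 1 seen, with an interval of 0.0253 to 5.57. Sparse detection is thus not ruled out there. This Poisson interval is wide, since it does not use the fixed numbers of cells positive for each gene, so it decides little. In group 15 alone, 5 cells were expected and 0 seen, above the upper end of 3.69 that 0 allows, which argues against sparse detection of both genes as the whole cause in that group. The split turns on 1 cell, so from these counts exclusive expression stays a hypothesis. The paper also reports whole-mount RNAscope with separate domains of *Tbx1* and *Pax3*, which was not examined here.

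The phases of the myoblast-like groups were weighed against a difference in UMIs per cell. Thinned to 5000 UMIs, 14.15% of group 15 cells were in G1 against 95.2% of group 21, which argues against depth. No biological explanation was tested.

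At day 5, *Tbx1* UMIs in the endoderm-like groups were weighed against free RNA and doublets, group by group. *Tbx1* stood at 28.3 times (95% interval 21.3 to 37.4) its CPM outside the endoderm-like groups in group 12 and at 2.95 times (1.99 to 4.29) in group 7, where free RNA would give at most the same CPM. A mixture of cells cannot exceed its richest source, and group 12 stood at 2.91 times (2.14 to 3.95) the CPM of group 6, the highest outside. In *Tbx1*-positive cells of group 12 the endoderm markers, which doublets would dilute, stood at 86.39% of their level in *Tbx1*-negative ones, with an interval (73.25 to 101.6%) that takes in the limit of 75%, so that value decides nothing. In group 7 it was 93.78% (80.95 to 107.3%), above the limit, although *Tbx1* there was below group 6. These values argue against free RNA in both groups, and against doublets with cells outside the endoderm-like groups. Doublets of group 7 cells with group 12 cells were not tested and stay open, and 30 positive cells lie in group 7. Transcription of *Tbx1* in group 12 stays as a hypothesis found and tested on the same data.

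Within the *Nppa*-rich group 12 of day 11, doublets of 2 kinds of cardiomyocyte were weighed as the source of *Myl2* in *Nppa*-positive cells. Both genes were called after thinning to 5000 UMIs, so that depth does not decide the call. The 22 cells with both genes had 1.072 times (95% bootstrap interval 0.593 to 1.54) the median UMI count of the 39 cells with *Nppa* alone. The interval takes in both 1 and the limit of 1.5, so doublets and transcription of both genes cannot be told apart with so few cells. In the *Nppa*-negative cells of the group *Myl2* stood at 3246 CPM.

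The day 11 library was counted with another software version. Genes that went from at least 50 CPM to exactly 0 UMIs or back were looked for. Of the genes of days 4 to 6, 0 of 2122 did so, and of those of day 11, 0 of 2972. This argues only against a change of gene models that removes all UMIs of a gene. A change that shifts counts in part would not show here, so an effect of the software version stays open. The number of days in culture goes with the library, so the culture time stays among the open explanations for how day 11 stands apart.

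The Methods give mean genes per cell. The numbers there equal the medians of genes per deposited cell, rounded to whole genes, at each of the 4 days. At day 5 that median is 4943.5, and the means are 4845.7, 4804.4, 4587.6 and 3414.2 at days 4, 5, 6 and 11.

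At day 4, *Foxc2* was found in 8.19% of cells, *Hoxb1* in 56.45% and both in 6.80%, where 4.62% would be expected if they were independent. Thinned to 5000 UMIs these were 1.83, 25.9 and 0.793% (95% interval 0.593 to 1.04%), with 0.473% expected. *Tbx5* without *Tnnt2* was found in 10.2% of cells at day 6 and 5.60% at day 11, or 5.265% and 3.40% thinned. No explanation was tested for these pairs.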
